# Single cell transcriptome atlas of the *Drosophila* larval brain

**DOI:** 10.7554/eLife.50354

**Published:** 2019-11-20

**Authors:** Clarisse Brunet Avalos, G Larisa Maier, Rémy Bruggmann, Simon G Sprecher

**Keywords:** single cell transcriptome, *Drosophila*, larva, brain, cell diversity, nervous system, *D. melanogaster*

## Abstract

Cell diversity of the brain and how it is affected by starvation, remains largely unknown. Here, we introduce a single cell transcriptome atlas of the entire *Drosophila* first instar larval brain. We first assigned cell-type identity based on known marker genes, distinguishing five major groups: neural progenitors, differentiated neurons, glia, undifferentiated neurons and non-neural cells. All major classes were further subdivided into multiple subtypes, revealing biological features of various cell-types. We further assessed transcriptional changes in response to starvation at the single-cell level. While after starvation the composition of the brain remains unaffected, transcriptional profile of several cell clusters changed. Intriguingly, different cell-types show very distinct responses to starvation, suggesting the presence of cell-specific programs for nutrition availability. Establishing a single-cell transcriptome atlas of the larval brain provides a powerful tool to explore cell diversity and assess genetic profiles from developmental, functional and behavioral perspectives.

## Introduction

The brain, as the central organ of the nervous system, shows high complexity and diversity of cell-types. Numerous tasks need to be synchronously orchestrated, singular areas are committed to specific functions and ultimately cause or modulate an array of complex behaviors. The first instar *Drosophila melanogaster* larval central nervous system (CNS) is composed of an estimated 10,000 cells (Scott et al., 2001). Only 2000 of these cells populate the two larval cerebral lobes, the remaining cells are distributed among segmental ganglia of the ventral nerve cord (VNC). The cells populating the larval brain develop from neuroblasts delaminated from the procephalic neurectoderm, during early embryonic stages. At the end of embryogenesis neurons are fully differentiated and form the functional neural circuits of the larval brain, while neuroblasts enter a mitotic quiescence phase and are only reactivated at the end of the first larval instar. Neuroblasts will re-enter proliferation and generate different cell-types that form the adult brain. During these steps, nutrient accessibility plays a key role. It has been previously described that some glial cells, in close proximity to the neuroblast populations, release insulin-like peptides upon nutrient-sensing. This signal is later incorporated by neuroblasts through the InR/PI3K/TORC1 pathway, to ultimately induce reactivation and exit from quiescence (Chell and Brand, 2010; Sousa-Nunes et al., 2011). Surprisingly, at late-larval stages, NPCs seem to be able to proliferate even in aversive feeding conditions, independently of the InR/PI3K/TORC1 signaling pathway (Cheng et al., 2011). Thus, the lack of nutriments may affect the molecular profile of the specified cell-types, consequently modifying the cellular state and composition of the larval brain. Therefore, identifying genetic responses during brain development in normal feeding condition versus starvation may allow a better and more complete understanding of the processes regulated by the intake of nutrients at early life stages.

The simplicity in cell number, in comparison to other animals, makes *Drosophila* larva an ideal candidate to establish a comprehensive catalogue of brain cell-types based on morphologies, developmental trajectories and synaptic connections between each other. Recently, the advent of single-cell RNA sequencing (scRNA-seq) analysis further provides a high-resolution transcriptomic approach to decipher the molecular footprint at cellular resolution, as done to reveal the cell atlas of the adult brain (Croset et al., 2018; Davie et al., 2018; Konstantinides et al., 2018).

Here, we used a single-cell transcriptomic approach to establish a molecular cell atlas of the first instar larval brain. In this way, we identified five major cell-types: neural progenitor cells, neurons, glial cells, undifferentiated neurons and non-neural cell-types. Among differentiated cells we characterized expression and co-expression of distinct types of neurotransmitters, neuromodulators and neuropeptides, as well as distinct types of glial cells. We differentiated three major classes of neural progenitor cells (NPCs): neuroblasts, optic lobe precursors as well as mushroom body neuroblasts. We further analyzed non-neural cells from tissues that are anatomically closely associated with the brain, such as the prothoracic gland, the ring gland, *corpora allata*, fat body and muscles. Moreover, we observed the presence of presumptive undifferentiated neurons. For the various classes of brain cell-types and subtypes, our work further extended the list of previously described marker genes, which in turn may be used for developmental or functional studies. Finally, we described single-cell changes at the transcriptional level in the larval brain driven by starvation. We identified different cell clusters that show strong responses in gene expression upon starvation. Expectedly, the most striking differences were observed in NPCs, glial cells and undifferentiated cells. Interestingly, the response to starvation differed between distinct clusters, suggesting the presence of cell specific programs to nutritional changes.

## Results

### Single-Cell RNA-Seq of the *Drosophila* larval brain reveals different categories of characteristic cell-types

To investigate cellular and molecular diversity in the *Drosophila* larval brain, we performed single-cell transcriptomics analysis by applying 10X Genomics technology. 

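The brain lobes of late first instar larvae, fed normally or starved for 4 hr and collected at 16 hr after larval hatching, were dissociated, and the transcripts of each cell were tagged in a droplet with a cell barcode and a unique molecular identifier (UMI), so that PCR copies of one molecule count once. The starved larvae were moved to agar without food at 12 hr after hatching according to the methods and at 11 hr according to the sample labels, and the methods and the labels also name different versions of the library kit. The authors aligned the reads and counted UMIs per gene and cell with Cell Ranger on a FlyBase reference of the D. melanogaster genome, kept the barcodes that the program called cells, and deposited 7 libraries as tables of raw counts over 17493 genes, without normalization. The methods give 3 biological replicates of the normal condition and 2 of the starvation condition, while the labels number 4 normal and 3 starvation libraries and do not name the experiments. Each of the 7 libraries was therefore identified with the entry of Supplementary file 1 that lists the same number of cells and the same median genes and UMIs, once rounded down, within the same condition. This link rests on values of the files and not on a label, and exactly 1 entry matched each library. The 2 libraries that Supplementary file 1 lists for one experiment (Normal B.1 and B.2, and Starvation A.1 and A.2) were summed and counted as 1 replicate, which gives the replicates Normal A, B and C and Starvation A and B, and the 7 libraries as separate samples were tried as an alternative. Normal A held 1374 cells with 5359444 UMIs in total and a median of 2228 UMIs per cell. Normal B held 2377 cells with 14065485 UMIs and a median of 3263, and Normal C 957 cells with 25232852 UMIs and a median of 13486. In the starvation condition, replicate A held 3645 cells with 40988696 UMIs and a median of 7023, and replicate B 1000 cells with 10009090 UMIs and a median of 5667. The median number of genes per cell ran from 1051 in Normal A to 2781 in Normal C among the normal replicates, and was 2017 and 1714.5 in the starvation replicates. Because the number of UMIs per cell differed more between replicates of one condition than between conditions, shares of cells with a transcript and cell cycle phases were computed on cells thinned at random to 1000 UMIs, and the unthinned values are given beside them. Cells were not used as replicates: every test between conditions was made across the 3 normal and 2 starvation replicates.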

In short, we dissected the CNS of late first instar larvae and separated the brain lobes from the VNC to enrich for cells populating the larval brain (Figure 1A). We obtained a cell atlas of the first instar larval brain with a total of 9353 cells and a median of 1658 genes per cell. The atlas is composed by cells from two different feeding conditions, normal feeding and 4 hr starvation prior brain dissection. Each experimental condition was treated separately and the libraries obtained were sequenced, aggregated and processed according to the standard pipeline for 10X single cell gene expression. In summary, the normal dataset comprised 4708 cells with a median of 1434 genes per cell and 836,393 mean reads per cell. While the starvation dataset comprised 4645 cells with a median of 1962 genes per cell and 545,512 mean reads per cell (Supplementary file 1).

**Figure 1.**
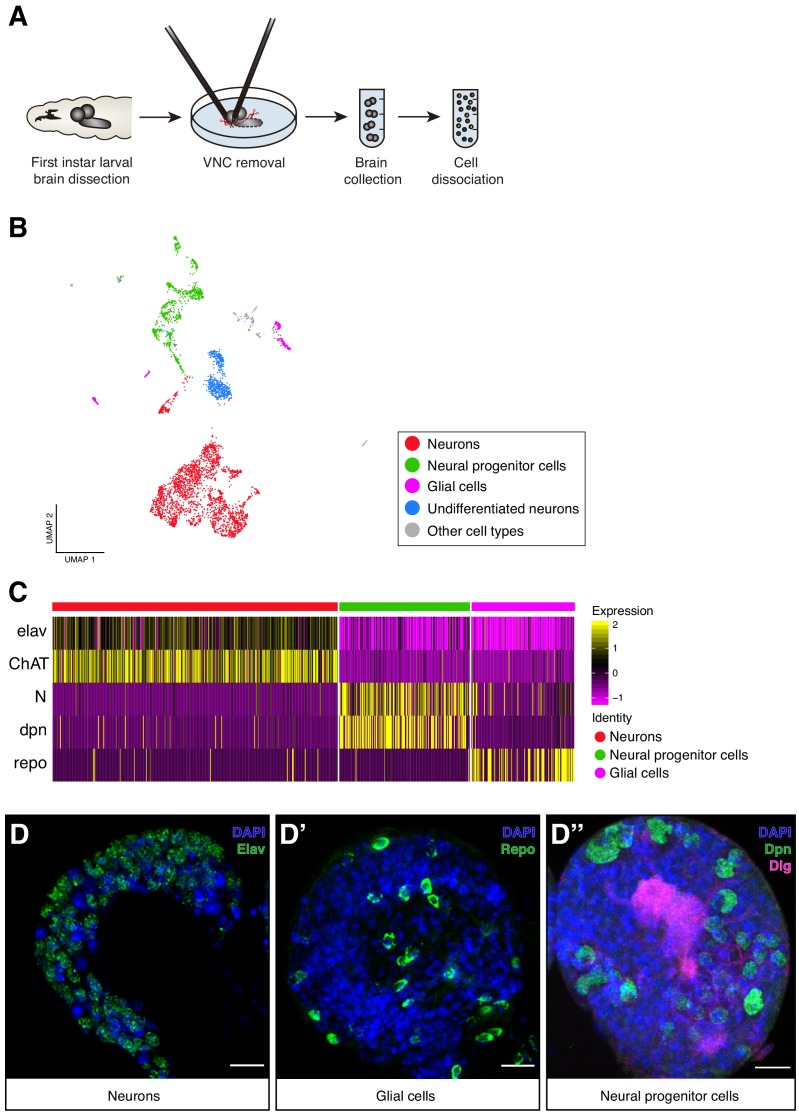
Cellular composition of the Larval brain by Single-Cell RNA-Seq. (**A**) Experimental procedure. *Drosophila* late first instar larval brains/ventral nerve cords (VNC) were dissected and the VNCs were removed. Brains were collected and dissociated into a suspension of single cells. (**B**) Cell atlas of the larval brain reveals five main cell-types: neurons, NPCs, glial cells, UNs and other cell-types, represented in a Seurat UMAP plot. Groups are color coded. (**C**) Cell-types are recognized based on the expression of previously characterized marker-genes. A simplified heatmap illustrates this process: a subgroup of cholinergic neurons expresses the pan-neuronal marker *elav* and *ChAT*, a protein that catalyzes the biosynthesis of the neurotransmitter acetylcholine; NPCs are recognized by the expression of *Notch* and *dpn* and glial cells by *repo* expression. (**D–D’’**) Validation of the markers used to identify the different cell-types within the larval brain by immunostainings. The images display one lobe of the larval brain. Nuclei were labeled with DAPI and cellular borders with *Dlg* (*disc large*). Scale bar: 10 µm. Figure 1—source data 1.Clusters properties.Tables containing the top 10 differentially expressed genes across clusters, number of cells per cluster and the main literature in which the annotation processes were based on.

**Figure 1—figure supplement 1.**
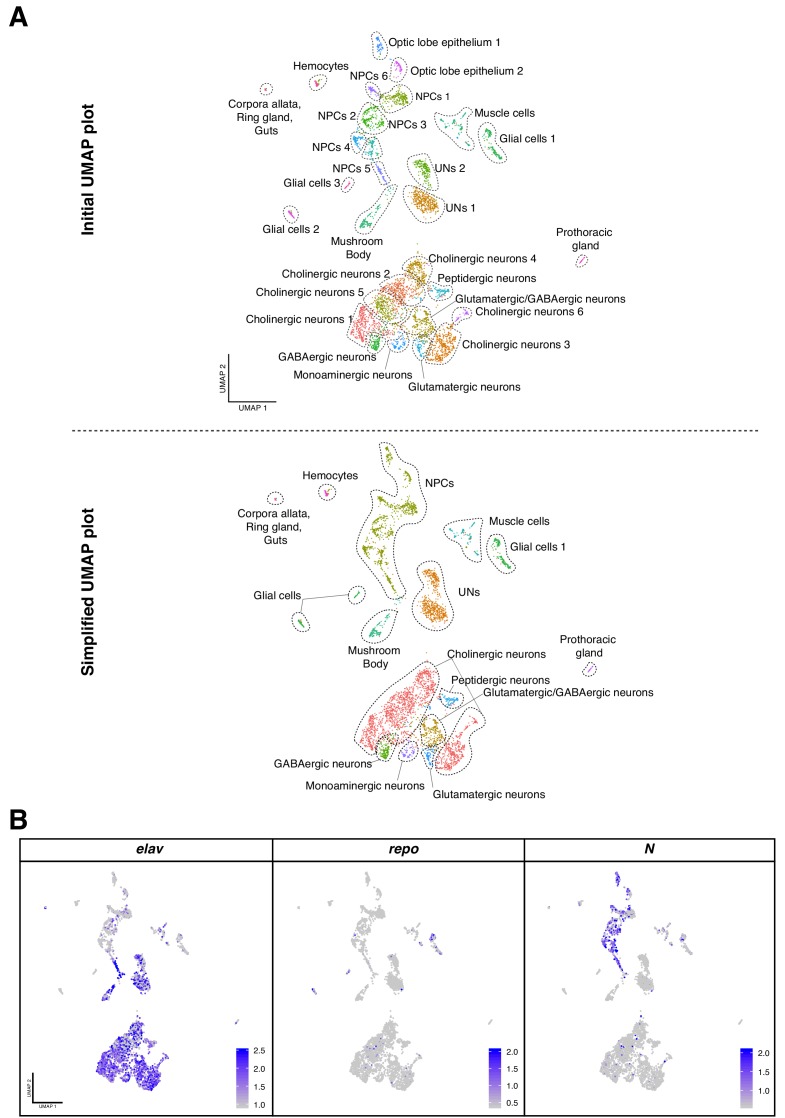
Cell-type catalogue of the Larval brain. (**A**) Dimensional reduction, UMAP plot, of the total of cells considered for the analysis. Initially, 29 clusters were manually annotated (upper panel). Due to the similar expression profiles between different cell groups, clusters were combined to generate a simplified UMAP plot with 15 clusters of cells (lower panel). (**B**) The main cell-types identified are physically separated in the UMAP plot representation. Marker genes are used to confer cell identities: *Elav* for neurons, *Notch* for NPCs and *repo* for glial cells. Gene expression levels are color coded. NPCs: neural progenitor cells, UNs: undifferentiated neurons.

**Figure 1—figure supplement 2.**
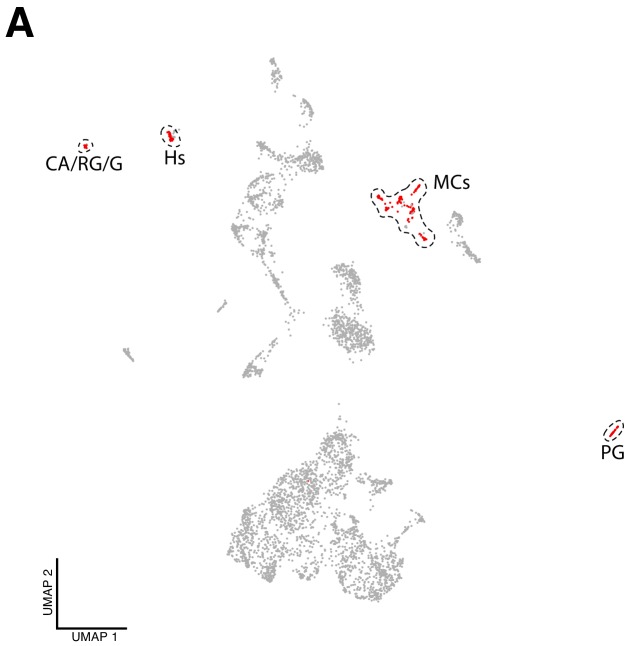
Non-neural cell-types identified in the dataset. (**A**) Non-neural cells can be distinguished from the total number of cells. These cells are considered to be ‘contaminations’ and arise from reminiscent tissue attached to the brain during and after dissection: lymph gland, hemocytes, *corpora allata*, ring gland, gut and muscle (red cells). PG, prothoracic gland; CA/RG/G, *corpora allata*, ring gland and guts; Hs, hemocytes and MCs, muscular cells.

To characterize the cellular population of the larval brain under normal feeding conditions, we further analyze the 4708 cells belonging to the normal experimental condition. These cells were filtered, scaled and normalized using Seurat R package (Butler et al., 2018; Stuart et al., 2018). 

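The filters of the methods, 200 to 4500 genes per cell and at most 20% of the UMIs from the 37 mitochondrial genes, kept 4349 of the 4708 normal cells: 1235 of Normal A, 2309 of Normal B and 805 of Normal C. The upper limit of genes removed 149 cells of Normal C and 3 of Normal A, and the mitochondrial limit removed 136 cells of Normal A and 3 of Normal C. All normal cells together held transcripts of 12942 genes, and the cells that passed held transcripts of 12629. The cells were log-normalized to 10000 counts, and 2000 variable genes, 31 principal components and a resolution of 2 were used for clustering in Seurat. No doublets were removed for these clusters. Scrublet, run within each library, called 41 of 8696 cells of both conditions doublets (0.471%). Whether it missed doublets was not tested. A run without the 5% of cells with the highest scores was added for the comparison of conditions after the data were seen.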

The resulting 4349 cells, with 12,942 genes detected, were later clustered generating 29 initial cell-clusters that were subsequently visually represented using a novel learning technique for dimensional reduction, Uniform Manifold Approximation and Projection (UMAP) (McInnes et al., 2018) (Figure 1—figure supplement 1A). Clusters were manually annotated based on previously identified marker genes for specific cell-types, typically assessing the top 10 differentially expressed genes across clusters (Figure 1—source data 1). 

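The 4349 normal cells fell into 29 clusters. A cluster was named after a class when at least 3 of that class's markers, listed beforehand from the paper, were detected in 25% or more of its cells and led over the markers of every other class, whereas the size of that lead was set after the clusters had been seen. In this way 12 clusters with 2544 cells were neuron-like, 5 with 471 cells were NPC-like, 2 with 184 cells were glia-like and 2 with 581 cells were undifferentiated neuron-like (UN-like). A further 2 clusters with 257 cells stayed unnamed, and the remaining clusters were optic lobe epithelium-like (122 cells) or held non-neural cells. Neurons made up 62.3% ± 10.9 of the cells (SD, n = 3 normal replicates), NPCs 12.1% ± 9.01 and glia 4.74% ± 2.94. Undifferentiated neurons made up 17.1% of Normal A, 15.9% of Normal B and 0.373% of Normal C, so that their mean of 11.1% ± 9.32 rests on the first 2 replicates. The unnamed clusters took 0.405%, 10.5% and 1.12% of the cells of the 3 replicates. In the following, a class name stands for the clusters that carried its markers.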

Among the 29 clusters, we distinguished five main cell type categories: differentiated neurons, NPCs, glial cells, undifferentiated neurons and a group of non-neural cells (Figure 1B). Differentiated neurons could be defined by the expression of the pan-neuronal marker *embryonic lethal abnormal vision* (*elav)*, presynaptic genes or widely expressed neurotransmitters, NPCs by *Notch* (*N)* or *deadpan* (*dpn*) expression, and glial cells by the expression of *reversed polarity* (*repo)* (Figure 1C,D, Figure 1—figure supplement 1B). Some of these cells displayed particular overlaps between their expression profiles, enabling a more simplified version of the UMAP plot with only 15 clusters (Figure 1—figure supplement 1A). Within these clusters we distinguished mushroom body Kenyon Cells (KC), neurons expressing distinct peptides and neurotransmitter-releasing neurons, among the differentiated cells. While in the group of non-neural cells, we could differentiate cells coming from the ring gland, *corpora allata*, imaginal discs, hemolymph, lymph gland and fat tissue (Figure 1—figure supplement 2A). 

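Among the 4349 normal cells, 106 were muscle-like with a median of 2412 UMIs, 36 were prothoracic gland-like, 32 were hemocyte-like and 16 were corpora allata-like. Muscle-like cells made up 2.43%, 2.99% and 0.870% of Normal A, B and C. Of the 36 prothoracic gland-like cells 35 came from Normal B, as did 31 of the 32 hemocyte-like cells and all 16 corpora allata-like cells, so the spread of these 3 types between replicates could not be judged. A barcode that had over 3 times as many UMIs in another library was carried by 91.7% of the prothoracic gland-like cells. For corpora allata-like, hemocyte-like and muscle-like cells the share was 93.75%, 40.6% and 30.2%. Such cells may be copies of cells in other libraries. No cluster had 3 or more detected markers of the fat body and led in them.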

The identification of these last category demonstrates that during the dissection protocol, while the VNC was removed, different organs remained at least partly attached to the brain. Interestingly these cells clustered separately, further highlighting the power of the methodology.

### Mapping neural progenitor cell diversity reveals presence of characteristic neurogenic cell-types

Several clusters showed prominent expression of key genes involved in different steps of neurogenesis. We could identify a population of *Notch* (*N*) positive cells, divided into several clusters closely located in our dimensionality reduction representation. To further confirm the identity of these cells, we analyzed the expression of known NPCs markers. In addition to *N*, these cells were expressing *dpn*, *asense* (*ase*), *klumpfuss* (*klu*), *pointed* (*pnt*) and *prospero* (*pros*) (Figure 2—figure supplement 1A). 

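Of these genes, N and dpn served to name the NPC clusters and are not evaluated here, while ase, klu, pnt and pros were held out of the naming. In counts scaled to a common class total (CPM), klu had 341 ± 63.3 (SD, n = 3 normal replicates) in the 471 NPCs and 21.1 ± 9.45 in the 2544 neurons. The difference exceeded the spread in each of the 3 replicates, as it did for ase, with 134 ± 22.7 CPM in NPCs and 6.28 ± 1.33 in neurons. For pnt the values were 108 ± 42.7 in NPCs and 8.53 ± 3.06 in neurons, but glia reached 96.0 ± 26.4. In contrast, pros was not higher in NPCs (87.5 ± 23.6) than in neurons (125 ± 17.3). After thinning, 26.9% ± 5.98 of NPCs and 2.61% ± 1.43 of neurons held a klu UMI. The median depth before thinning was 10071 UMIs in NPCs and 6153 in neurons. klu and pnt were each among the 10 leading genes of an NPC cluster. Clustered without the 31 genes evaluated at the claims, a setting added after the data were seen, klu had 341 and 21.1 CPM and pnt 108 and 8.54 CPM in NPCs and neurons. No test was made between classes, because the classes were formed from the same counts.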

During embryonic development, neuroblasts are known to follow a temporally sequential expression of transcription factors, also known as temporal cascade: *Hunchback* (Hb), *Kruppel* (*Kr*), *Pdm1/Pdm2* (*Pdm*), *Castor* (*Cas*) and *Grainy head* (*grh*) (Allan and Thor, 2015). 

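Neither Kruppel (Kr) nor grainy head (grh) was used to name clusters. The gene grh (FBgn0259211) lies on chromosome 2R of the BDGP6 assembly from 17801132 to 17842820, and Kr (FBgn0001325) on the same arm from 25226611 to 25231394. In the normal replicates, grh reached 223 ± 9.84 CPM (SD, n = 3) in NPCs and 165 ± 21.3 (n = 2) in the optic lobe epithelium, for which Normal A had too few cells. Outside these classes it stayed at 6.80 ± 2.03 in neurons, 5.79 ± 2.43 in glia and 11.1 ± 2.59 (n = 2) in undifferentiated neurons. Kr showed the opposite order, with 109.7 ± 26.5 in neurons and 17.1 ± 7.73 in NPCs, and 79.9 ± 41.98 (n = 2) in undifferentiated neurons. Unthinned, 58.0% of NPCs and 3.85% of neurons held a grh UMI, and 13.6% of NPCs and 26.3% of neurons a Kr UMI, although NPCs were the deeper class. As grh was among the 10 leading genes of an NPC cluster, the cells were also clustered without the 31 genes evaluated at the claims, a setting added after the data were seen, where it had 223 ± 9.88 CPM in NPCs and 6.90 ± 1.87 in neurons.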

The early cascade gene *Kr* was observed to be expressed in differentiated cells, while the late gene *grh* was almost exclusively expressed in cells from the neurogenic clusters (Figure 2A).

**Figure 2.**
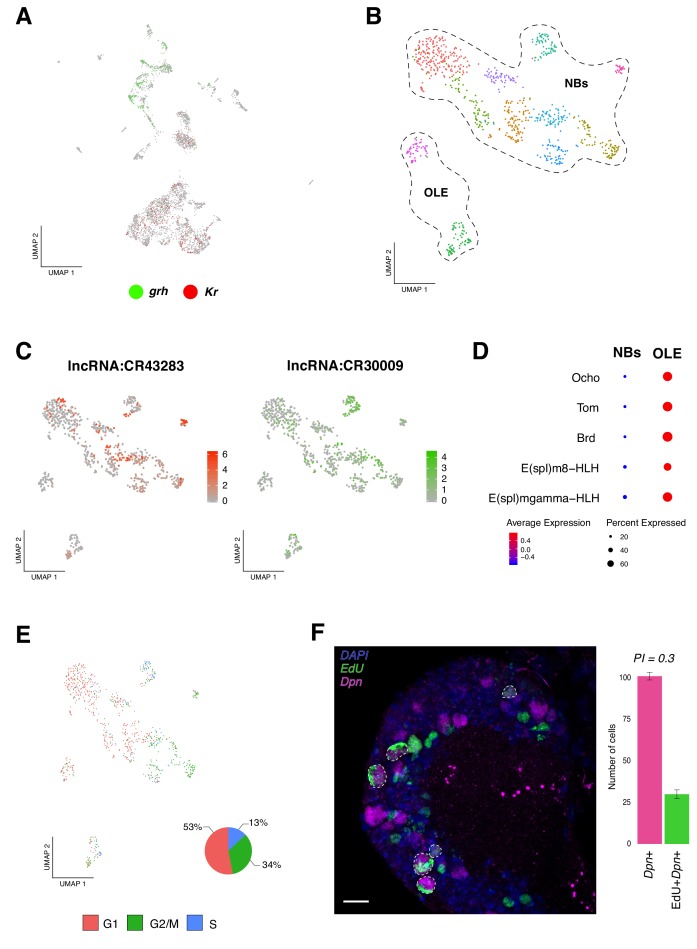
Identification of neural progenitor cell populations. (**A**) Expression-pattern of genes from the temporal cascade distinguish population of cells. Two dimensions UMAP plot labeling genes from the temporal cascade. *Grh*, *grainy head* in green and *Kr*, *Kruppel* in red. *Grh* is broadly expressed in the recently born neuroprogenitors, while *Kr* is expressed in mature cells. (**B**) Re-analysis of the neurogenic populations by sub-clustering the original NPCs population, plotted in a Seurat UMAP plot, identifies 11 sub-populations of cells. NPCs are further divided into neuroblasts and optic lobe epithelium (OLE). (**C**) lncRNAs are present in NPCs expression profile. Color coded UMAP plot showing the abundance of long non-coding RNAs (lncRNAs). The scale represents gene expression levels. (**D**) OLE can be distinguished from the remaining neuroblasts based on the expression of characterized marker genes. Dot size corresponds to the percentage of cells expressing a particular gene, while color intensity represents gene expression levels. (**E**) Cell-cycle scores can be estimated transcriptionally. UMAP plot showing the different NPCs color coded based on cell-cycle phases. The pie graph illustrates the percentage of NPCs in each phase, G1, G2M and S. (**F**) EdU incorporation and NPCs proliferation. Immunostaining of the larval brain illustrating *Dpn*+ proliferating NPCs at 16 hr ALH. Proliferation index (PI) was calculated as the ratio between *Dpn*+EdU+ NPCs and *Dpn*+ NPCs. Error bars represent standard error. N = 5. Nuclei were labeled with DAPI. Scale bar: 20 µm.

**Figure 2—figure supplement 1.**
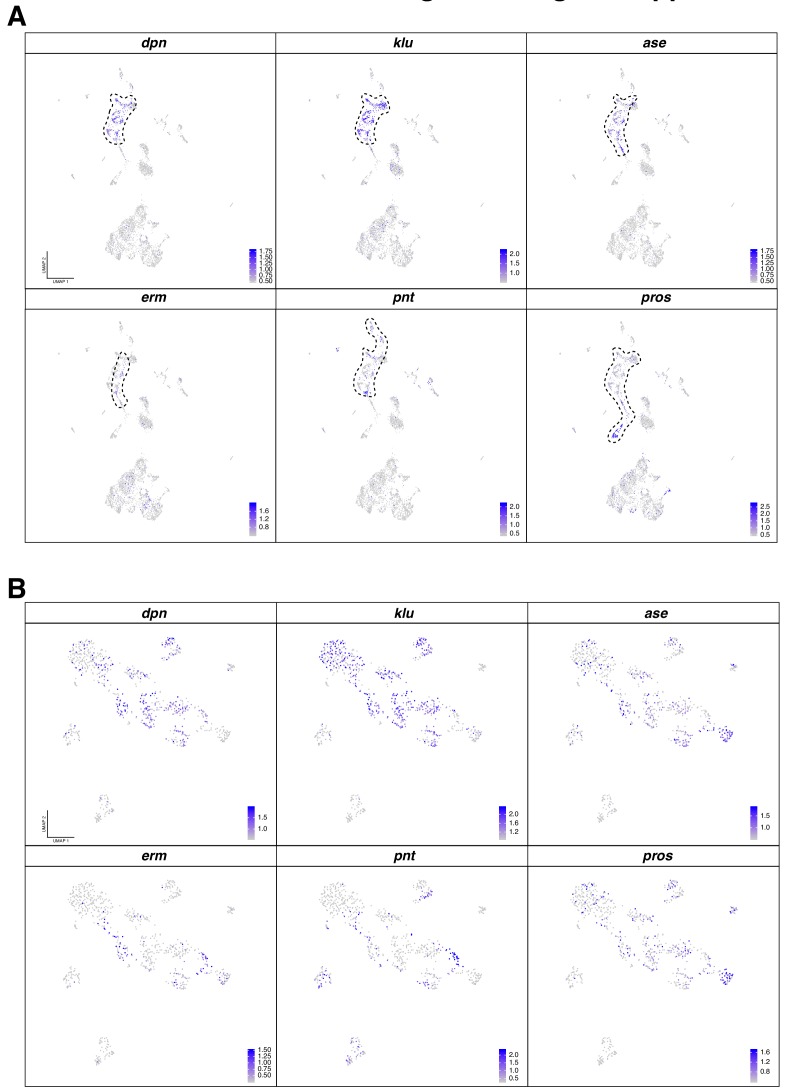
Marker genes for the identification of neural progenitor cell populations. (**A**) Two dimensions UMAP plot labeling neurogenic marker genes: *dpn*, *klu*, *ase*, *erm*, *pnt* and *pros*. Localization of the neurogenic population in the original dataset is outlined with a dash line. (**B**) The original NPCs were sub-clustering, re-analyzed and represented in UMAP plots, indicating the expression of neurogenic marker genes: *dpn*, *klu*, *ase*, *erm*, *pnt* and *pros*. Gene expression level is color coded.

**Figure 2—figure supplement 2.**
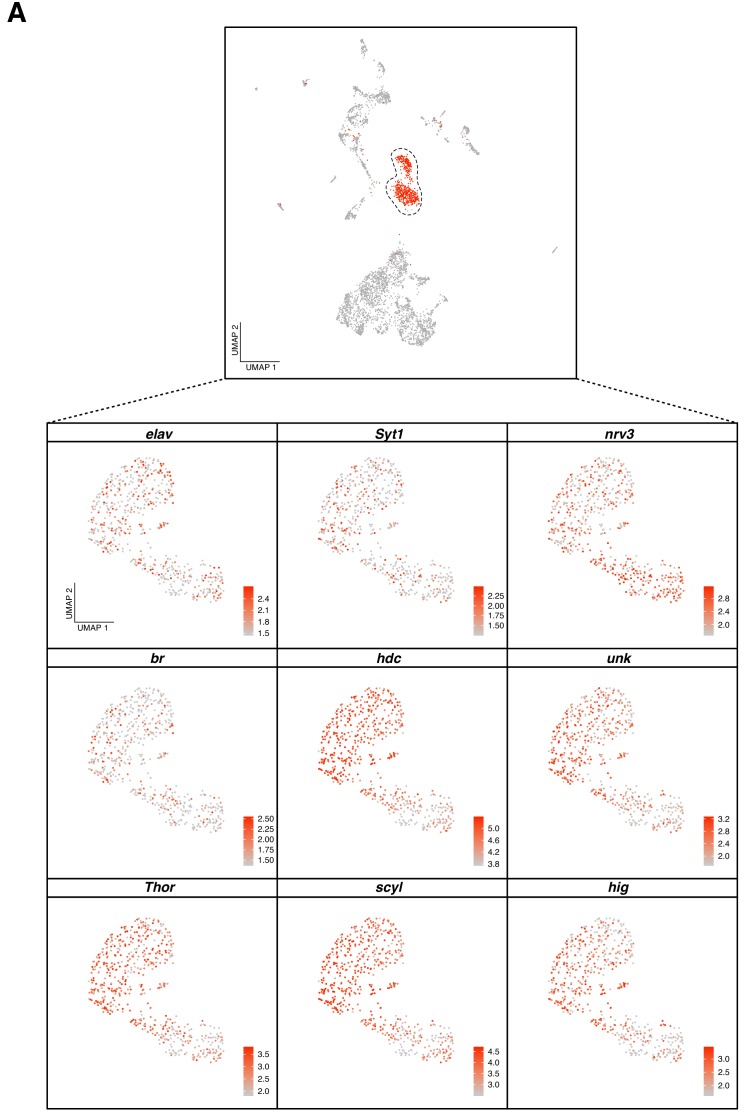
Identifying undifferentiated neurons in the larval brain. (**A**) On top, UMAP plot showing the localization of the undifferentiated neurons (UNs) in the original representation. Bottom, zoom into the UNs displaying the expression of neuronal marker genes: *elav*, *Syt1*, *nrv3*, and other upregulated genes: *br*, *hdc*, *unk*, *Thor*, *scyl* and *hig*. Gene expression level is color coded.

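The 593 cells of the NPC and optic lobe epithelium clusters were clustered again with 13 principal components and a resolution of 1, which gave 10 subclusters of 53 to 78 cells. Most of them came from a single replicate. Normal B supplied every cell of 5 subclusters, Normal C 74 of the 78 cells of the largest one, and Normal A 43 of 53 cells of another. In 3 subclusters, 89.8% to 100% of the cells carried a barcode that had over 3 times as many UMIs in another library.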

To further resolve NPCs, we sub-clustered all the neurogenic populations, obtaining a new representation for these cells now grouped in 11 clusters (Figure 2B). Next, we examined the top differentially expressed genes among each group and we observed a high degree of similarity in their transcriptional programs. Interestingly, we detected a high number of cells expressing long non-coding RNAs (lncRNAs); some of them with reported functions, as it was the case of *cherub* (*lncRNA:CR43283*), known to be involved in tumorigenesis and in normal brain development (Landskron et al., 2018; Malin and Desplan, 2018), but also lncRNAs with unknown functions, like *lncRNA:CR30009* (Figure 2C). 

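The transcript cherub (lncRNA:CR43283, FBgn0262972, chromosome 3R of BDGP6 from 11247631 to 11256123) had 1480.2 ± 1005 CPM (SD, n = 3 normal replicates) in NPCs and 91.1 ± 88.0 in neurons. Its level was uneven among the subclusters of NPCs and reached 7875 CPM in one of 53 cells, which also had nerfin-1, insb and elav among its leading genes. For lncRNA:CR30009 (FBgn0050009, chromosome 2R from 10261315 to 10263827) the values were 346 ± 199.7 in NPCs and 20.6 ± 19.8 in neurons, with 1049 CPM in its highest subcluster. The 62 cells of that subcluster came from Normal B alone, and all carried a barcode with over 3 times as many UMIs in another library. After thinning, 21.9% ± 6.80 of NPCs and 8.23% ± 7.65 of neurons held a UMI of lncRNA:CR43283, and 26.4% ± 7.33 and 2.43% ± 2.26 one of lncRNA:CR30009. Both were among the leading genes of NPC clusters. Clustered without the 31 genes evaluated at the claims, a setting added after the data were seen, they had 1477 ± 1007 and 346 ± 199.7 CPM in NPCs.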

In parallel, we observed expression of genes reported to be actively transcribed in the optic lobe neuroepithelium, such as *Ocho* (*Ocho*), *Twin of m4* (*Tom)* and *Bearded* (*Brd*) (Egger et al., 2010) in a subpopulation of cells; therefore, this group of cells was annotated as the optic lobe epithelium (OLE) (Figure 2D). In addition to these genes, we identified basic helix-loop-helix (bHLH) transcription factors, such as *E(spl)m8-HLH* and *E(spl)mgamma-HLH* (Figure 2D). 

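Ocho, Tom and Brd were among the markers that named the optic lobe epithelium, so only the E(spl) genes are evaluated. E(spl)m8-HLH (FBgn0000591, chromosome 3R of BDGP6 from 26040240 to 26041008) had 184 ± 178 CPM (SD, n = 2 normal replicates) in the optic lobe epithelium and 19.4 ± 10.0 (n = 3) in the other NPCs, and E(spl)mgamma-HLH 408 ± 379.5 and 19.1 ± 16.5. The spread between the 2 replicates was nearly as large as the means. Both genes were concentrated in 1 of the 2 subclusters of this type, with 890.2 and 1558 CPM over its 56 cells. These cells came from Normal B alone, and all carried a barcode with over 3 times as many UMIs in another library. The 2 genes also led a cluster of this type. Clustered without the 31 genes evaluated at the claims, a setting added after the data were seen, they had 181 ± 173 and 407 ± 378 CPM in it.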

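Across the 10 subclusters of the neurogenic populations, klu ran from 13.9 CPM in an optic lobe epithelium-like subcluster to 443 CPM, ase from 8.51 to 252 CPM and pnt from 6.58 to 276 CPM. The highest pnt value belonged to the largest subcluster, of 78 cells, whose leading genes also included Sp1 and Dll. pros was highest, at 242 CPM, in the same subcluster of 53 cells as ase. earmuff (erm) was low throughout and did not exceed 96.1 CPM. Over all NPCs, erm had 29.2 ± 16.0 CPM (SD, n = 3 normal replicates), against 15.9 ± 7.75 in neurons, a difference within the spread. dpn is left out because it named the class.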

The remaining clusters showed different combinations of the following genes, all reported to be involved in neurogenesis: *deadpan* (*dpn*), *klumpfuss* (*klu*), *asense* (*ase*), *earmuff* (*erm*), *pointed* (*pnt*) and *prospero* (*pros*), among others (Figure 2—figure supplement 1B).

Knowing that NPCs upon embryogenesis, beside mushroom body and lateral neuroblasts, enter a quiescence state and that later, upon nutritional-signals reactivate (Egger et al., 2008); we evaluated cell-cycle genes expression in the NPCs population. We observed that the different NPCs displayed distinct cell-cycle marker genes, resulting in a heterogenic population of cells. We found a larger number of cells in G1 and G2/M phases, in comparison to S phase (Figure 2E). These results further support recent observations, where G2 phase was shown to be an entry point to quiescence, alongside G0 phase (Otsuki and Brand, 2018). 

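Phases were assigned with Seurat's CellCycleScoring and the orthologs of its gene lists, 38 genes for S and 54 for G2/M. Over the 471 NPCs of the normal condition, thinned to 1000 UMIs, 45.6% ± 12.5 (SD, n = 3 replicates) were in G1, 31.0% ± 10.4 in G2/M and 23.4% ± 10.2 in S. The shares of G2/M and S cells did not differ by more than the spread between replicates. Unthinned, the 3 shares were 47.4% ± 20.8, 24.0% ± 18.5 and 28.6% ± 12.4, so that S exceeded G2/M without thinning. With the optic lobe epithelium included they were 49.5%, 24.0% and 26.5%.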

Surprisingly, a relevant number of NPCs expressing marker genes for S phase were observed, indicating that these cells may be replicating their genomic content in order to proliferate. Therefore, we performed EdU incorporation experiments, together with *dpn* immunostaining, and identified approximately 30% of *dpn* positive EdU positive cells, from the total of *dpn* positive cells (Figure 2F); suggesting that at 16 hr ALH (after larval hatching) some NPCs were already exiting their dormant state and reassuming proliferation.

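Of the neuronal markers elav, Syt1 and nervana 3 (nrv3), only nrv3 had been kept out of the naming of clusters. The 2 UN-like clusters held 367 and 214 cells with a median of 2079 UMIs. nrv3 had 1009 ± 300.2 CPM (SD, n = 2 normal replicates) in them, 5227 ± 396 (n = 3) in neurons and 462 ± 342 in NPCs. Muscle cells, of similar depth, reached 1167 ± 666 CPM (n = 2). Normal C contributed 3 UN-like cells and was left out of these means. The smaller cluster was led by the heat shock genes Hsp68, Hsp70Bc, Hsp70Aa and Hsp26. The neurogenic genes ase (13.2 ± 10.3 CPM) and klu (43.2 ± 0.595) were low in these cells.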

In close proximity to the neurogenic population in the UMAP plot, we identified two clusters of cells that lack expression of neurogenic marker genes, but express neuronal markers such as *elav, Syt1 (Synaptotagmin 1)* and *nervana 3 (nrv3*). However, these clusters lacked of marked expression of genes required for neurotransmitter biosynthesis. In addition, we found high expression of *headcase* (*hdc*) and *unkempt* (*unk*), two genes implicated in controlling proper timing of neural differentiation (Avet-Rochex et al., 2014). 

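In undifferentiated neurons, VGlut had 440.0 ± 44.1 CPM (SD, n = 2 normal replicates) and neurons 975 ± 122 (n = 3). The other transmitter genes were lower still, with 59.1 ± 4.72 CPM of VAChT against 357 ± 56.8 in neurons, 70.7 ± 36.7 of Gad1 against 382 ± 34.6, and 133 ± 74.8 of Vmat against 1034 ± 292. After thinning to 1000 UMIs, 26.9% of undifferentiated neurons held a VGlut UMI, 4.96% a VAChT UMI, 6.37% a Gad1 UMI and 12.2% a Vmat UMI. Muscle cells, which should lack these genes, gave 19.2%, 3.84%, 10.3% and 10.7% in the same order, at a median depth of 2412 UMIs. In these values, the share of Gad1 lay below that of muscle cells and the other 3 above it. Over pooled cells VAChT lay below as well, with 5.16% of undifferentiated neurons and 5.66% of muscle cells.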

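hdc was a naming marker of the UN-like clusters. unk (FBgn0004395, chromosome 3R of BDGP6 from 23149653 to 23157862) was held out, and had 968 ± 341 CPM (SD, n = 2 normal replicates) in undifferentiated neurons, 158 ± 39.5 (n = 3) in neurons and 123 ± 57.8 in NPCs. Both UN-like clusters were above every other class, with 1220.1 CPM in the one not led by heat shock genes and 715 CPM in the other. Each cluster came almost entirely from 1 replicate, so these 2 values have no spread of their own.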

Other genes enriched in these cells were *Thor*, *scylla* (*scyl*), *hikaru genki* (*hig*) and *Broad-Z3* (*br*) (Figure 2—figure supplement 2A). 

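scyl and hig were used to name the UN-like clusters. Thor (FBgn0261560, chromosome 2L of BDGP6 from 3478434 to 3479612) had 1680.5 ± 718 CPM (SD, n = 2 normal replicates) in undifferentiated neurons, 485 ± 297 (n = 3) in NPCs, 585 ± 328 (n = 2) in muscle and 105 ± 43.2 in neurons. br was not higher in undifferentiated neurons (247 ± 47.1) than in neurons (327 ± 90.7), and exceeded the 43.5 ± 16.8 CPM of NPCs. From the position of these cells beside the NPCs, their lack of neurotransmitter markers and their expression of differentiation genes, the paper proposes that they are presumptive undifferentiated neurons.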

Since these cells clustered in vicinity of NPCs, apart from the remaining differentiated neurons, their lack of neurotransmitter markers and their expression of differentiation genes, we labeled these cells as presumptive undifferentiated neurons (UNs): UNs 1 and UNs 2. However, further analyses and validations are required to establish their bona fide identity.

### Neuronal cell-types co-express different neuroactive molecules

We next analyzed the population of mature cells, more precisely those cells positive for synaptic markers: *synaptobrevin* (*nSyb)* and *synaptotagmin* (*Syt*) (DiAntonio et al., 1993), and evaluated the expression of genes involved in the release or synthesis of neurotransmitters: *glutamate* (*Glu*), *acetylcholine* (*ACh*), *gamma-aminobutyric acid* (*GABA*) and *monoamines*. We classified cells as glutamatergic, cholinergic, GABAergic and monoaminergic neurons; as they expressed: *vesicular glutamate transporter* (*VGlut*), *vesicular acetylcholine transporter* (*VAChT*), *Glutamic acid decarboxylase 1* (*Gad1*) or *vesicular monoamine transporter* (*Vmat*), respectively. *Glu* and *Ach* were found to be the most abundant neurotransmitters, as they were each expressed in 24% of the total number of neurons. 

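A neuron was counted for a transmitter when it held at least 1 UMI of VGlut, VAChT, Gad1 or Vmat, and as exclusive when it held none of the other 3. Exclusive VGlut cells made up 9.23% ± 3.81 (SD, n = 3 normal replicates) of the 2544 neurons and exclusive VAChT cells 9.81% ± 7.30. Pooled over the replicates, the 2 shares were 9.94% (Wilson 95% interval 8.84 to 11.2%) and 11.4%. Whatever the other genes, 63.9% of neurons held a VGlut UMI and 58.2% a VAChT UMI. In the 106 muscle cells the same shares were 47.2% and 19.8% at a median of 2412 UMIs against 6153 in neurons, so a large part of the unthinned shares lies at the level of free RNA. After thinning to 1000 UMIs, 31.1% of neurons and 20.8% of muscle cells held VGlut, and 26.8% and 5.66% VAChT. After thinning, the exclusive shares were 19.1% for VGlut and 17.9% for VAChT.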

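Neurons with Gad1 and no VGlut, VAChT or Vmat made up 3.83% ± 2.27 (SD, n = 3 normal replicates) of the 2544 neurons, and neurons with Vmat alone 2.92% ± 2.50. Thinned, they made up 11.9% and 6.56% of the pooled neurons. Any Gad1 UMI was found in 35.9% of neurons and any Vmat UMI in 38.2%, against 20.8% and 30.2% of muscle cells. After thinning these became 18.8% and 13.7% of neurons, and 11.3% and 8.49% of muscle cells. Gad1 and Vmat were below VGlut and VAChT in the exclusive shares, thinned and unthinned.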

GABAergic and monoaminergic neurons occupied the third and fourth place, with 17% and 10% of the total number of neurons, respectively. (Figure 3A–B).

**Figure 3.**
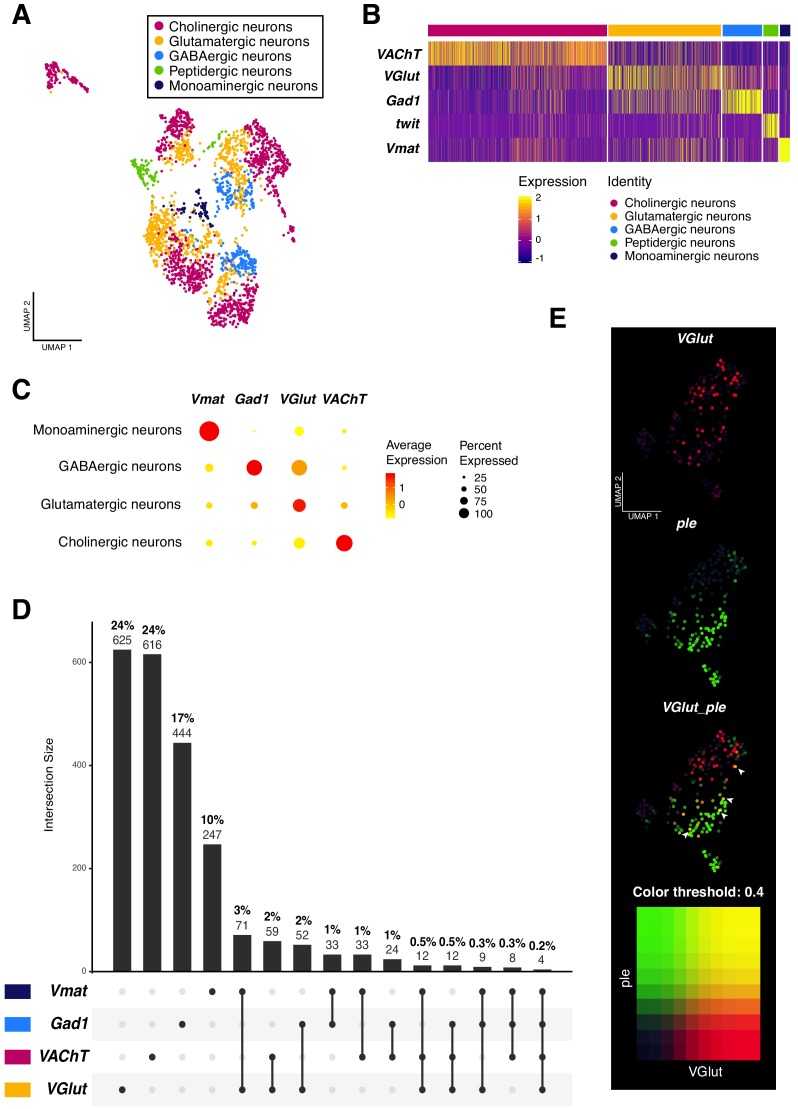
Neurotransmitter expression and co-expression in the larval neuronal population. (**A**) Neurons are classified based on the expression of neurotransmitters. Seurat UMAP plot showing the distribution of the five main neuronal cell-types. (**B**) Simplified heatmap, representing neuronal subpopulations. Genes displayed are the main markers analyzed to identify neuronal cell-identities. The x axis represents individual cells, each line corresponds to one neuron. Gene expression levels are color coded. (**C**) Neurotransmitters are co-expressed in a subset of neurons. Dot size corresponds to the percentage of cells expressing a particular gene, while color intensity represents gene expression levels. (**D**) UpSet plot (Conway et al., 2017) illustrating the co-expression of neurotransmitters. Light and bold numbers represent number of cells and percentages of cells, respectively. The percentages were calculated based on positive cells for a particular neurotransmitter or a combination of them, in comparison to the total of neurons from the dataset. (**E**) Co-expression analysis based on the simultaneous expression of *ple* and *VGlut.* Blend UMAP plot showing only *ple* positive cells. Cells co-expressing *ple* and *VGlut* are shown in yellow. Threshold: 0,4.

**Figure 3—figure supplement 1.**
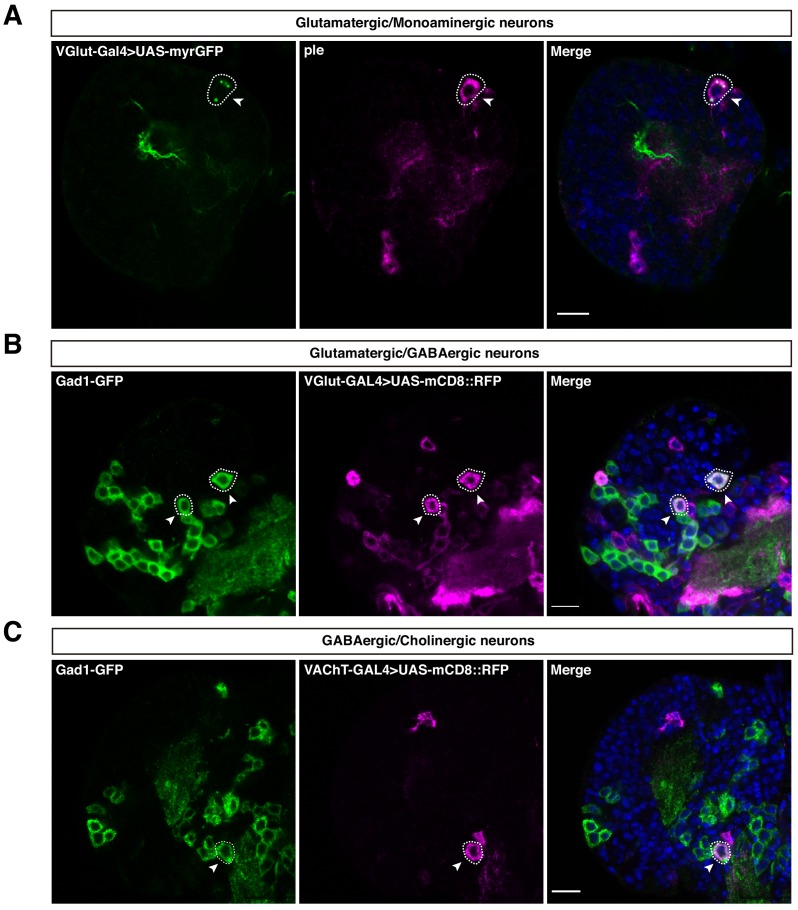
Neurotransmitter co-expression in the larval brain. (**A**) Neurotransmitters are co-expressed with monoamines. VGlut and ple overlapping. (**B–C**) Neurotransmitters co-expression. Subsets of Glutamatergic/GABAergic neurons and GABAergic/Cholinergic neurons. Neurons with the overlap of interest are circled with a dashed-line and pointed with arrows. Nuclei were labeled with DAPI. Scale bar: 10 µm.

**Figure 3—figure supplement 2.**
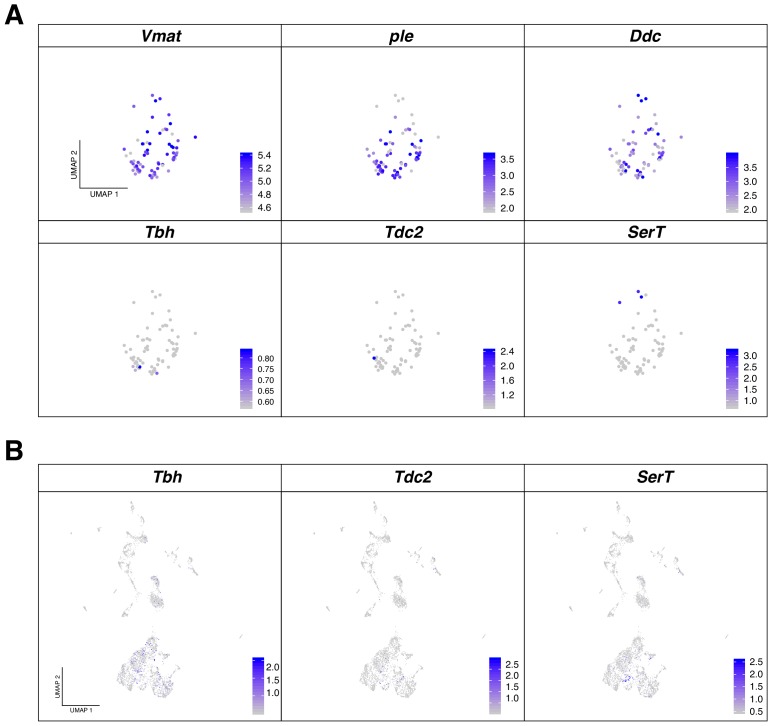
Monoaminergic neurons analysis. (**A**) Re-clustering analysis of monoaminergic neurons revealed an enrichment of Dopaminergic neurons. UMAP plot indicating the expression of dopaminergic marker genes: *Vmat*, *ple* and *Ddc*, against other aminergic markers: *Tbh*, *Tdc2* and *SerT*. (**B**) The remaining aminergic neurons can be identified in different clusters in the original UMAP plot, validating the co-expression between neurotransmitters. Gene expression levels are color coded.

In past years, the co-existence of more than one neurotransmitter in the same neuron has been extensively studied in mammals. A neuron could release multiple neurotransmitter types from the same synaptic vesicle, from different vesicles at the same synapse or even at different synaptic boutons (Vaaga et al., 2014). The recent publications on the *Drosophila* adult brain cell atlas re-opened this subject, by providing a list of co-expressed neuroactive molecules in the brain (Croset et al., 2018; Davie et al., 2018; Nässel, 2018). Therefore, we investigated the phenomenon of dual or multiple transmitter neurons in the larval brain. We analyzed all the possible combinations of the four very well-known marker genes for neurotransmitters: *VGlut; VAChT; Gad1* and *Vmat*. Remarkably, we found an overlap in all combinations, although the occurrence of these events represents a small fraction in the whole dataset. 

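With at least 1 UMI as the criterion, 14.9% ± 6.73 (SD, n = 3 normal replicates) of neurons held exactly VGlut and VAChT, 5.78% ± 1.54 exactly VGlut and Gad1, and 5.45% ± 0.633 exactly VGlut and Vmat. VAChT with Vmat followed at 3.95%, VAChT with Gad1 at 2.91% and Gad1 with Vmat at 2.25%. In all, 64.7% of pooled neurons held 2 or more of the 4 genes, 28.9% exactly 1 and 6.37% none. Free RNA adds to every such overlap. Whatever the other genes, VGlut and VAChT occurred together in 41.4% of neurons, where the product of their separate shares within each replicate gives 41.0%. For VGlut with Gad1 the 2 values were 27.1% and 26.0%, for VGlut with Vmat 29.2% and 27.4%, for VAChT with Gad1 20.5% and 22.7%, for VAChT with Vmat 24.0% and 23.8%, and for Gad1 with Vmat 17.1% and 15.4%. VGlut with Vmat and Gad1 with Vmat exceeded the product in all 3 replicates, and each other pair fell below it in at least 1.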

Dual-transmitter neurons were more frequent than triple-transmitter neurons, with the three highest overlap occurring between *VGlut* and *Vmat* (3%), followed by *VGlut* and *VAChT* (2%) and *VGlut* and *Gad1* (2%). Triple-transmitter expressing neurons only represent approximately 1% of the total of neurons (Figure 3C–E). 

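After thinning to 1000 UMIs, 14.8% of the pooled neurons held exactly 2 of the 4 genes, 1.53% exactly 3 and 0.197% all 4. Without thinning 7.27% held all 4, so the number of multiple transmitter cells depended on depth. From the overlaps found in all combinations, together with immunostainings, the paper concludes that a subset of larval neurons co-expresses different neurotransmitters.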

Next, we validated these observations with immunostainings. We observed an overlapping between *VGlut* and *pale* (*ple*), a tyrosine hydroxylase involved in the synthesis of dopamine (Neckameyer and Quinn, 1989); as well as between *VGlut* and *Gad1* and *VAChT* and *Gad1* (Figure 3—figure supplement 1). Thereby, a subset of neurons actively co-expressed different neurotransmitters, showing that this phenomenon also occurs in the *Drosophila* larval brain.

Next, we further characterized the group of monoaminergic neurons, defined by the expression of *Vmat*. We analyzed the expression of specific markers: *dopa decarboxylase* (*Ddc*), *Tyramine β hydroxylase* (*Tbh*)/*Tyrosine decarboxylase 2* (*Tdc2*) (Monastirioti et al., 1996; Roeder, 2005) and *serotonin transporter* (*SerT*); in order to recognize dopaminergic (DA), octopaminergic(OA)/tyraminergic(TA) and serotonergic neurons, respectively. Interestingly, only *Ddc* and *ple* were expressed at high levels in monoaminergic neurons, therefore this cluster was labeled as dopaminergic neurons (Figure 3—figure supplement 2A). OA/TA and serotonergic neurons were displayed in different clusters, always in the presence of another neurotransmitter, further supporting our findings of dual expression of transmitter-molecules in the larval brain neurons (Figure 3—figure supplement 2B).

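Tbh and Tdc2 were evaluated, while SerT was a naming marker of the monoaminergic-like cluster. That cluster held 71 cells with a median of 6337 UMIs. Tbh had 10.3 ± 14.0 CPM (SD, n = 3 normal replicates) in it and 43.3 ± 23.3 in all neurons, and Tdc2 39.5 ± 64.3 and 31.2 ± 26.9, the latter a difference within the spread between replicates. VGlut had 399 ± 238 CPM in the monoaminergic-like cells. After thinning none of these cells held a Tbh UMI, which allows a share of up to 4.23%, and 3.13% ± 0.688 of all neurons did. Muscle cells held Tbh UMIs at 1.90 ± 2.69 CPM (n = 2).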

### Characterization of neuropeptide expression in the *Drosophila* larval brain

Among the population of mature cells, we found a cluster of cells that differentially expressed genes involved in protein synthesis, as well as the pan-neuronal marker *elav*. 

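The peptidergic-like cluster held 89 cells with a median of 14683 UMIs, against 6153 in all neurons. As examples of genes of protein synthesis, RpL32 had 3191 ± 1066 CPM (SD, n = 3 normal replicates) in it and 2505 ± 817 in all neurons, and RpS19a 2282 ± 539.9 and 1723 ± 409.9. Both were higher on average in peptidergic-like cells, RpL32 by less than the spread between replicates, and muscle cells reached 3655 ± 1552 and 2895 ± 869.9 (n = 2). Cells of the highest depth can also be doublets.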

Since neuropeptide biogenesis requires the protein synthesis machinery, we wondered if these neurons were peptidergic. After analyzing the different genes being expressed, we observed that these cells contained different known neuropeptides, therefore we classified them as peptidergic neurons. 

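Ilp2, Pdf, Ptth and Crz differed in how widely their UMIs were spread over the 2544 neurons of the normal data. Unthinned, an Ilp2 UMI was found in 54.5% of them, a Crz UMI in 33.8%, a Pdf UMI in 20.8% and a Ptth UMI in 8.96%. Yet 10 or more UMIs of the gene were held by 240 neurons for Ilp2, by 15 for Crz, by 9 for Pdf and by 6 for Ptth. For Ilp2 this count did not tell expressing cells from free RNA. As many Ilp2 UMIs were held by 118 of 471 NPCs, 30 of 184 glia and 6 of 106 muscle cells. Muscle cells, at a median of 2412 UMIs, held an Ilp2 UMI in 33.0% of cases, a Crz UMI in 30.2%, a Pdf UMI in 16.0% and a Ptth UMI in 6.60%. For these 4 genes, therefore, most cells with a UMI had no more than the level of free RNA, and cells over the thresholds of the methods were used to describe each peptidergic type.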

The different neuropeptides followed different expression patterns; some were broadly expressed, while others were only expressed in a small number of cells.

To further characterize the peptidergic neurons (Figure 4A), we subdivided those cells that were positive for a specific neuropeptide and investigated their expression profiles. Knowing that the larval brain possesses five lateral neurons (LNs) per hemisphere, of which only four express the neuropeptide *Pigment-dispersing factor* (*Pdf*) (Collins et al., 2012; Helfrich-Förster, 1997), we decided to further characterize this cell-type. 

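Of the 2544 normal neurons, 9 had a log-normalized Pdf value over 4, the threshold of the methods, 3 from Normal A and 6 from Normal B. Their median depth was 2973 UMIs, and that of the 2492 neurons outside the 4 selected peptidergic types 6132. A cry UMI was found in 3 of the 9 cells (Wilson 95% interval 12.1 to 64.6%) and in 0.0803% of the other neurons. For per the numbers were 2 of 9 (6.32 to 54.7%) and 3.73%. Clk and tim were each found in 1 of 9 cells (1.99 to 43.5%), in different shares of the other neurons, 0.321% and 0.522%. Only for cry did the interval lie clear of the share in other neurons by a wide margin.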

We distinguished the Pdf-LNs of the larval brain, and in addition to *Pdf*, these cells expressed core clock component genes: c*ryptochrome* (*cry*), *period* (*per*), *clock* (*clk*) and *timeless* (*tim*). In addition, PDF neurons also expressed the *Pigment-dispersing factor receptor* (*Pdfr*), suggesting a self-regulatory function for *Pdf* secretion. Moreover, genes implicated in circadian processes showed to be co-expressed with *Pdf*, as it was the case for the nuclear hormone receptors, *Hr51* and *Hr38*, and the transcription factor *vrille* (*vri*) (Abruzzi et al., 2017). Furthermore, we identified novel marker genes for this particular cell-type, some of them with described functions, such as the *Cyclic-AMP response element binding protein A* (*CrebA*), *Matrix metalloproteinase 2* (*Mmp2*), *Allatostatin C receptor 2* (*AstC-R2*) and the transcription factor *stripe* (*sr*); as well as other uncategorized genes, such as *CG11221*, *CG44153*, *CG43902* and *CG12541* (Figure 4B). 

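Pdfr UMIs were found in 8 of the 9 Pdf cells (Wilson 95% interval 56.5 to 98.0%) and in 2.81% of the other neurons, although the latter were deeper. The level was 2546 CPM in the Pdf cells and 15.3 CPM in the others. These cells are too few per replicate for a mean over replicates, and the intervals cover counting error only.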

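Hr51 and Hr38 were each detected in 7 of the 9 Pdf cells (Wilson 95% interval 45.3 to 93.7%). Hr51 was found in 10.4% of the other neurons and Hr38 in 36.4%, so both shares lay below the interval. vri was detected in 6 of the 9 cells (35.4 to 87.9%) and in 0.883% of the other neurons.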

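Mmp2 and CG44153 were detected in all 9 Pdf cells (Wilson 95% interval 70.1 to 100%), and in 33.0% and 32.0% of the other neurons. CrebA, AstC-R2, sr and CG43902 were detected in 8 of 9, against 10.5%, 39.1%, 33.2% and 26.4%. CG11221 was found in 7 of 9 cells and 23.1% of the others, and CG12541 in 5 of 9 (26.7 to 81.1%) and 19.9%. In CPM the largest ratio among these genes was that of CrebA, 1586 against 35.2.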

In close vicinity with these cells, another population of neuropeptide-producing cells is involved in the secretion of the *Prothoracicotropic hormone* (*Ptth*). We mapped these cells to our dataset and we found that this gene was not being transcribed at high levels, compared to other neuropeptides, but it was indeed present in the larval brain (Figure 4C).

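Ptth (FBgn0013323, chromosome 2L of BDGP6 from 575711 to 576896) had a log-normalized value over 3 in 6 normal cells, all neurons, 2 of Normal A, 1 of Normal B and 3 of Normal C. One of them held 784 Ptth UMIs. Over all neurons Ptth had 125 CPM, against 3896 for Ilp2, 645 for Crz and 167 for Pdf. Outside neurons, a single cell held at most 10 Ptth UMIs among NPCs, 4 among glia and 3 among muscle cells.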

**Figure 4.**
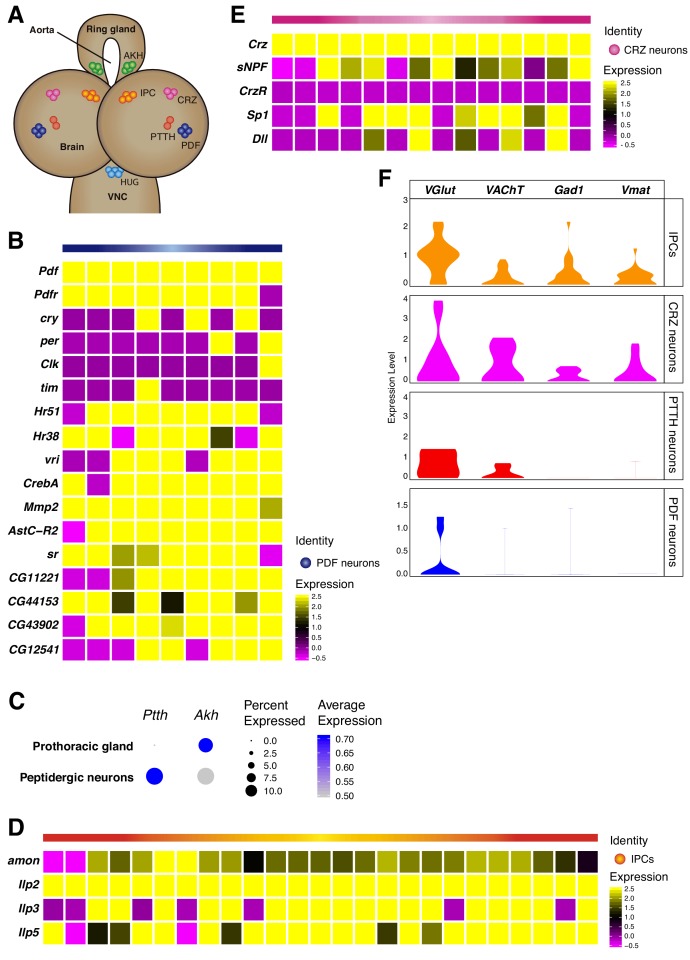
Neurosecretory cells distribution in the larval brain. (**A**) Schematic representation of some neurosecretory cells present in the larval brain and the ring gland. VNC, ventral nerve cord. (**B, D, E**) Heatmaps showing gene expression profiles of PDF neurons, IPCs and CRZ neurons. In each case, only *Pdf*, *Ilp2* and *Crz* highly positive cells were considered, respectively. White vertical lines separate individual cells, each column represents one cell. Gene expression levels are color coded. (**C**) Dot plot showing the presence of *PTTH* and *Akh* neurons, in peptidergic neurons and prothoracic gland, respectively. Dot size represents percentage of cells expressing a particular gene, while color intensity represents gene expression levels. (**F**) Neurosecretory cells express one or multiple neurotransmitters. Violin plot illustrating co-expression of neurotransmitters and neuropeptides. Violin plots represent the probability density of the data integrated with kernel density estimation. Wider sections of the violin plots represent a higher probability of cells with the indicated gene expression level, while skinnier sections represent lower probabilities.

Following the previous analyses, we then focused on another neurosecretory cell-type, the insulin producing cells (IPCs). These cells are responsible for the synthesis of 3 main *insulin like peptides* (Ilps): *Ilp2*, *Ilp3* and *Ilp5* (Nässel and Vanden Broeck, 2016). We found a small set of Ilp positive cells, therefore we classified them as IPCs (Figure 4D). 

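The threshold of the methods, a log-normalized Ilp2 value over 4, selected 25 normal cells, of which 24 were in neuron clusters and 17 came from Normal C. They had a median of 23661 UMIs. Ilp3 UMIs were found in 18 of them (Wilson 95% interval 52.4 to 85.7%) and in 0.883% of the other neurons, at 527 and 1.42 CPM. Ilp5 was found in 23 (75.03 to 97.8%) and in 37.4% of the other neurons, at 85727 and 225 CPM. In this set 1 cell carried a barcode with over 3 times as many UMIs in another library.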

The secretion of these neuropeptides is thought to be regulated through nutrient sensing in cells located in the ring gland, more precisely in the cells releasing *Adipokinetic hormone (Akh*). Consequently, we decided to study the expression of *Akh* in cells considered to be non-neural cell-types, and we observed that *Akh* was present in the thought-to-be the prothoracic gland and not in the larval brain (Figure 4C). Additionally, some neuropeptides are known to require the peptidase *amontillado* (*amon*) in order to become bioactive, we checked if this was also the case for the Ilps and noticed that *amon* mRNA levels were significantly high in the IPCs found in the larval brain (Figure 4D).

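Akh (FBgn0004552, chromosome 3L of BDGP6 from 4141467 to 4142070) had 793 CPM in the 36 prothoracic gland-like cells. That level came from 1 cell with 61 Akh UMIs, and 8.33% of these cells held any. Neurons had 29.8 CPM, with at most 33 UMIs in a cell, muscle 68.3 CPM, glia 43.9 CPM and NPCs 19.4 CPM. After thinning, 8.33% of prothoracic gland-like cells, 3.66% of neurons and 2.83% of muscle cells held an Akh UMI, at median depths of 2828, 6153 and 2412 UMIs. Of the 2544 neurons 3 held 10 or more Akh UMIs, and no muscle cell held over 7. The single Akh-rich gland cell allows no error to be given. Of the prothoracic gland-like cells, 91.7% carried a barcode with over 3 times as many UMIs in another library.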

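amon was detected in 23 of the 25 Ilp2-selected cells and in 60.8% of the 2492 other neurons, with 679 and 237 CPM. The selected cells were deeper, so the level in CPM is the fairer comparison. No test across replicates was made, since 17 of the 25 cells came from 1 replicate.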

Next, we identified a set of neurons involved in the release of *Corazonin* (*Crz*), the CRZ neurons. However, in contrast to Pdf-expressing neurons, we did not observe an overlap between *Crz* and C*orazonin receptor* (*CrzR*) in these cells. 

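Cells with a log-normalized Crz value over 6 numbered 14, of which 2 came from Normal A, 8 from Normal B and 4 from Normal C. They had a median of 12546 UMIs, and 1 of them lay in a UN-like cluster. In 4 of the 14 the barcode had over 3 times as many UMIs in another library. None held a CrzR UMI, which allows a share of up to 21.4%. Among the other neurons 10.4% did, at 19.3 CPM, so absence from these 14 cells was within what counting error allows.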

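In the 14 cells over the Crz threshold, Distal-less (Dll) was detected in 5 (Wilson 95% interval 16.3 to 61.2%) and Sp1 in 9 (38.8 to 83.7%). Of the other 2492 neurons, 2.57% held a Dll UMI and 6.38% an Sp1 UMI. The levels were 54.6 against 6.68 CPM for Dll and 532 against 49.7 CPM for Sp1.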

Interestingly, we found different transcription factors being co-expressed in the CRZ neurons, such as *Distal-less* (*Dll*) and *Sp1* (Figure 4E). In addition, we observed the *short neuropeptide F* (*sNPF*) being co-synthesized in *Crz* positive cells, as it has been previously described (Johard et al., 2008; Lee et al., 2004). Nevertheless, *sNPF* has been reported to exhibit a wide expression in the larval brain (Nässel et al., 2008), and in addition to its expression in *Crz* neurons, it was also expressed in the mushroom body Kenyon cells (Figure 5B).

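sNPF was detected in 11 of the 14 Crz cells (Wilson 95% interval 52.4 to 92.4%) and in 27.1% of the other neurons. In CPM the 2 levels were 443 and 248. The Crz cells had a higher median depth than the other neurons, and in 12.3% of muscle cells an sNPF UMI was found as well.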

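sNPF (FBgn0032840, chromosome 2L of BDGP6 from 20027915 to 20056373) had 1120.4 ± 18.6 CPM (SD, n = 2 normal replicates) in the mushroom body-like cluster and 249 ± 73.7 (n = 3) in all neurons. After thinning, 50.9% ± 3.96 of mushroom body-like cells, 12.6% ± 3.44 of neurons and 7.17% ± 4.00 of muscle cells held an sNPF UMI. The mushroom body-like cluster held 41 cells of Normal A, 77 of Normal B and 4 of Normal C, and the last were left out of the mean.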

**Figure 5.**
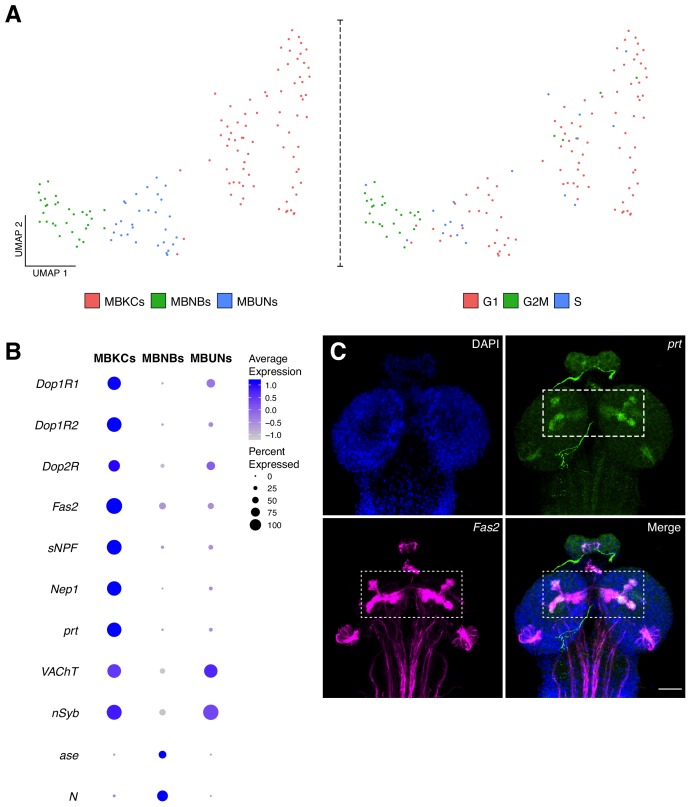
Characterization of the mushroom body cellular composition. (**A**) Identification of three main cell types among the mushroom body cluster of cells. Left panel: Re-clustering of the MB cluster led to three different cell populations: MBNBs, MB neuroblasts; MBUNs, MB undifferentiated neurons and MBKCs; MB Kenyon cells. Right panel: cell cycle analysis of the MB population further confirms previously mentioned cell-types. S, S phase; G1, G1 phase and G2M, G2/mitosis phases of the cell cycle. (**B**) The different cell types express distinct genes and validates their classification. Dot plot representation of the main markers found for each MB subpopulation. Dot size corresponds to percentage of cells expressing a particular gene, while color intensity represents gene expression levels. (**C**) Validation of marker genes found for the MBKCs. Immunostaining showing the distribution of *prt* in the larval brain MB. The MB was labeled with *Fas2* and nuclei with DAPI. In the merge condition, *prt* antibody colocalizes with *Fas2*, indicating their co-expression in the MB. Scale bar: 100 µm.

Finally, we analyzed the expression of genes required for neurotransmitter synthesis and transport in peptidergic neurons. 

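Transmitter genes were counted in the cells over the peptide thresholds. Of the 9 Pdf cells, 3 held VGlut, 1 VAChT, 1 Gad1 and none Vmat, which allows a share of up to 33.3%. VGlut in these cells reached 111 CPM, against 997 CPM in the other neurons. Of the 25 Ilp2 cells, 21 held VGlut, 10 VAChT, 13 Gad1 and 13 Vmat, with 286, 38.1, 48.1 and 30.0 CPM. These levels were below those of the other neurons for all 4 genes, which had 378 CPM of VAChT, 395 of Gad1 and 999.6 of Vmat. Of the 6 Ptth cells, 4 held VGlut, 2 VAChT, none Gad1 (which allows up to 50.0%) and 2 Vmat. Of the 14 Crz cells, 8 held VGlut, 7 VAChT, 6 Gad1 and 6 Vmat. Muscle cells held UMIs of all 4 genes too.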

We observed that PDF neurons were mostly glutamatergic, while IPCs, PTTH and CRZ neurons seemed to be more promiscuous, co-releasing different neurotransmitters. These findings are in agreement with the notion that a single neuron could in principle make use of different types of molecules for intercellular communication (Figure 4F).

### Larval mushroom body characterization identifies three major cell-types

A well-studied structure in the *Drosophila* brain is the mushroom body (MB), a region where olfactory learning and memory take place (Davis, 2011). In the adult fly each MB consists of approximately 2000 neurons, called Kenyon cells (KCs), these cells are produced by four mushroom body neuroblasts (MBNBs) per hemisphere, that arise during embryogenesis and continue dividing until pupal stages (Kunz et al., 2012). The neurons populating the larval MB, are embryonic-born KCs (Pauls et al., 2010). We next addressed if we could identify KCs based on known marker genes for the adult MB.

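The 122 mushroom body-like cells were clustered again with 10 principal components and a resolution of 0.8, which gave 3 subclusters of 47, 45 and 30 cells. Only the first, with 44 of its 47 cells from Normal B, met all parts of the rule for that name. The third had 4 detected markers too, but their mean log2 fold over the other cells, 0.0125, was under the required 0.4. The third came mostly from Normal A (27 of 30 cells). No subcluster had 3 or more detected NPC markers, so none could be named mushroom body neuroblasts, and cell cycle phases were not compared among them.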

We first sub-clustered the population identified as mushroom body, identifying three types of cells based on cell-cycle phases and marker genes: mushroom body Kenyon cells (MBKCs), mushroom body neuroblasts (MBNBs) and cells undergoing differentiation (MBUNs) (Figure 5A). 

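Dop1R1 and Dop1R2 were naming markers of the mushroom body, and only Dop2R was held out. It had 318 ± 78.8 CPM (SD, n = 2 normal replicates) in mushroom body-like cells and 234 ± 83.2 (n = 3) in all neurons, a difference within the spread. Thinned to 1000 UMIs, 25.9% ± 5.60 of mushroom body-like cells, 19.4% ± 4.53 of neurons and 5.72% ± 6.05 of muscle cells held a Dop2R UMI.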

MBKCs expressed characteristic MB receptors: *Dopamine 1-like receptor 1* (*Dop1R1*); *Dopamine 1-like receptor 2* (*Dop1R2*) and *Dopamine 2-like receptor* (*Dop2R*). In addition, these cells were enriched for *Fasciclin 2* (*Fas2*), short *neuropeptide F* (*sNPF*) and *Neprilysin 1* (*Nep1*), among other genes (Figure 5B). 

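Fas2 had 3529.9 ± 188 CPM (SD, n = 2 normal replicates) in mushroom body-like cells and 832 ± 199.9 (n = 3) in all neurons. Nep1 had 516 ± 95.4 and 53.2 ± 23.4 CPM. Both differences exceeded the spread between replicates. Muscle cells had 577 ± 364 CPM of Fas2 and 7.60 ± 10.8 of Nep1 (n = 2). Among the 3 subclusters, Fas2 was at 4596, 579.7 and 6650 CPM and Nep1 at 783, 112 and 839 CPM. Nep1 was among the leading genes of the mushroom body-like cluster, and in cells clustered without the 31 genes evaluated at the claims, a setting added after the data were seen, had 508 ± 78.8 CPM there.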

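portabella (prt, FBgn0043005), on chromosome 3R of BDGP6 from 23696372 to 23699027, was not used to name clusters. It had 707 ± 425 CPM (SD, n = 2 normal replicates) in mushroom body-like cells, 51.1 ± 32.2 (n = 3) in all neurons and 19.9 ± 17.3 (n = 2) in muscle. After thinning, 35.4% ± 8.69 of mushroom body-like cells and 3.80% ± 1.58 of neurons held a prt UMI. The subcluster that kept the mushroom body name had 1446 CPM, and the other 2 had 67.4 and 779 CPM. As prt led the mushroom body-like cluster, the cells were also clustered without the 31 genes evaluated at the claims, a setting added after the data were seen, where it had 692 ± 399 CPM in that cluster.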

Remarkably, *portabella* (*prt*), an orphan vesicular transporter previously reported to be expressed in the mushroom body (Brooks et al., 2011), was enriched in the larval KCs (Figure 5B). We confirmed this finding by immunostaining, where we observed an accumulation of *prt* in the MBKCs, more precisely in the calyx, penduncle, and vertical and medial lobes (Figure 5C). As expected, MBKCs appeared to be cholinergic (*VAChT*).

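VAChT, which overlaps the gene ChAT on the same strand which leaves their counts uncertain, had 665 ± 187 CPM (SD, n = 2 normal replicates) in mushroom body-like cells. The subcluster that kept the mushroom body name had 883 CPM.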

On the other hand, MBNBs were found to be constantly proliferating, as their cell-cycle scores indicated (Figure 5A). Moreover, these cells expressed characteristic neuroprogenitor marker genes, such as *N*, *asense* (*ase*), *Delta* (*Dl*) and *tailless* (*tll*). In addition, *target of Poxn* (*tap*), a gene playing a key role during mushroom body development was also upregulated in this cell population (Figure 5B). 

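In the subcluster of 45 cells, which was led by E(spl)m6-BFM, E(spl)mbeta-HLH and tll among others and stayed unnamed, N had 35.95 CPM, ase 4.49 CPM, Dl 8.99 CPM, tll 71.9 CPM and tap 22.5 CPM. In the named mushroom body subcluster the levels were 12.9 CPM for N, 3.23 CPM for ase, Dl and tll each, and 0 for tap. The third subcluster, of 30 cells, had 29.95 CPM of N and 0 of the other 4. These values rest on few UMIs, with tll detected in 17.8% of the 45 cells and N in 6.67%, and none has a replicate error. As tll led the subcluster of 45 cells, its level there is no independent finding.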

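Between the 3 mushroom body subclusters, nSyb was at 1727 CPM in the one that kept the mushroom body name, at 867 CPM in the unnamed one of 45 cells and at 1033 CPM in that of 30 cells. VAChT was also lower in the unnamed ones, at 579.7 and 554 CPM. These differences have no replicate check.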

Finally, MBUNs expressed the neuronal markers, *nSyb* and *VAChT*, but at lower levels in comparison to MBKCs, indicating that they are not yet fully differentiated. Therefore, the particular composition and expression profiles of the MB cells could explain its location in the UMAP plot, as they are found closer to the NPCs than to neuronal clusters.

### Characterization of glial cell-types populating the larval brain

A major cell-type of the brain are the glial cells. Different types have been described in the adult brain: cortex, surface, neuropil and astrocyte like glia (Croset et al., 2018; Konstantinides et al., 2018). To identify the glial cell populations in the larval brain, we selected the marker genes for each cell-type and evaluated their expression. 

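The 184 glia-like cells were clustered again with 11 principal components, which gave 4 subclusters of 50, 50, 47 and 37 cells. One of 50 cells, 40 of them from Normal A, was astrocyte and neuropil glia-like by the fixed markers. The other 3 stayed unnamed. The subcluster of 47 cells had a median of 19167 UMIs while the others had 1501 to 1799. Whether depth alone set it apart was not tested.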

We observed three different clusters: astrocytes/neuropil glia, cortex/chiasm glia and surface glia, enriched for specific marker genes (Figure 6A).

**Figure 6.**
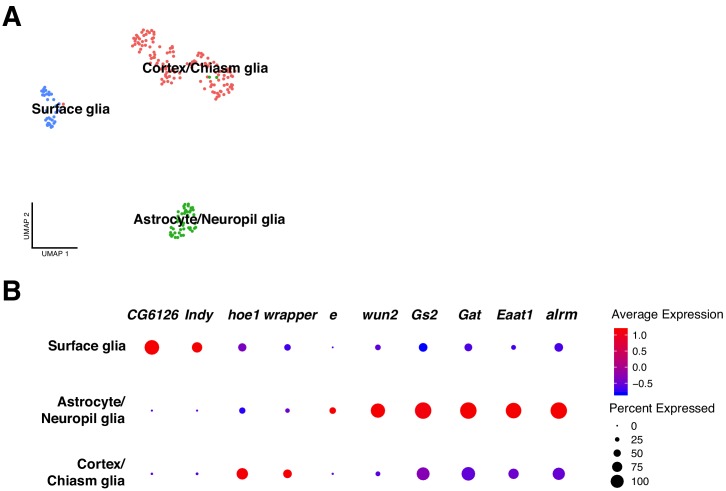
Classification of glial cell-types. (**A**) Analysis on the glial cell population revealed different glial cell types. After sub-clustering of the initially identified glial cells, three main clusters were identified: surface glia, astrocyte/neuropil glia and chiasm/cortex glia. (**B**) Each particular glial cell type possesses a particular expression profile. The differentially expressed genes are represented in a dot plot, where dot size corresponds to the percentage of cells expressing a particular gene and color to gene expression intensity levels. Red: high expression, blue: low expression.

Astrocytes like glia were identified based on expression of known marker genes: *astrocyte leucine-rich repeat molecule* (*alrm*), *Excitatory amino acid transporter 1* (*Eaat1*), *GABA transporter* (*Gat*), *Glutamine synthetase 2* (*Gs2*) and *wunen-2* (*wun2*) (Huang et al., 2015). 

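The astrocyte-like genes wun2 and Gs2 and the neuropil gene ebony (e) were not used to name glial subtypes. In the astrocyte and neuropil glia-like subcluster, wun2 had 983 CPM, Gs2 15716 CPM and e 199 CPM. In the other 3 subclusters the ranges were 30.4 to 85.3 CPM for wun2, 1014 to 10206 for Gs2 and e did not exceed 10.1 CPM. Over all glia, wun2 had 225 ± 79.7 CPM (SD, n = 3 normal replicates) and e 47.03 ± 17.3, against 12.5 ± 12.7 and 1.89 ± 2.55 in neurons. e was found in 10.3% of glia at a median of 2274 UMIs and in 0.747% of neurons. wun2 and e were among the 10 leading genes of that subcluster, so their levels there are no independent findings.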

Since we found another cluster of cells expressing *Eaat1* and *Gs2* in addition to *ebony* (*e*), and knowing that the last one is only expressed in neuropil glia, we annotated this cluster as astrocytes/neuropil glia. Then, cortex/chiasm glia was identified by the expression of *wrapper* (*wrapper*) (Konstantinides et al., 2018; Noordermeer et al., 1998) and *hoepel1* (hoe1). Lastly, surface glia was characterized by the following marker genes: *I'm not dead yet* (*Indy*) and *CG6126* (Figure 6B).

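No glial subcluster had 3 or more detected markers of cortex and chiasm glia (wrapper, hoe1, Cyp4g15) or of surface glia (Indy, CG6126, moody, Mdr65) and led in them, so no subcluster took either name. Before glia were clustered again, 1 cluster of 138 normal cells had been named cortex and chiasm glia-like. Among the clusters of both conditions, the rule also named surface glia-like clusters, with 35 and 16 normal cells. The unnamed subcluster of 37 cells was led by Prx2540-1, CG7246 and Idgf2, and 89.2% of its cells held a Gs2 UMI.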

### Starvation effects on larval brain cellular composition

Changes in the nutritional state of a brain may alter ongoing transcriptional programs and require additional or parallel ones. Here we focused on understanding how distinct cell-types respond to a specific brain state. Therefore, we set out to alter the availability of nutrients by starving first instar larvae for four hours. We observed that at this time point the initial larval population was reduced approximately two times, indicating the strong effect that starvation has on the survival rate (Figure 7—figure supplement 1). We then compared both larval brain cell atlases, normal versus starvation. We found that both datasets overlap for most clusters containing cells from each condition, with two clusters being present in only one condition. This suggests that after starvation, some cell-types were more strongly affected than others and that the changes in their transcriptional programs made them cluster separately (Figure 7A). Therefore, we proceeded to identify each cluster in order to understand where the effect of starvation had an impact on the larval brain cellular composition (Figure 7B).

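The 8696 cells of both conditions that passed the filters were integrated in Seurat over 30 dimensions and gave 41 clusters. A cluster was called nearly absent after starvation when it held at least 20 normal cells and its share of the starvation cells was under 0.2 of its share of the normal cells, a rule chosen after the clusters had been seen. This held for 3 clusters, with 1051 normal and 69 starvation cells together. One was a neuron-like cluster of 590 normal and 52 starvation cells, one a neuron-like cluster of 241 and 9, and one the UN-like cluster led by heat shock genes, with 220 and 8. Of the normal cells in these clusters, 98.5%, 99.6% and 96.8% came from 1 of the 3 normal replicates, Normal A, B and A. When the 5 replicates rather than the 2 conditions were integrated, a setting added later, 0 clusters met the rule. Without Normal A 1 cluster met it, without Starvation A 6 did, and 2 did with clusters at a resolution of 1. Without barcode copies, a run added after the data were seen, 4 did. They included clusters of NPCs and of the optic lobe epithelium, the latter with 53.3% of its normal cells from Normal C. The same rule in the other direction, added after the data were seen, held for 1 neuron-like cluster of 38 normal and 311 starvation cells, led by Gadd45, Arc1 and kay among others, with 92.0% of its starvation cells from Starvation A. It held for 0 clusters at a resolution of 1 or without the genes that differ, for 1 (3 and 316 cells) when the 5 replicates were integrated, and for 3 without barcode copies (25 and 308, 27 and 199, and 1 and 31).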

**Figure 7.**
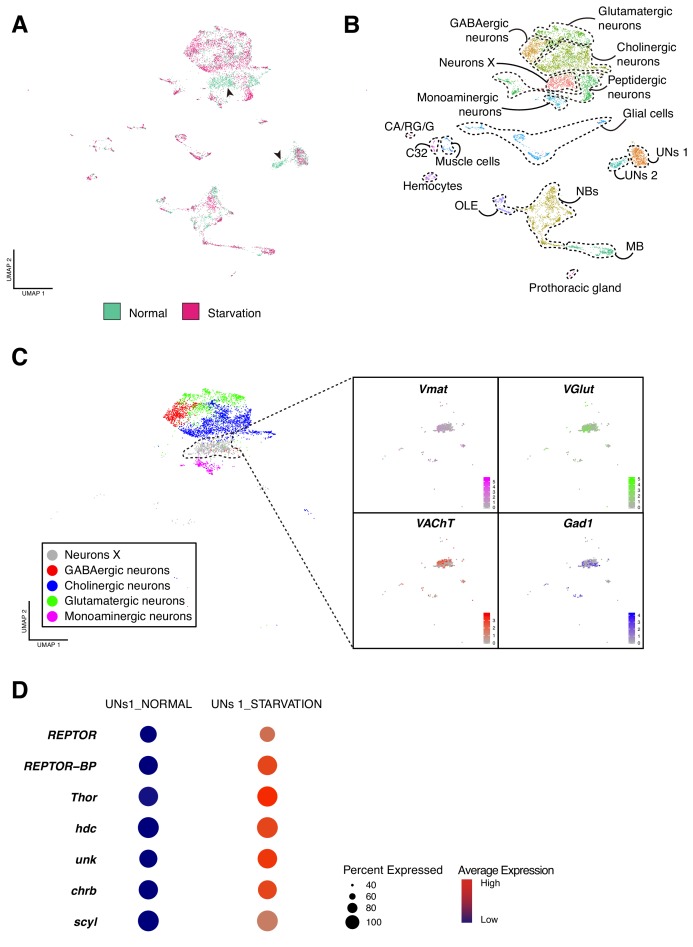
Effects of starvation on the cellular composition of the larval brain. (**A**) Starvation reveals sensitive cell types. Overlapping UMAP plots for the normal and starved condition, evidence the overall similarity among cell atlases, with few exceptions. (**B**) Integration across conditions recapitulates the principal cell types largely described in the previous sections. (**C**) A closer look to the Neurons X reveals its composition. Different neurotransmitters seemed to be equally expressed in the cells of Neurons X cluster. (**D**) UNs 1 and UNs 2 shared common features. The dot plot representation illustrates some of the marker genes for this particular cell type and the effect of starvation on their expression levels. Dot size corresponds to percentage of cells expressing a particular gene, while color intensity represents gene expression levels. Figure 7—source data 1.Clusters composition.Table containing the number of cells per cluster per condition.

**Figure 7—figure supplement 1.**
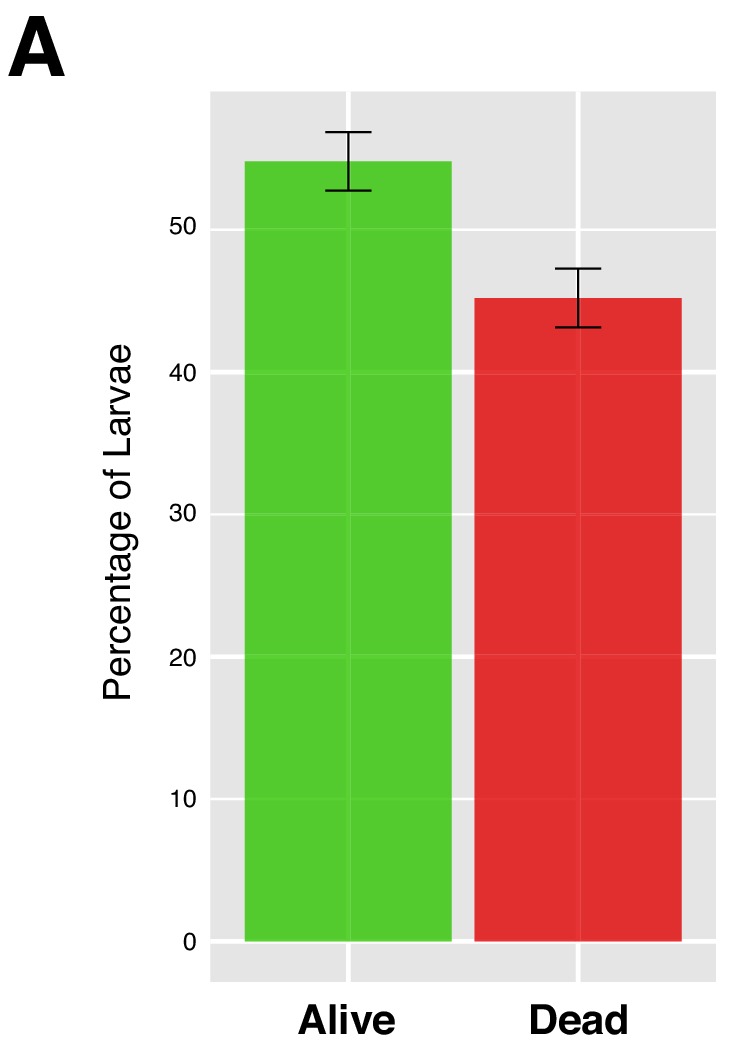
Starvation and survival rate. (**A**) Upon 4 hr of starvation, the population of first instar larvae was reduced to approximately 45% of the initial number. Error bars represent standard error. N = 5.

**Figure 7—figure supplement 2.**
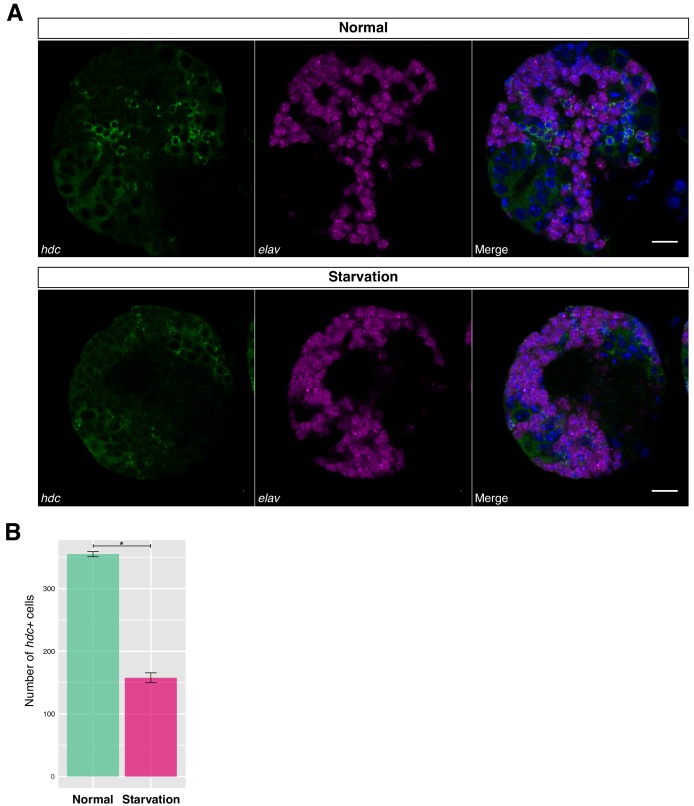
Undifferentiated neurons are significantly decreased in cell number during nutrient restriction. (**A**) UNs were quantified based on the combination of high and low expression levels of *hdc* and *elav*, respectively. (**B**) UNs cells were quantified prior and after starvation. Upon nutrient restriction, the number of UNs was drastically reduced. Error bars represent standard error. Student’s t test, *p<0,0001. N = 5.

**Figure 7—figure supplement 3.**
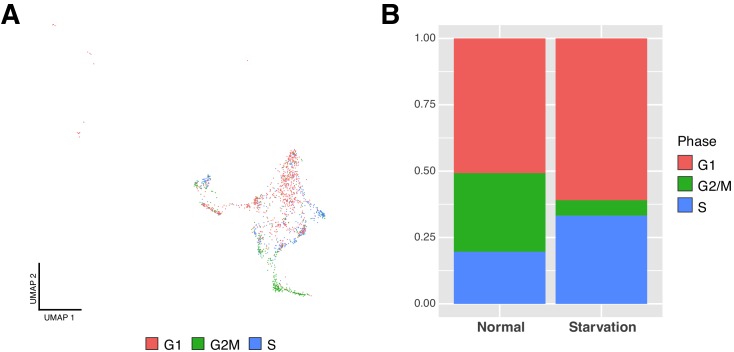
Neuroprogenitor cells fail to exit quiescence upon starvation. (**A**) Homogeneity in cell cycle phases across the different cells populating the NPCs clusters. G1, G1 phase; G2M, G2/Mitosis phases; S, S phase. (**B**) Cell-cycle scores are affected after 4 hr of starvation. Less mitotic NPCs could indicate a lower activation rate.

First, we manually annotated the different cell clusters upon combining the two conditions, resulting in approximately the same cell-types largely described above. Among all the clusters, only two were missing after starvation: UNs 2 and Neurons X. To characterize these cell-types, we analyzed their expression profiles and we found that Neurons X exhibited a combination of different neurotransmitters that could be further subdivided into smaller clusters based on the expression of particular neurotransmitters (Figure 7C). Thus, a subset of cells of different neurotransmitter identities respond probably in a similar way so that they now form a joint cluster. Nevertheless, it is also possible that cells populating these clusters were stochastically lost during sample preparation and its posterior manipulation.

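Because cluster sizes depend on the genes that differ between conditions, the cells were clustered again without the 97 genes called in any class and without heat shock and immediate early genes, 117 genes in all. Again 3 clusters were nearly absent after starvation. A neuron-like cluster held 555 normal and 42 starvation cells, a UN-like cluster 226 and 9, and a small neuron-like cluster 28 and 0, which allows a share of up to 0.0690% of the starvation cells. Normal A supplied 545, 215 and 28 of these normal cells, that is 44.1%, 17.4% and 2.27% of its own cells, whereas Normal B and C had few cells in any of them. The small neuron-like cluster carried mushroom body markers. Another mushroom body-like cluster held 63 normal cells, 1 of them from Normal A, and 157 starvation cells, so this type was not absent after starvation. The largest of the 3 clusters expressed a mixture of transmitters. After thinning to 1000 UMIs, 37.5% of its cells held VGlut, 26.0% VAChT, 23.5% Gad1 and 16.4% Vmat, and 26.6% held 2 or more of them. The 254 other neurons of Normal A gave 36.6%, 18.9%, 22.8% and 32.7%, with 26.8% holding 2 or more, and 110 muscle cells 15.5%, 3.64%, 10.0% and 8.18%. The median depth of these 3 sets was 2819, 2675 and 3267 UMIs.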

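Clustered without the genes that differ between conditions, undifferentiated neurons formed 2 clusters, of which one held 364 normal and 223 starvation cells and the other 226 and 9. In both, the unthinned level of elav was close to that of neurons or below it, with 491 CPM in the normal cells of the first, 363 CPM in those of the second and 493 CPM in normal neurons.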

The second cluster missing upon starvation was UNs 2, which showed an overall similarity with the non-altered UNs 1 cluster. Both expressed genes involved in TORC1 signaling pathway: *Repressed by TOR* (*REPTOR*), *REPTOR-binding partner* (*REPTOR-BP*) and *Thor* (Figure 7D). In addition to these genes, we observed expression of *hdc* and *unk*, whose products form a complex and regulate cell cycle progression trough binding TORC1 components, in response to nutrient intake (Li et al., 2019). Furthermore, transcripts of genes involved in cell growth regulation were also detected, such as *charybde* (*chrb*) and *scylla* (*scyl)*. Therefore, UNs 2 appear to be more sensitive to starvation conditions than the remaining cell types, explaining their absence after starvation (Figure 7A). 

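In the normal cells of the larger UN-like cluster, REPTOR had 1150.2 CPM, REPTOR-BP 1339.8 CPM and Thor 2203 CPM. In those of the smaller cluster, nearly absent after starvation, the levels were 733, 832 and 1148 CPM, and in normal neurons 142, 158 and 98.4 CPM. The larger cluster came mostly from Normal B and the smaller from Normal A, so the 2 clusters cannot be compared beyond the difference between these replicates. After starvation, the larger cluster had 867 CPM of REPTOR, 1173 of REPTOR-BP and 2311 of Thor. Across replicates, none of the 3 genes was called in undifferentiated neurons by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes, starvation over normal, were 0.09 (standard error 0.40, adjusted p = 0.991) for REPTOR, 0.49 (0.43, 0.962) for REPTOR-BP and 1.03 (0.45, 0.959) for Thor. For REPTOR the sign changed without Normal A (-0.09), among other settings. Normal C entered with 3 cells.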

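hdc served as a naming marker. unk was at 1231 CPM in the normal and 1212 CPM in the starvation cells of the larger UN-like cluster, and at 658 CPM in the normal cells of the smaller one, against 152 CPM in normal and 384 CPM in starvation neurons. In the test across replicates within undifferentiated neurons its log2 fold change was 0.81 (standard error 0.49, edgeR adjusted p = 0.959).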

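chrb (FBgn0036165, chromosome 3L of BDGP6 from 11487550 to 11499055) had 2146 CPM in the normal and 1857 CPM in the starvation cells of the larger UN-like cluster, and 1036 CPM in the normal cells of the smaller. Neurons had 684 and 550.4 CPM. Between conditions the log2 fold change in undifferentiated neurons was 0.62 (standard error 0.41, edgeR adjusted p = 0.959). scyl was a naming marker and is not reported.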

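As a share of all cells, undifferentiated neurons made up 17.5%, 15.8% and 0.373% of Normal A, B and C, and 3.64% and 11.8% of Starvation A and B. Normal C aside, both normal replicates lay above both starvation replicates. The means were 11.2% ± 9.42 (SD, n = 3) and 7.73% ± 5.79 (n = 2), a difference smaller than the spread within either condition (two-sided exact permutation test, p = 0.6, where the smallest p that 3 against 2 replicates allow is 0.1). The other classes did not differ either: neurons made up 61.4% ± 11.1 and 64.9% ± 2.43 (exact p = 1), NPCs 10.8% ± 9.74 and 5.26% ± 0.905 (exact p = 0.7), glia 5.97% ± 2.79 and 7.98% ± 0.936 (exact p = 0.5). Clusters left unnamed by thresholds set after the data were seen took 5.85% ± 7.51 of normal and 9.71% ± 0.666 of starvation cells. From the expression of TORC1 pathway and growth genes in the UNs 2 cluster, the paper proposes that these cells are more sensitive to starvation than the remaining cell types, which would explain their absence. It also reports fewer hdc-positive undifferentiated neurons in immunostained brains after starvation. Those counts were not analysed here.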

Since *hdc* was found to be expressed in both NPCs and UNs, but only enriched in UNs, we quantified *hdc* expression in normal and starved brains. We observed a decreased number of *hdc* positive UNs upon starvation, as suggested in silico. In addition, these cells displayed lower levels of the pan-neuronal marker *elav*, in comparison to the surrounding mature neurons. These results suggest that UNs can be characterized by a combination of high levels of *hdc* expression an low levels of *elav* expression; and that in fact these group of cells were severely affected by the lack of nutrients (Figure 7—figure supplement 2).

In early larval stages neuroblasts are arrested in G0 or G2 phases of the cell-cycle (Otsuki and Brand, 2018) and a complex signaling mechanism between fat-body, glial cells and neuroblasts triggers their reactivation upon nutrient-sensing (Chell and Brand, 2010; Sousa-Nunes et al., 2011). Thus, we evaluated how cell-cycle marker genes expression was affected by the lack of nutrients. We observed that the above described cell-cycle heterogeneity was maintained upon starvation, but the proportion among cell cycle phases was altered. In addition, we noticed a decreased number of cells in G2M phases, and an increase in G1 and S phases; suggesting that upon starvation neuroblasts do not exit quiescence and therefore less cells undergo mitosis (Figure 7—figure supplement 3).

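Phases were scored on the 642 NPCs of both conditions after thinning to 1000 UMIs. In G1 were 48.6% ± 13.7 (SD, n = 3) of NPCs in the normal replicates and 32.5% ± 4.61 (n = 2) in the starvation replicates (two-sided exact permutation test, p = 0.2). In G2/M were 20.8% ± 7.51 and 47.2% ± 16.1 (exact p = 0.1, the smallest that these replicates allow), and in S 30.6% ± 12.9 and 20.3% ± 11.5 (exact p = 0.6). By replicate, G2/M held 15.2% of 33 NPCs in Normal A, 17.9% of 190 in Normal B, 29.3% of 174 in Normal C, 35.8% of 204 in Starvation A and 58.5% of 41 in Starvation B. These levels depended on the set of cells scored. Among the NPCs of the normal clusters, scored without starvation cells, G2/M held 31.0% ± 10.4 in the normal replicates and 42.5% of 174 in Normal C. The NPCs of these sets also differ in part, and the 2 effects were not separated. Over the 7 libraries as separate samples the difference in G2/M was 23.3 percentage points (exact permutation p = 0.0286, the smallest that 4 against 3 allow). Unthinned, G2/M held 19.5% and 57.9%. The summed level of the 54 G2/M genes was 3579 ± 455 CPM in normal and 4428 ± 3.14 CPM in starvation NPCs (exact p = 0.2). The difference between conditions in G1 and in G2/M moved most with a wider class, added after the data were seen, that included the unnamed clusters between NPCs and undifferentiated neurons. G1 then held 46.0% and 48.4%, and G2/M 30.2% and 36.3% (exact p = 0.4). The paper proposes from the phases in its clusters that upon starvation neuroblasts do not exit quiescence and fewer cells undergo mitosis.

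**Figure D1:**
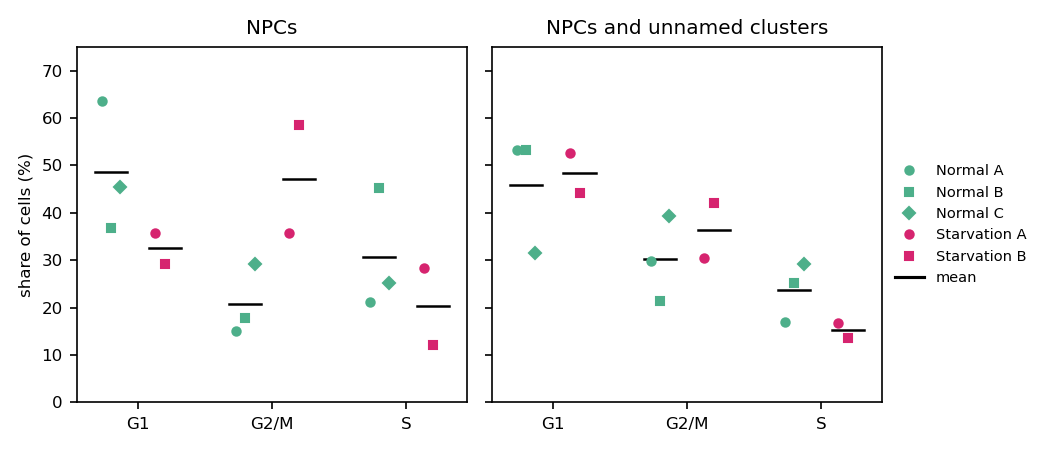
Share of cells in G1, G2/M and S, in percent, on cells thinned to 1000 UMIs, for NPCs and for NPCs together with the unnamed clusters; points are replicates and lines their means. For NPCs, G2/M averages 20.8% in normal and 47.2% in starvation replicates, and with the unnamed clusters 30.2% and 36.3%.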

### Transcriptional responses to starvation

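To compare conditions, UMI counts were summed per replicate and class and tested with edgeR's quasi-likelihood test after TMM normalization, on genes that passed its filter for low counts, with Benjamini-Hochberg adjustment at 0.05. In glia, with 231 normal and 364 starvation cells, 87 of 4400 tested genes were called, 52 higher and 35 lower after starvation. In all 87 the starvation replicates lay on one side of all normal replicates. This number depended on single replicates and on the settings. It fell to 1 without Normal C, and rose to 213 without Normal B and to 396 without a filter on low counts. DESeq2 called 129, and the 7 libraries as separate samples gave 468. In NPCs 6 of 6669 genes were called (26 with DESeq2), and in undifferentiated neurons 3 of 5490 (2 with DESeq2, and 0 to 7 when 1 replicate was left out). In simulated data made from the same libraries the test recovered 88% of 4-fold and 17% of 2-fold changes in glia, 79% and 12% in NPCs, and 58% and 5% in undifferentiated neurons. The called genes with the largest change in NPCs were E(spl) genes and in undifferentiated neurons heat shock genes. Several of them together led single clusters of these classes, and they are not reported as changes. In runs added after the data were seen, they stayed called in classes clustered without the genes that differ (E(spl)m7-HLH, E(spl)m8-HLH and E(spl)m6-BFM at log2 3.28, 2.79 and 2.03, Hsp70Bc, Hsp26 and Hsp68 at -4.46, -3.60 and -4.47), whereas without the clusters that they led 0 genes were called in NPCs and of these 3 heat shock genes only Hsp68 was. In glia, the 3 largest increases were those of CG32368, CG15784 and Prx2540-2, and the 3 largest decreases those of lncRNA:CR42491, Hsp26 and Ptth. Prx2540-2 was among the 10 leading genes of a glial cluster. In classes clustered without the genes that differ, added after the data were seen, 79 of the 87 genes stayed called, these 6 among them. Ptth fell from 22.6 ± 8.84 CPM (SD, n = 3) to 1.25 ± 1.77 (n = 2), a log2 fold change of -3.46 (standard error 0.65, adjusted p = 0.0342), in a class where its UMIs are at the level of free RNA. It was not called without Normal A (adjusted p = 0.0715), Starvation A (0.213) or Starvation B (0.0699), was too low to be tested without Normal C and with the 7 libraries, with or without the block, and DESeq2 gave it no adjusted p.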

Once cell identities were assigned, we investigated changes at the transcriptional level. First we analyzed the expression of genes involved in fatty acid metabolism (Zinke et al., 2002). 

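whd (FBgn0261862), a carnitine O-palmitoyltransferase gene on chromosome 2R of BDGP6 from 10469473 to 10478567, had 26.2 ± 2.26 CPM (SD, n = 3) in the glia of the normal replicates and 95.2 ± 17.6 (n = 2) in those of the starvation replicates. Its log2 fold change was 1.89 (standard error 0.31, edgeR adjusted p = 0.0209, and 0.000322 adjusted over the list alone). The sign was kept in all 16 alternatives, 3 of them added after the data were seen, from 1.66 to 2.10, and the gene was called in 13. It was not called without Normal A (adjusted p = 0.0754), without Normal C (0.0842) or without Starvation A (0.185). After thinning, 3.13% of normal and 8.43% of starvation glia held a whd UMI (two-sided exact permutation p = 0.1).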

We found *withered* (*whd*), a carnitine O-palmitoyltransferase, being primarily upregulated in glial cells upon starvation. Moreover, other genes with key roles in fat catabolism were also upregulated, as was the case of the long-chain-fatty-acid-CoA ligase, *pudgy* (*pdgy*) and the *Lipase 4* (*Lip4*). 

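pdgy (FBgn0027601, chromosome X of BDGP6 from 14933670 to 14953532), which overlaps lncRNA:CR44831 on the same strand, had 62.2 ± 14.4 CPM (SD, n = 3) in normal and 213 ± 55.4 (n = 2) in starvation glia, a log2 fold change of 1.83 (standard error 0.30, edgeR adjusted p = 0.0209). Lip4 (FBgn0032264, chromosome 2L from 10527572 to 10531778) had 228 ± 97.4 and 729 ± 56.9 CPM, a log2 fold change of 1.70 (standard error 0.36, adjusted p = 0.0469). Adjusted over the list alone, the p-values were 0.000322 and 0.00167. Leaving out Normal A, Normal C or Starvation A took each of the 2 genes past the threshold, with adjusted p up to 0.175 for pdgy and 0.203 for Lip4, and for Lip4 also leaving out Starvation B. The direction did not change in any of the 16 alternatives. After thinning, pdgy UMIs were found in 2.86% and 16.5% of glia, and Lip4 UMIs in 22.4% and 40.9% (exact permutation p = 0.1 for both). From these genes together with FASN1, the paper concludes that glia potentiate catabolic pathways and pause anabolic ones under nutrient stress.

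**Figure D2:**
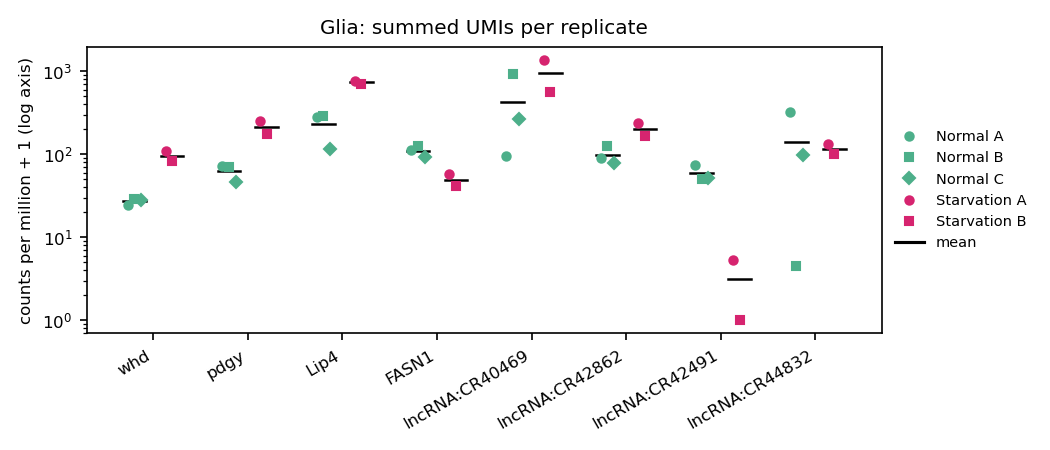
Level in glia, in CPM plus 1 on a log axis, of whd, pdgy, Lip4, FASN1 and 4 lncRNAs in the normal and starvation replicates; points are replicates. For whd, pdgy and Lip4 both starvation replicates lie above the 3 normal ones, and for FASN1 and lncRNA:CR42491 below them.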

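FASN1 (FBgn0283427), on chromosome 2L of BDGP6 from 3056598 to 3068177, had 109.7 ± 17.5 CPM (SD, n = 3) in normal and 48.4 ± 11.9 (n = 2) in starvation glia. Its log2 fold change of -1.10 (standard error 0.31) had an edgeR adjusted p of 0.0867 over all genes and 0.00642 adjusted over the list alone. With the 7 libraries as separate samples it was called (-1.02, adjusted p = 0.0396), and in no other of its 16 alternatives, over which the adjusted p ran from 0.0396 to 0.423. Both starvation replicates lay below every normal replicate.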

Among genes that were downregulated after starvation we found the *fatty acid synthase 1* (*FASN1*) (Figure 8A). These results indicate that under nutrient-stressful conditions, glial cells potentiate catabolic pathways to survive, and pause anabolic pathways to avoid energy waste.

**Figure 8.**
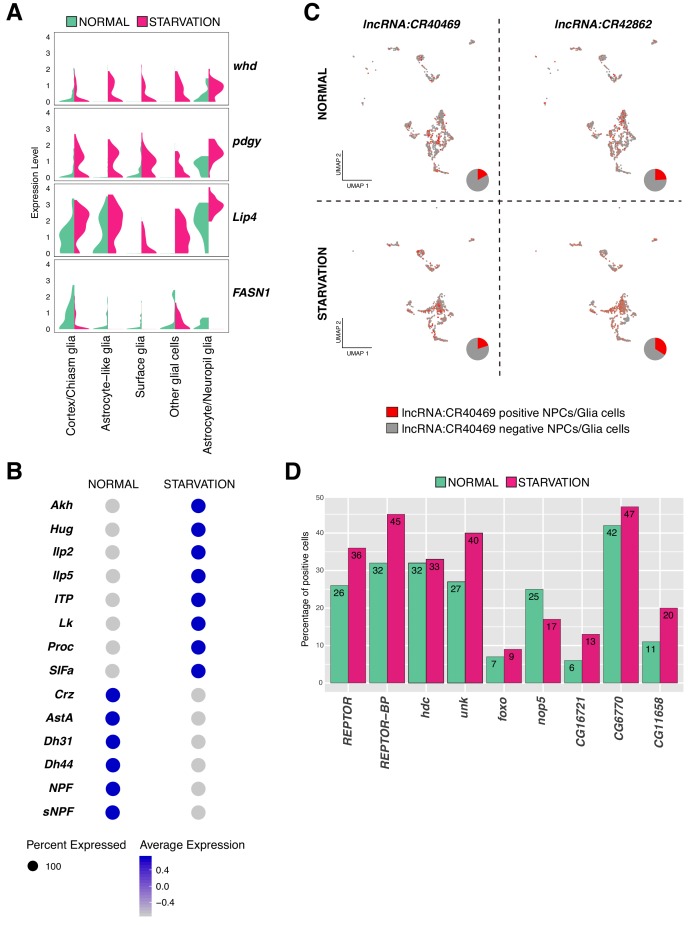
Variation in gene expression upon starvation. (**A**) Genes involved in fat acid metabolism are up and downregulated upon starvation in glial cells. Composed violin plot showing changes in gene expression across experimental conditions. Violin plots represent the probability density of the data integrated with kernel density estimation. Wider sections represent higher probability of cells with the indicated gene expression level, while skinnier sections represent lower probability. Each violin plot is split by condition, half corresponds to the normal condition and half to starved condition. Conditions are color coded. (**B**) Neuropeptides respond differently to nutrient restriction, some of them were upregulated and some others downregulated. Blue indicates high expression, while gray indicates low expression. (**C**) lncRNAs are also affected by starvation. lncRNA:CR40469 and lncRNA:CR42862 positive cells vary after nutrient restriction. In red, cells expressing a particular lncRNA; in gray, remaining cells. Pie graphs represent the percentage of lncRNA positive cells in the total of NPCs and glial cells. (**D**) Genes downstream of REPTOR/REPTOR-BP complex are affected upon starvation. Barplot showing changes in the number of cells expressing a particular gene, upon TORC1 downregulation due to starvation. Experimental conditions are color coded.

**Figure 8—figure supplement 1.**
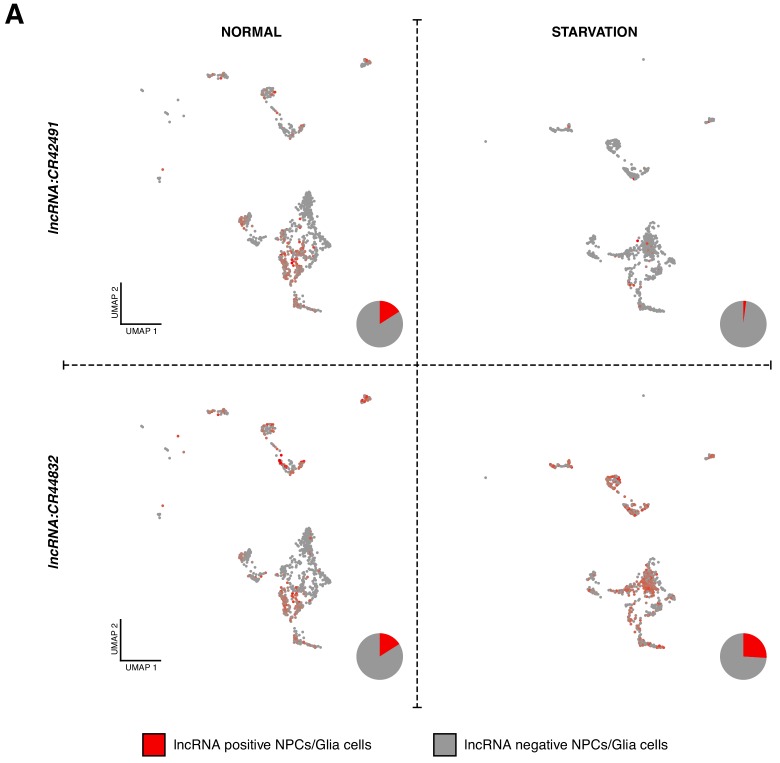
lncRNAs are sensitive to effects of starvation. (**A**) Comparison in the expression of lncRNAs before and after starvation, displayed in Seurat UMAP plot. In red, cells expressing a particular lncRNA and in gray, remaining cells. Pie graphs represent the percentage of lncRNA positive cells versus the total of NPCs and glial cells.

Next, to determine genes up or downregulated upon starvation, we scatter plotted the average expression of cells under normal feeding condition and starvation (Supplementary file 2, Source data 1). To identify outliers, we calculated the average fold change across conditions. We observed that the expression profile of differentiated cells, like neurons releasing neurotransmitters, remained invariable; indicating that their expression programs were not affected by the lack of nutrients. 

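In neurons, 3 of 8180 tested genes were called by edgeR at an adjusted p of 0.05, with 698 at an unadjusted p under 0.05. DESeq2 called 119. The genes were CG13053 and CG15784, higher after starvation, and NPF, lower. NPF (FBgn0027109, chromosome 3R of BDGP6 from 16609220 to 16611325) fell from 399 ± 138 CPM (SD, n = 3) to 11.3 ± 1.38 (n = 2), a log2 fold change of -5.12 (standard error 0.39, adjusted p = 0.0124, and 2.13e-05 adjusted over the list alone). In the normal replicates 75.3% to 87.6% of the NPF UMIs came from few NPF-rich cells, 5 in all against 1 after starvation. It was not called without Starvation B (adjusted p = 0.0543), nor in clusters integrated over 5 replicates, an alternative added after seeing the data (log2 -2.76, adjusted p = 0.164, against 6.24e-50 to 0.164 over all alternatives). NPF and CG13053 were each among the 10 leading genes of a neuron-like cluster. In classes clustered without the genes that differ, added after the data were seen, all 3 genes stayed called (NPF at log2 -5.04, adjusted p = 0.0115). The number of called genes was 0 without Starvation B and at most 4 without any other replicate. In simulated data the same test recovered 92% of 4-fold and 21% of 2-fold changes in neurons. Over all cells, edgeR called 0 of 9120 genes, with 922 at an unadjusted p under 0.05, while DESeq2 called 216. The correlation of log2 CPM between replicates, across 9120 genes, was 0.928 to 0.953, both within and between conditions.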

We found that upon food deprivation many neuropeptides were upregulated, which are known to regulate feeding behavior. 

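Leucokinin (Lk, FBgn0028418, chromosome 3L of BDGP6 from 14560139 to 14560764) had 113 ± 80.003 CPM (SD, n = 3) in normal neurons and 254 ± 241 (n = 2) after starvation, a log2 fold change of 1.18 (standard error 0.73, edgeR adjusted p = 0.718). It was high in Starvation A (425 CPM) and not in Starvation B (83.8 CPM), and its sign changed without Starvation A (-0.45). Adipokinetic hormone (Akh) had 39.0 ± 40.4 and 103 ± 109 CPM, a log2 fold change of 1.42 (standard error 0.97, adjusted p = 0.752). Here Starvation B was high (181 CPM) and Starvation A was not (25.9 CPM), and without Starvation B the sign changed (-0.55). After thinning, 3.66% of normal neurons held an Lk UMI and the same share an Akh UMI, against 4.74% and 3.68% of 190 muscle, hemocyte and gland cells. Cells rich in Lk numbered 7 in the normal and 14 in the starvation condition, and cells rich in Akh 3 and 2.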

*Leucokinin* (*Lk*) and *Adipokinetic hormone* (*Akh*) expression appeared upregulated after starvation, a predictable result since *Lk* negatively regulates food intake and *Akh* triggers accumulation and availability of storage lipids and glycogen (Gáliková et al., 2015; Yurgel et al., 2019). Moreover, the neuropeptides *Hug* and *SIFa*, controlling growth and metabolism and promoting feeding behavior upon hunger signals (Martelli et al., 2017), respectively; were both upregulated after starvation. Additionally, the upregulated neuropeptides identified in our dataset were also regulating water homeostasis and locomotor activity, as it was the case for the *Ion transport peptide* (*ITP*). In contrast, other neuropeptides were downregulated as *Allatostatin A* (*AstA*), which has been previously reported to reduce feeding and promote sleep, regulated by *Pdf* expression (Chen et al., 2016) (Figure 8B). These results suggest that cells involved in feeding behavior and homeostasis are more sensitive to starvation than the remaining cell types, and that genes associated to these mechanisms show the strongest and fastest response to food deprivation in order to alert larvae about their stressful environment.

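Hug (FBgn0028374, chromosome 3R of BDGP6 from 12526188 to 12529076) had 366 ± 362 CPM (SD, n = 3) in normal and 1628 ± 1556 (n = 2) in starvation neurons, a log2 fold change of 2.15 (standard error 0.89, edgeR adjusted p = 0.567, and 0.0991 adjusted over the list alone). SIFa (FBgn0053527, chromosome 2R from 24577566 to 24578143) had 245 ± 165 and 588 ± 0.0367 CPM, a log2 fold change of 1.26 (standard error 0.52, adjusted p = 0.567). Both starvation replicates were above every normal replicate for SIFa and not for Hug, where Normal C reached 777 CPM. Under clusters integrated over the 5 replicates, added later, SIFa reversed to -0.83. Of the alternatives, only the one without a filter on low counts called Hug or SIFa. Few cells carry these transcripts: 10 normal and 18 starvation cells were rich in Hug, and 4 and 5 in SIFa.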

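ITP (FBgn0035023, chromosome 2R of BDGP6 from 24537421 to 24558961) did not differ in neurons, with 351 ± 220.4 CPM (SD, n = 3) in normal and 334 ± 217 (n = 2) in starvation replicates, a log2 fold change of -0.07 (standard error 0.66, edgeR adjusted p = 0.986). The sign changed in 4 of 16 alternatives, among them without Starvation B (0.47).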

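AstA (FBgn0015591, chromosome 3R of BDGP6 from 24760530 to 24765071) had 306 ± 263 CPM (SD, n = 3) in normal and 126 ± 47.4 (n = 2) in starvation neurons, a log2 fold change of -1.28 (standard error 0.67, edgeR adjusted p = 0.650), less than its spread between replicates. AstA-rich cells numbered 16 in the normal and 6 in the starvation condition. Of 14 neuropeptide genes tested in neurons, Crz (-1.82, standard error 0.34), Dh31 (-0.85, 0.22) and NPF were lower and Proc (1.22, 0.20) higher when adjusted over the list alone, with edgeR adjusted p of 0.00374 for Crz, 0.0180 for Dh31 and 0.00268 for Proc. Over all genes the values were 0.195, 0.325 and 0.168.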

Additionally, we observed different lncRNAs being affected by the lack of nutrients. 

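lncRNA:CR40469 (FBgn0058469, chromosome X of BDGP6 from 122493 to 122706) had 427 ± 436 CPM (SD, n = 3) in normal and 959 ± 563 (n = 2) in starvation glia, and 496 ± 674 and 1009.7 ± 566 in NPCs. The log2 fold changes were 1.21 (standard error 0.71, edgeR adjusted p = 0.402) and 0.98 (0.97, 0.732), within the spread between replicates. In normal NPCs it reached 1263 CPM in Normal B and 226 CPM in Normal C. lncRNA:CR42862 (FBgn0262109, chromosome 3L from 224106 to 230964), which overlaps CG33229 on the same strand, had 97.4 ± 25.3 and 200.4 ± 53.3 CPM in glia, a log2 fold change of 1.10 (standard error 0.30, adjusted p = 0.0832), and 75.3 ± 30.4 and 174 ± 41.5 in NPCs, 1.33 (0.32, adjusted p = 0.251). Adjusted over the list alone, the p-values of lncRNA:CR42862 were 0.00642 in glia and 0.00286 in NPCs. Thinned, 7.69% of normal and 15.5% of starvation glia held a UMI of it (two-sided exact permutation p = 0.1), but so did 20.0% and 36.4% of neurons and 12.6% and 29.3% of muscle cells. For lncRNA:CR40469 the shares were 17.1% and 35.4% of glia, 13.9% and 29.3% of NPCs, and 5.44% and 8.57% of muscle cells.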

Specially, we noticed that *lncRNA:CR40469 and lncRNA:CR42862* were upregulated in starved glial cells and NPCs (Figure 8C). Similarly, we detected changes in the expression levels of *lncRNA:CR42491 and lncRNA:CR44832* in NPCs and glial cells upon starvation (Figure 8—figure supplement 1B).

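lncRNA:CR42491 (FBgn0259993, chromosome X of BDGP6 from 762615 to 763810) overlaps RpL22 on the same strand, which leaves its counts uncertain. It had 57.7 ± 13.1 CPM (SD, n = 3) in normal and 2.15 ± 3.03 (n = 2) in starvation glia, a log2 fold change of -3.98 (standard error 0.54, edgeR adjusted p = 0.0156), and was called in 15 of 16 alternatives but not without Normal C (0.0804). In NPCs it had 115.04 ± 88.3 and 10.6 ± 2.41 CPM, a log2 fold change of -3.30 (standard error 0.61, adjusted p = 0.0851, and 0.000562 adjusted over the list alone). lncRNA:CR44832 (FBgn0266095, chromosome X from 5790952 to 5791536) did not differ, with 139.7 ± 163 and 114 ± 22.0 CPM in glia (log2 fold change -0.32, standard error 0.82, adjusted p = 0.866) and 108 ± 118 and 67.0 ± 12.9 in NPCs (-0.34, standard error 0.84, adjusted p = 0.910). Its sign changed without Normal A in both classes (1.01 and 0.60).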

Then, we tested whether components of the TORC1 signaling pathway were affected in the larval brain upon starvation. The TORC1 complex, composed by *Target of rapamycin* (*Tor*) and *Raptor* (*raptor*), was lowly expressed in both conditions in different cell-types of the larval brain. 

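Over all cells, Tor (FBgn0021796, chromosome 2L of BDGP6 from 13004480 to 13013197) had 6.75 ± 0.919 CPM (SD, n = 3) in the normal and 6.219 ± 0.119 (n = 2) in the starvation replicates. raptor (FBgn0029840, chromosome X from 6082634 to 6090201), which overlaps Mipp2 on the same strand, had 34.6 ± 4.11 and 33.1 ± 4.05 CPM. After thinning, 0.641% of cells held a Tor UMI in either condition.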

Since TORC1, under nutrient stress condition, is inactive (Tiebe et al., 2015); we wondered if the change was detectable already at mRNA levels. We did not observe substantial changes at the transcriptional level upon starvation. However, as previously mentioned, two genes known to be acting downstream of TORC1: *REPTOR* and *REPTOR-BP,* showed to respond to starvation. 

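The log2 fold change over all cells was -0.12 (standard error 0.30, edgeR adjusted p = 0.925) for Tor and -0.07 (standard error 0.20, adjusted p = 0.941) for raptor. Neither was called in any of 16 alternatives. The sign of raptor changed without Starvation A (0.05). In simulated data the test over all cells recovered 8% of 2-fold and 82% of 4-fold changes.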

Upon TORC1 inactivation, *REPTOR* is dephosphorylated and translocated to the nucleus, where it binds *REPTOR-BP* to form a complex and mediate transcriptional responses (Tiebe et al., 2015). 

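REPTOR (FBgn0039209, chromosome 3R of BDGP6 from 24557368 to 24582864) had 201 ± 71.5 CPM (SD, n = 3) over all cells of the normal replicates and 233 ± 3.56 (n = 2) of the starvation replicates, a log2 fold change of 0.22 (standard error 0.32, edgeR adjusted p = 0.874). Without Normal C the sign changed (-0.04). Unthinned, 54.3% ± 9.05 and 69.0% ± 5.85 of cells held a REPTOR UMI (two-sided exact permutation p = 0.2). After thinning to 1000 UMIs the shares were 19.0% ± 7.43 and 21.4% ± 0.00207 (exact p = 1). In glia they were 7.33% ± 3.32 and 10.0% ± 3.31 (exact p = 0.4). REPTOR-BP rose from 231 ± 50.8 to 469 ± 0.767 CPM, a log2 fold change of 1.02 (standard error 0.24, adjusted p = 0.304, and 0.0278 adjusted over the list alone), and was called by DESeq2 (adjusted p = 0.00792). Its thinned share was 21.8% ± 8.84 and 37.3% ± 0.975 (exact p = 0.2), and in glia 13.4% and 28.7% (exact p = 0.1). In CPM over glia, looked up after the data were seen, REPTOR-BP was called by edgeR, from 128 ± 26.1 to 382 ± 61.5 CPM (log2 fold change 1.61, standard error 0.27, adjusted p = 0.0209), in 13 of 16 alternatives, but not without Normal A (0.0770), Normal C (0.0842) or Starvation A (0.165). REPTOR was not called there (0.96, standard error 0.30, adjusted p = 0.114).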

We found that *REPTOR* expression levels were not significantly different upon starvation, but we noticed an increase in the number of cells expressing this gene, particularly in glial cells. To confirm these findings, we investigated the expression levels of the genes downstream of the *REPTOR/REPTOR-BP* complex. U*nk*, *Thor*, *nop5*, *CG16721*, *CG6770* and *CG11658* among other genes were affected upon starvation, as the number of positive cells for these genes showed to be different after starvation (Figure 8D). 

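Shares were computed on cells thinned to 1000 UMIs, where no cell was left out for lack of depth. For unk the share of cells with a UMI was 17.6% ± 7.68 (SD, n = 3) in the normal and 30.6% ± 0.938 (n = 2) in the starvation replicates (two-sided exact permutation p = 0.2). nop5, which overlaps x16 on the same strand, fell from 16.2% ± 3.25 to 6.98% ± 0.797 (exact p = 0.1), the smallest p that these replicates allow. CG6770 went from 49.3% ± 5.17 to 60.8% ± 2.09 (exact p = 0.2), CG16721 from 2.05% ± 1.40 to 4.66% (exact p = 0.2), Thor from 20.1% ± 13.9 to 28.6% ± 2.69 (exact p = 0.5) and CG11658 from 5.63% ± 3.06 to 8.07% (exact p = 0.5). Of the 10 genes of the list, 8 had a higher mean share after starvation, and 5 of these in both starvation replicates against every normal replicate, a pattern that chance gives for a single gene in 10% of cases. Without thinning the median difference over the 10 genes was 14.3 percentage points, and with it 2.53, with 1.18 without Normal C and 4.21 without Normal B. In CPM over all cells, nop5 had a log2 fold change of -1.20 (standard error 0.30), CG16721 of 1.27 (0.39), CG6770 of 0.82 (0.21), unk of 0.92 (0.34), Thor of 1.05 (0.58) and CG11658 of 0.81 (0.52). None was called by edgeR over all genes (adjusted p from 0.316 to 0.659). Adjusted over the list alone, nop5 and CG6770 were, with edgeR adjusted p = 0.0278 for both. In glia, looked up after the data were seen, nop5 (log2 -1.62, standard error 0.30, edgeR adjusted p = 0.0336) and CG6770 (2.37, 0.45, 0.0354) were called over all genes, each in 12 of 16 alternatives and in none of those without Normal A, Normal C, Starvation A or Starvation B. CG16721 (2.27, 0.54, 0.0597), unk (1.32, 0.36, 0.0832), CG11658 (1.13, 0.58, 0.331) and Thor (1.02, 0.74, 0.509) were not.

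**Figure D3:**
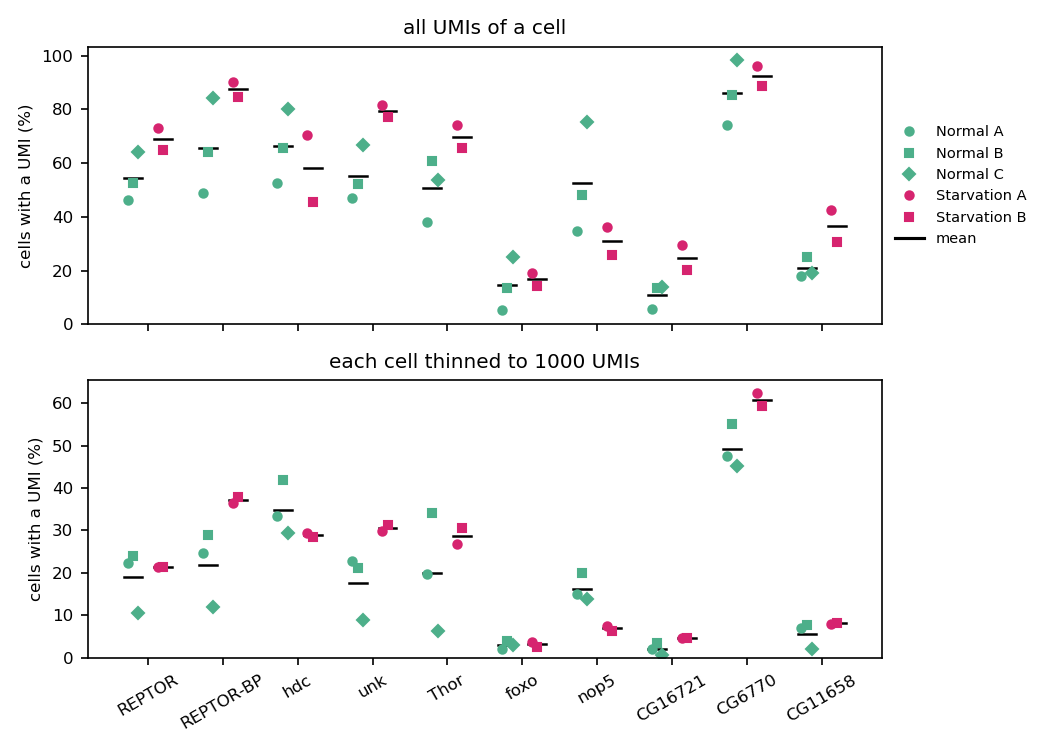
Share of cells with a UMI, in percent, of 10 genes of the REPTOR list with all UMIs and after thinning to 1000 UMIs; points are replicates and lines their means. The median difference between conditions is 14.3 percentage points with all UMIs and 2.53 after thinning, from 1.18 to 4.21 when 1 replicate is left out.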

Finally, knowing that *REPTOR and forkhead box, sub-group O* (*foxo*) have overlapping target genes (Tiebe et al., 2015), we expected to observe an upregulation of *foxo* upon starvation. Indeed, we detected higher levels of *foxo* transcripts in this condition (Figure 8D). Thus, we could not detect changes in the expression levels of TORC1 components, but we did observe responses due to starvation in genes acting downstream of it, possibly indicating the presence of additional mechanisms mediating this activation.

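foxo (FBgn0038197, chromosome 3R of BDGP6 from 14056945 to 14087978) had 38.1 ± 17.6 CPM (SD, n = 3) over all normal cells and 50.7 ± 2.98 (n = 2) over all starvation cells, a log2 fold change of 0.40 (standard error 0.42, edgeR adjusted p = 0.794), smaller than its error. After thinning, 3.01% ± 0.940 and 3.15% ± 0.785 of cells held a foxo UMI (two-sided exact permutation p = 1), and unthinned 14.6% and 16.7%. The fold change was positive in all 16 alternatives, from 0.07 to 0.63, and was called in none.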

## Discussion

Here we have introduced an extensive cell atlas of the first instar larval brain at single cell resolution applying 10X Genomics technology, across two different conditions: normal feeding and starvation. Single-cell RNA sequencing has innovated the way in which tissues, organs and entire organisms are studied. Accessibility to the transcriptome of individual cells results in cell-type recognition and a better understanding of cellular processes and biological mechanisms. But large tissues display a greater number of cells, while smaller organisms are capable of performing a variety of tasks with a simplified cellular composition. Thus, *Drosophila melanogaster* has been chosen to better understand the composition of the brain. While the adult fly brain has been extensively described, we decided to fill the existent gap regarding the composition of the brain at early developmental stages. With only about 2000 cells in the brain, a more complete coverage may be achieved more rapidly. Our data set comprises about 9400 cells, suggesting that we have likely close to a 5x cell-coverage of the larval brain.

Unsupervised cluster analysis led us to identify major cell-type categories as well as more resolved cell-types. Canonical markers (e.g. *Notch*, *elav*) grouped all cells into major categories, which based on subtype makers (e.g. *ChAT*, *dpn*, *alrm*) further divide them into different cell-types. This analysis further allowed the depiction of putatively novel and intriguing biological features. An example of this is the multiple-neurotransmitter-releasing neurons, which express more than one neurotransmitter, as previously found in the adult brain (Croset et al., 2018). Even though these cells represent a small fraction of the total of cells populating the larval brain, it is interesting to understand the need of a neuron to produce different neurotransmitter types. Even more, deciphering the biological processes, in which these neurons are involved and the regulation behind the co-releasing phenomenon, opens a new field that requires further investigation. Similarly, co-expression of neurotransmitters and neuropeptides appears to be a common feature among peptidergic cells, suggesting different modalities of intercellular communication.

Interestingly cells of the mushroom body are closer to the neurogenic population in the UMAP plot than to the remaining differentiated neurons. Looking in detail to this group of cells, one can observe cells at different stages of differentiation: neuroprogenitors, cells undergoing differentiation and mature neurons. Knowing that the mushroom body neuroblasts continuously divide from the embryonic to the late pupal stage, and that they produce a specific neuron type (Kunz et al., 2012), could partially explain the localization of this cluster of cells closer to undifferentiated cells. In addition to the MBNBs, which are constantly proliferating, a subset of NPCs showed to be actively replicating its genomic content at 16 hr ALH, indicating that neuroblasts in the brain may exit their quiescent state earlier than what has been previously reported.

An intriguing, yet not fully understood, cell-type are the UNs, which in the UMAP plot locate in close proximity with NPCs. While these cells show expression of neuronal differentiation markers such as *elav* or *Syt-1,* they lack expression of genes required for neurotransmitter synthesis. Similarly, a recent study revealed a new quite abundant, neuronal cell-type. These cells identified as small undifferentiated neurons (SUs), are characterized by reduced dimensions, a dense heterochromatin and the absence of synapses (Andrade et al., 2019). Therefore, we speculate that our UNs may correspond to the previously described SUs. It is intriguing to speculate that *hdc* and *unk*, two genes previously described to restrict cell cycle progression in response to nutrition restriction (Li et al., 2019), present in neurogenic cells but enriched in UNs, have a role in maintaining these cells undifferentiated.

Moreover, we explored the changes in the larval brain caused by starvation at single-cell resolution. Food intake has a critical effect on survival and development. Nevertheless, how the brain composition and cellular programs are affected upon food deprivation remains largely unknown. The cellular content showed to be almost invariable, only few clusters disappeared after starvation. The remaining cell-types clustered together, independently of the experimental condition, indicating that cell-type identity is maintained once it has been established. Moreover, and as it was observed with aging (Davie et al., 2018), the effects of starvation are cell specific; transcriptional programs in neurons remained unaffected, while glial cells, NPCs and undifferentiated neurons experienced changes at the transcriptional level or even disappear due to stressful conditions. Additionally, the most susceptible genes are those involved in fat metabolism as well as some lncRNAs, which we hypothesize may have a regulatory function. Neuropeptides are also sensitive to nutritional levels. As expected, when cells face nutrient deficiency, protein synthesis is affected. In this case, cells favor the production of those neuropeptides involved in food intake and water homeostasis, downregulating the remaining ones in an attempt to survive. Nevertheless, is important to also consider and not exclude the possibility that these cell types could have been loss during sample preparation and subsequent manipulation. To confidently address this point, further repetitions are required.

Starvation is directly linked to TORC1, which integrates information about nutrient conditions of individual cells to trigger physiological responses (Dibble and Manning, 2013). We did not observe substantial changes at the transcriptional level for the genes in the TORC1 upon food deprivation, suggesting that cells regulate TORC1 activity at the protein level rather than at the transcriptional level. It is interesting to analyze those genes downstream of TORC1. We focused on the TORC1 signaling pathway, rather than in the insulin pathway, in an attempt to better understand nutrient sensing responses in a cell-autonomous fashion and not at a systemic level. Recently, REPTOR and REPTOR-BP were shown to be transcription factors responsible for mediating some of the responses of reduced TORC1 activity (Tiebe et al., 2015). As expected, REPTOR and its binding protein are both upregulated upon starvation, as well as their target genes. Under limited nutrient conditions, larvae have to choose between anabolic or catabolic processes. Here, we observe that under our extreme starvation condition, larvae have no other option than to catabolize their storages to obtain some energy and survive as long as possible. Even though intracellular nutrient-sensing activates TORC1, extracellular sensing must also be required to mount a complete physiological response. In this way, integration between different signaling pathways, Insulin-Foxo and TORC1-REPTOR, must be required.

Furthermore, the availability of the wildtype brain cell atlas as well as the starvation induced changes provide a resource for further functional analysis of neural circuits of the larval brain as well as developmental studies at the fundamental unit of biological organization: the cell (Regev et al., 2017).

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	Anti-GFP (Chicken polyclonal)	Abcam	Cat# ab13970, RRID:AB_300798	IF(1:1000)
Antibody	Anti-GFP (Rabbit polyclonal)	Thermo Fischer	Cat# A-6455, RRID:AB_221570	IF(1:1000)
Antibody	Anti-Dpn (Guinea pig polyclonal)	Spéder and Brand, 2014		IF(1:5000)
Antibody	Anti-Dlg (Mouse monoclonal)	Iowa H.B.	Cat# 4F3, RRID:AB_528203	IF(1:100)
Antibody	Anti-Fas2 (Mouse monoclonal)	Iowa H.B.	Cat# 1D4, RRID:AB_528235	IF(1:20)
Antibody	Anti-hdc (Mouse monoclonal)	Iowa H.B.	Cat# U33, RRID:AB_10659722	IF(1:5)
Antibody	Anti-repo (Mouse monoclonal)	Iowa H.B.	Cat# 8D12, RRID:AB_528448	IF(1:20)
Antibody	Anti-prt (Rabbit polyclonal)	David E. Krantz		IF(1:300)
Antibody	Anti-Tyrosine Hydroxylase (Rabbit polyclonal)	Millipore	Cat# AB152, RRID:AB_390204	IF(1:100)
Antibody	Anti-Elav (Rat monoclonal)	Iowa H.B.	Cat# 7E8A10	IF(3:100)
Antibody	Anti-DsRed (Rabbit polyclonal)	Takara Bio	Cat# 632496, RRID:AB_10013483	IF(1:1000)
Antibody	Anti-Rabbit Alexa 647 (Goat polyclonal)	Molecular Probes	Cat# A-21244, RRID: AB_2535812	IF(1:200)
Antibody	Anti-Rabbit Alexa 488 (Goat polyclonal)	Molecular Probes	Cat# A-11008, RRID: AB_143165	IF(1:200)
Antibody	Anti-Mouse Alexa 647 (Goat polyclonal)	Molecular Probes	Cat# A-21235, RRID: AB_2535804	IF(1:200)
Antibody	Anti-Guinea pig Alexa 488 (Goat polyclonal)	Molecular Probes	Cat# A-11073, RRID: AB_2534117	IF(1:200)
Antibody	Anti-Chicken Alexa 488 (Goat polyclonal)	Molecular Probes	Cat# A-11039, RRID: AB_2534096	IF(1:200)
Antibody	Anti-Rat Alexa 647 (Goat polyclonal)	Molecular Probes	Cat# A-21247, RRID: AB_141778	IF(1:200)
Antibody	Anti-Guinea pig Alexa 647 (Goat polyclonal)	Molecular Probes	Cat# A-21450, RRID: AB_2535867	IF(1:200)
Genetic reagent (*D. melanogaster*)	VGlut-Gal4	BDSC	RRID: BDSC_24635	
Genetic reagent (*D. melanogaster*)	UAS-myrGFP	BDSC	RRID: BDSC_32198	
Genetic reagent (*D. melanogaster*)	Gad1-GFP	BDSC	RRID: BDSC_59304	
Genetic reagent (*D. melanogaster*)	VAChT-Gal4	BDSC	RRID: BDSC_39078	
Genetic reagent (*D. melanogaster*)	UAS-mCD8::RFP	BDSC	RRID: BDSC_32219	

### Fly strains

*Drosophila melanogaster* Canton-S was used as the wild type strain. Other fly strains used are described in the key resources table.. All flies were kept at 25°C in a 12 hr/12 hr light-dark cycle in vials containing conventional cornmeal agar medium.

### Larval culture

Larvae were grown and kept at 25°C in the same conditions as the adult flies and late first instar larvae were collected at 16 hr after larval hatching (ALH). For the starved condition, larvae were collected at 12 ALH, quickly washed to remove food leftovers and transferred to a Petri dish with 2% of agar, humidified with PBS, for 4 hr at 25°C.

### Survival rate

Larvae were grown as described before and at 12 ALH transferred to a Petri dish with 2% of agar, humidified with PBS at 25°C. After 4 hr of starvation, dead and alive larvae were counted and the percentages were calculated based on the initial number of larvae in the Petri dishes.

### Immunofluorescence

First instar larval brains were dissected in ice-cold PBS, placed on a 22 × 22 cover slip and fixed in 4% paraformaldehyde for 18 min at room temperature with slow agitation. Fixed brains were washed three times in PBST (PBS 0,3% Triton X-100), for 20 min each, at room temperature with slow agitation. All these steps were performed in a Columbia staining jar. Primary antibodies (see Key resources table) were prepared in PBST and the cover slips with the brains were incubated overnight at 4°C in a humid chamber. Primary antibody solutions were removed and brains were washed again three times in PBST for 20 min each at room temperature with slow agitation. Next, the secondary antibody (see Key resources table) solutions were added and incubated as described. After overnight incubation, secondary antibody solutions were removed and washes with PBST were performed. Brains were mounted in Vectashield (Vector Laboratories) antifade mounting medium. Images were acquired using Leica TCS SP5 confocal microscope and images were assembled using Fiji and Adobe Illustrator CC 2018. DAPI was added together with the secondary antibodies.

### EdU incorporation

Larval brains were dissected in ice-cold PBS and immediately incubated in PBS containing 200 µg/ml of EdU (Thermo Fischer Scientific - C10637) for 30 min at room temperature. Brains were quickly washed with PBS and fixed in 4% paraformaldehyde for 18 min at room temperature. Upon fixation, brains were washed with PBST and EdU detection was performed following the manufacturer’s recommendations. *Dpn* antibody staining was executed as described above. The proliferation index (PI) was calculated with following formula.

$$PI=\frac{{Dpn}^{+}{EdU}^{+}}{{Dpn}^{+}}$$

### Brain dissection, dissociation and single cell suspension

First instar larvae (40-45) were collected and quickly washed in water to remove food leftovers and yeast. Larvae were placed in drops of ice-cold PBS on the inside of a plastic petri dish lid. Fine forceps were used to dissect the larval brain. Once the larval brain was exposed, the ventral nerve cord was cut out using a pair of pin holders (Figure 1A), and the intact brain-lobes were collected in a low DNA binding tube containing 250 µl of ice-cold RNA free PBS for a maximum of one hour. The tubes containing the brains were centrifuged at 2000 rpm for 5 min at 4°C. After centrifugation, the supernatant was carefully removed and replaced with 200 µl of *collagenase* (1 mg/ml Sigma-Aldrich C9722) and incubated for 1 hr at 25°C with continuous agitation. To guarantee full brain digestion, the suspension was pipetted up and down each 10 min. The enzymatic reaction was arrested by diluting the suspension with 1 ml of PBS 0.04% BSA (Thermo Fischer Scientific AM2616). After washing the cells, the cell suspension was filtered through a 40 µm Flowmi Cell strainer (Bel-Art H13680-0040). The filtered suspension was centrifuged at 2000 rpm for 5 min at 4°C. The supernatant was discarded, cells were resuspended in 50 µl of PBS 0.04% BSA and further dissociation was ensured by gently pipetting the entire volume, approximately 200 times. Cell concentration was determined using a hemocytometer (Neubauer improved – Optik Labor) under a Leica DM 100 led microscope.

### 10x genomics and sequencing

scRNA-seq libraries were prepared using the Chromium Single Cell 3’ Library and Gel Bead Kit v3 (10X Genomics), according to the manufacturer’s protocol (User Guide). Chips were loaded after calculating the accurate volumes using the ‘Cell Suspension Volume Calculator Table’. With an initial single-cell suspension concentration equal to 1000 cells/µl, we targeted to recover approximately 10,000 cells. Once GEMs were obtained, reverse transcription and cDNA amplification steps were performed. Sequencing was done on Illumina NovaSeq 6000 S2 flow cell generating paired-end reads. Different sequencing cycles were performed for the different reads, R1 and R2. R1, contained 10X barcodes and UMIs, in addition to an Illumina i7 index. While R2 contained the transcript-specific sequences.

### 10x data processing

The sequenced libraries were processed according to Cell Ranger (version 2.2.0) count and aggr (aggregation) pipelines, provided by 10X Genomics. The reference genome was built based on the 3^rd^ 2018 FlyBase release (*D. melanogaster* r6.22). The number of cells detected at the end of each experiment was determined by Cell Ranger with the number of barcodes associated with cell-containing partitions, estimated from the barcode UMI count distribution. Two final datasets were obtaining upon aggregation of individual experiments, non-starved and starved datasets, producing single feature-barcode matrices. The first one was built aggregating the libraries from three biological replicates, corresponding to larvae kept in conventional cornmeal agar medium prior to dissection (considered as the normal condition). This dataset resulted in a total of 4708 cells with a median of 1434 genes per cell. The second dataset was built in a similar way, but aggregating libraries from two biological replicates, corresponding to larvae starved for 4 hr prior to dissection (considered as the starvation condition), resulting in a dataset of 4645 cells with a median of 1962 genes per cell. The different aggregations were carried without specifying any normalization mode.

### Seurat data processing

Seurat version 3.0 (Butler et al., 2018; Satija et al., 2015; Stuart et al., 2018) pipeline was adapted and executed on the normal (non-starved) dataset and on a combination of both conditions: ‘normal’ and ‘starvation’ datasets. The matrices produced by cell ranger were processed and duplets, or eventually multiplets, were discarded based on the overall gene expression per cell. Cell quality was assessed by the percentage of mitochondrial gene expression per cell. Thus, cells with unique feature counts between 200 and 4500, and with less than 20% of mitochondrial genes were kept for downstream processing. Additionally, genes expressed in at least one cell were considered for the analysis. The final processed datasets resulted in 4349 and 4347 cells with a total of 12,942 and 13,589 identified genes, for the non-starved and starved datasets, respectively. Once Seurat objects were built, pre-processing steps were performed before downstream analysis. First, a log-normalization with a scale factor of 10,000 was applied to normalize gene expression of individual cells by the total gene expression of each dataset. Second, a linear transformation was executed to remove unwanted source of variation. Lastly, highly variable genes were determined applying FindVariableFeatures function with default parameters, producing a total of 2000 variables genes following the R package developer’s recommendations.

Upon preprocessing, the highly variable genes were considered for the dimensional reduction analysis to highly biological significance. To define the true dimensionality of the dataset, several approaches were considered: Elbow-Plot and JackStraw-Plot tests together with an evaluation of PC-heatmaps. Finally, principal components (PCs) were selected visually by carefully inspecting Elbow-Plots (Supplementary file 3) in order to assess the percentage of variance explained by each PC. In this way, 31 PCs were considered to identify cell clusters with a graph-based approach. To better resolve clusters, we modified the resolution, as increasing this parameter helps to subdivide existing clusters and gain granularity. Therefore, we used a resolution equal to two based on the number of cells and a carefully inspection of the dataset. Then, a non-linear dimensional reduction was performed to visualize the results in UMAP plots. Lastly, cluster identities were assigned after determining top 10 differentially expressed genes across cell clusters using a Wilcoxon Rank Sum test. Some of these clusters were later subset and re-analyzed for further characterization.

Integration between conditions was performed by identifying common anchors across both datasets, normal and starvation, to later combine them into a single Seurat object by applying the ‘IntegrateData’ function, which produced a batch-corrected expression matrix. The pipeline was applied with default parameters. Downstream analysis was performed as described above. Finally, Identification of differentially expressed genes across conditions was achieved by comparing the expression profile of each cluster across experimental conditions. These results were later represented in scatter plots to visualize outliers. For simplicity, only genes with a fold change higher than one or smaller than −1 were labeled in these representations. In the case where many genes resulted as outliers, only the top 10 genes with the highest scored were included in the graphs (Supplementary file 2, Source data 1).

### Cell-cycle scoring

Cell cycle phase scores were assigned by applying ‘CellCycleScoring’ function from Seurat R package, by providing a list of marker genes for S and G2 and M (G2/M) phases. Cells that did not express marker genes for neither phases S nor G2/M, were considered to be in G1 phase.

### Re-clustering and further seurat analyisis

#### Neural progenitor cells

Cells characterized as neurogenic were reanalyzed and subclustered, keeping only those cells with more than 200 expressed genes per cell. The data was normalized and a new PCA was computed. Then, 13 PCs were chosen, as previously described, and clusters were visualized in a UMAP plot, with a resolution equal to 1. Identities were assigned after analyzing differentially expressed genes, following the same principle described above.

#### Glial cells

For glial cells, a similar analysis was performed. In this case, 11 PCs with a resolution equal to one were selected to generate a UMAP plot and represent new clusters. Cell identities were assigned after visually evaluating enriched marker genes expression.

#### Mushroom body

MB cells were reanalyzed, subclustered and identified, as it was described for NPCs. This time 10 PCs were chosen and clusters were visualized in a UMAP plot, with a resolution of 0.8.

#### Peptidergic neurons

Peptidergic neurons were reanalyzed individually. This particular analysis only considered cells with high expression levels of the peptide of interest. In this way, IPCs and PDF, PTTH and CRZ neurons were selected as follows: Ilp2 >4, Pdf >4, PTTH >3 and Crz > 6, respectively. Subsequent analysis was performed based on the expression of reported marker genes for each cell-type.

## Data Availability

The single-cell sequencing data has been deposited in GEO under the accession code GSE134722. The following dataset was generated: ClarisseBrunet AvalosGLarisa MaierRémyBruggmannSimonG Sprecher2019Single cell transcriptome atlas of the Drosophila larval brainNCBI Gene Expression OmnibusGSE134722

# Supplementary material for: Single cell transcriptome atlas of the Drosophila larval brain
**Source:** eLife. 2019 Nov 20;8:e50354. doi: 10.7554/eLife.50354

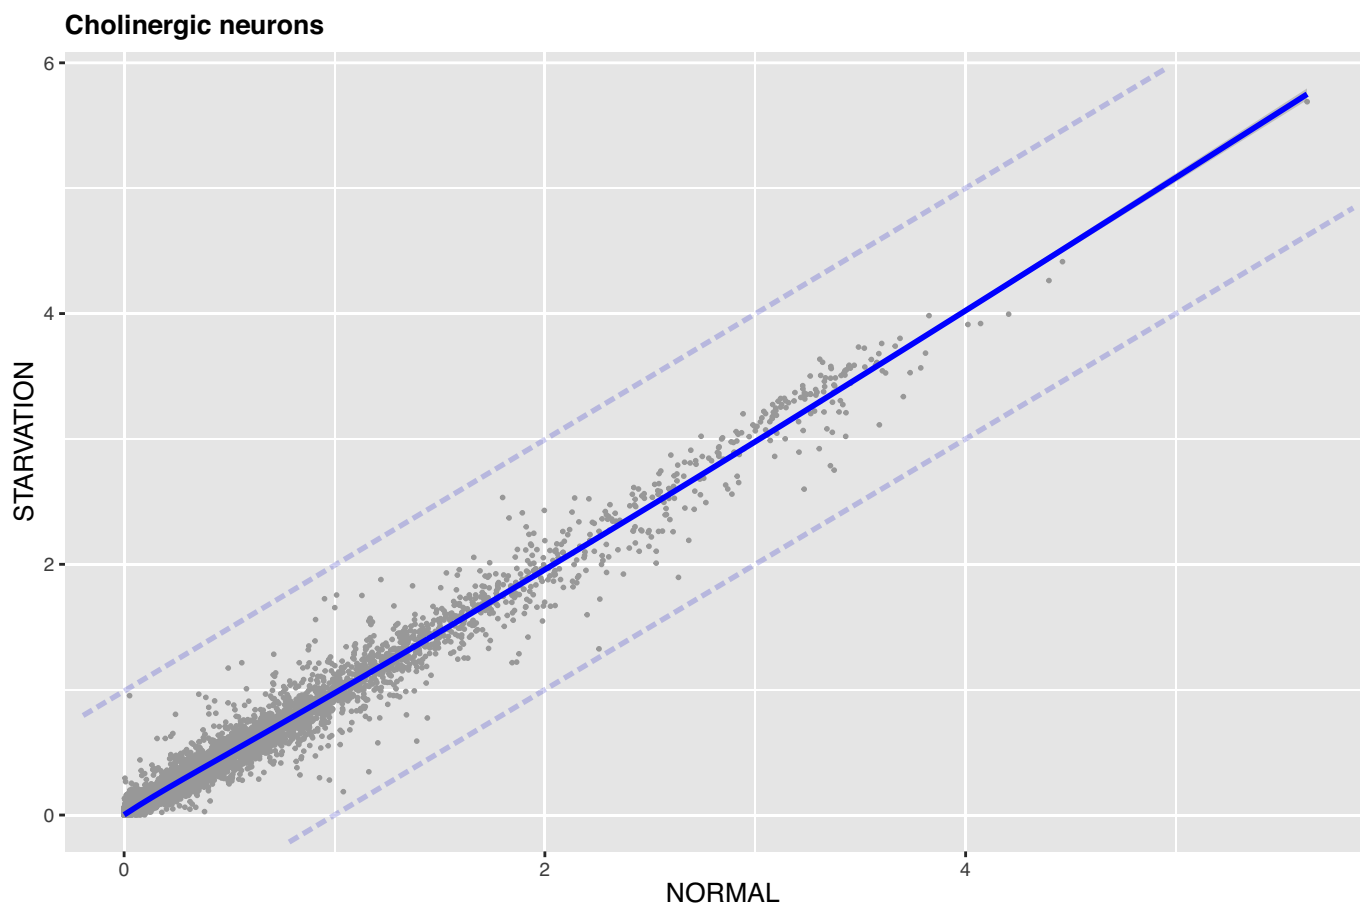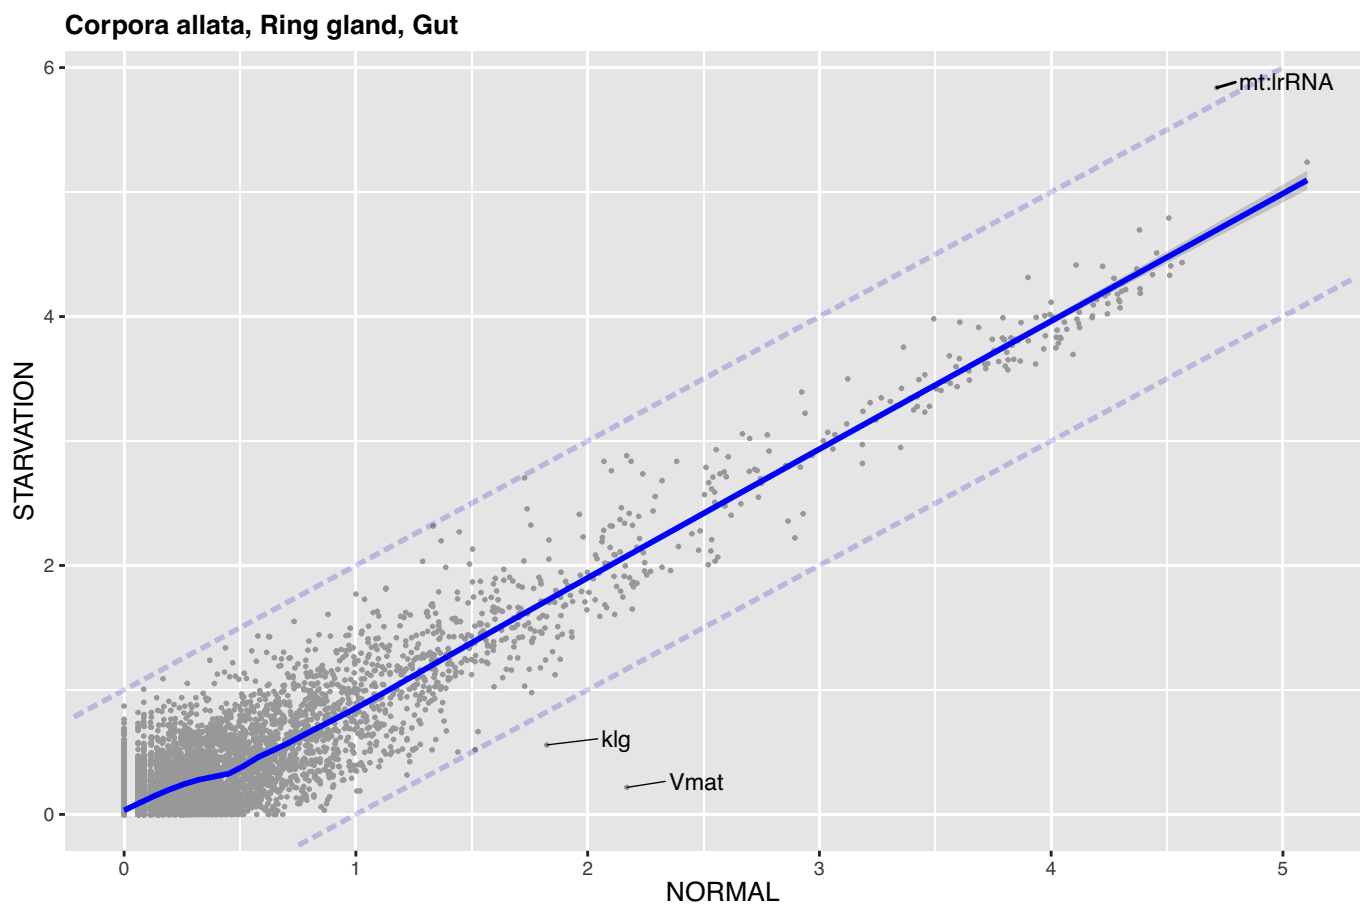

### GABAergic neurons

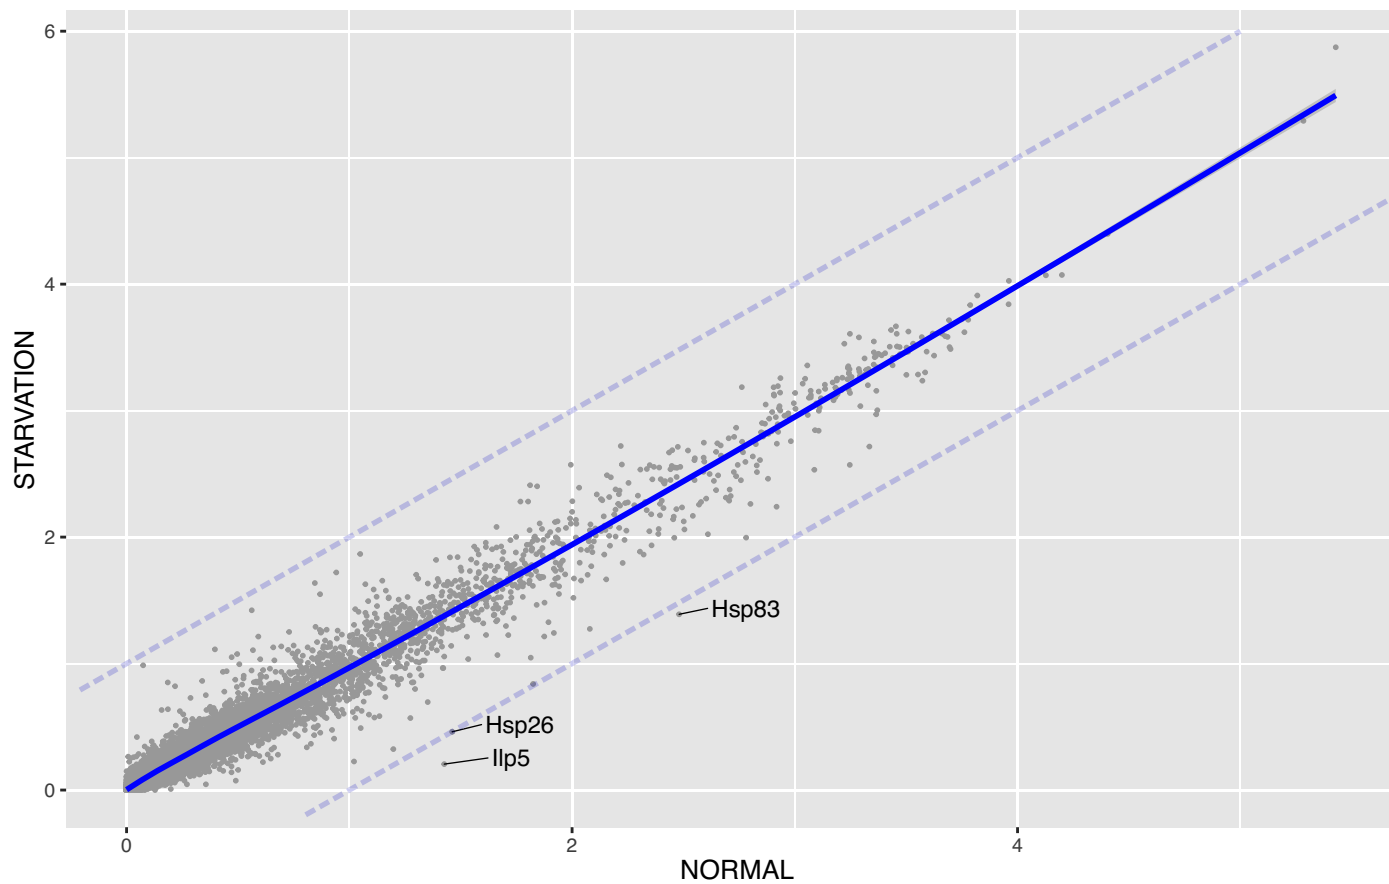

### Glial cells

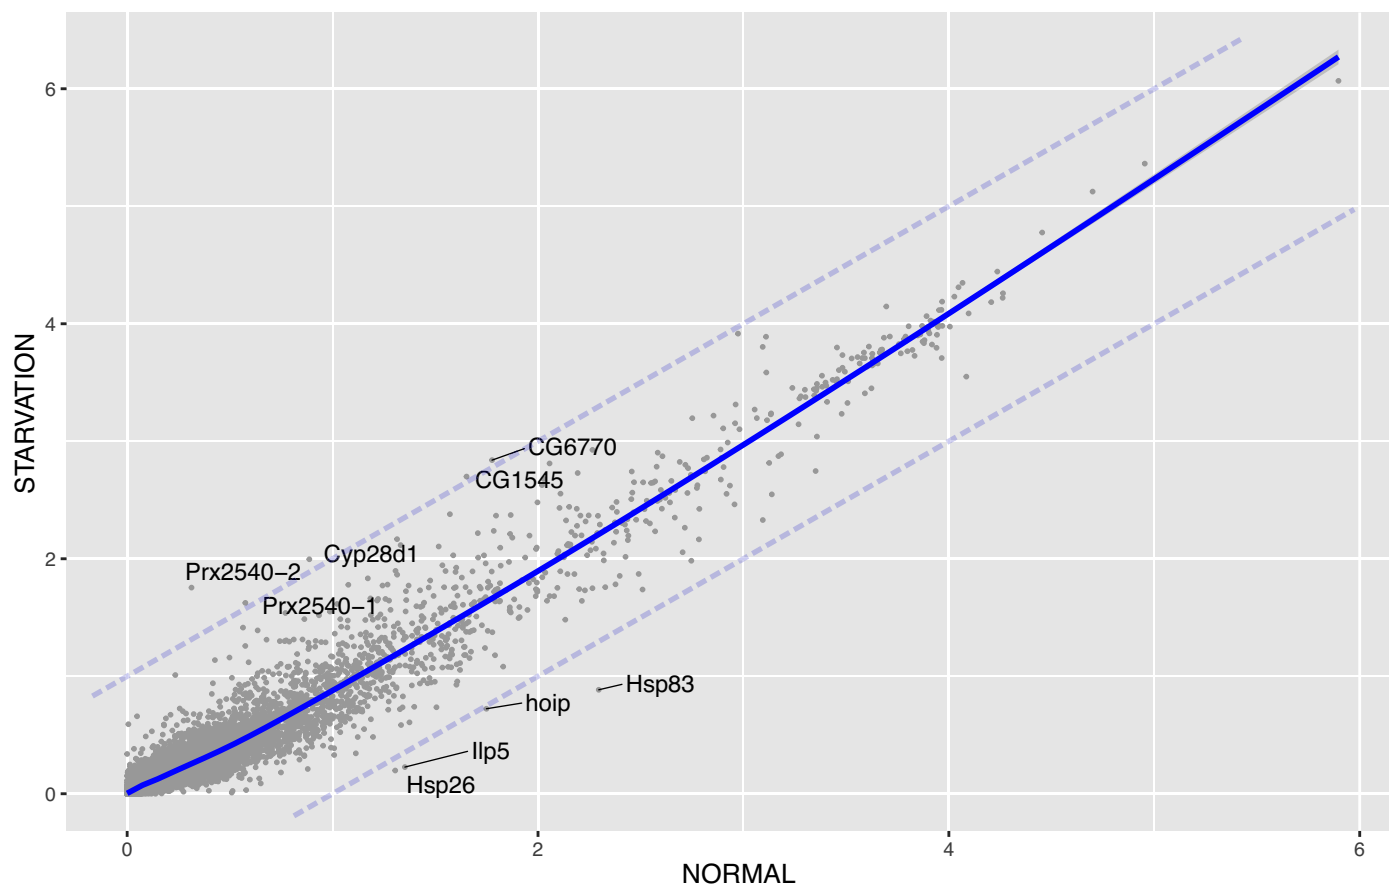

### Glutamatergic neurons

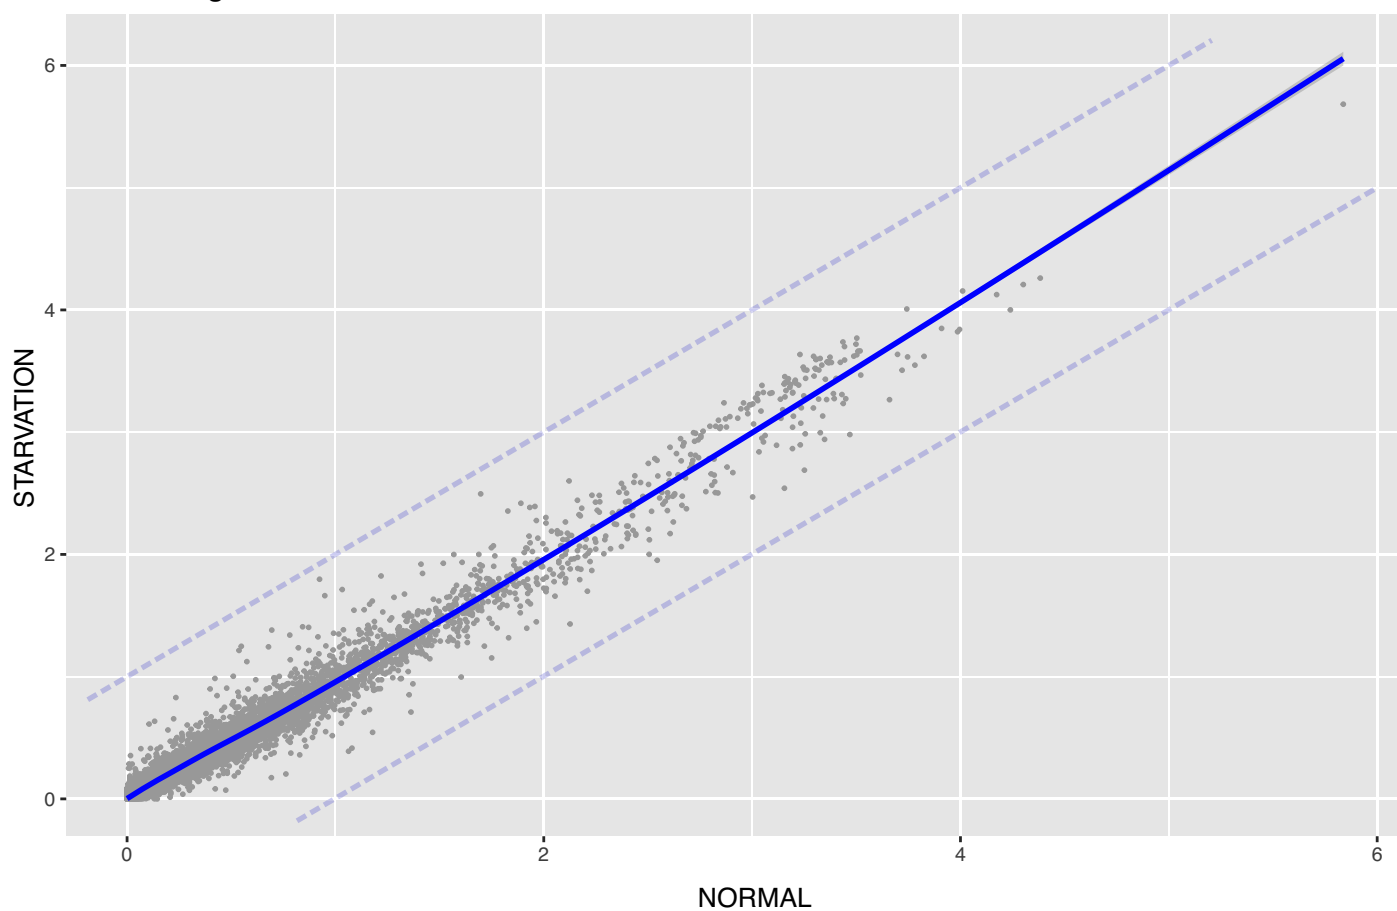

### Hemocytes

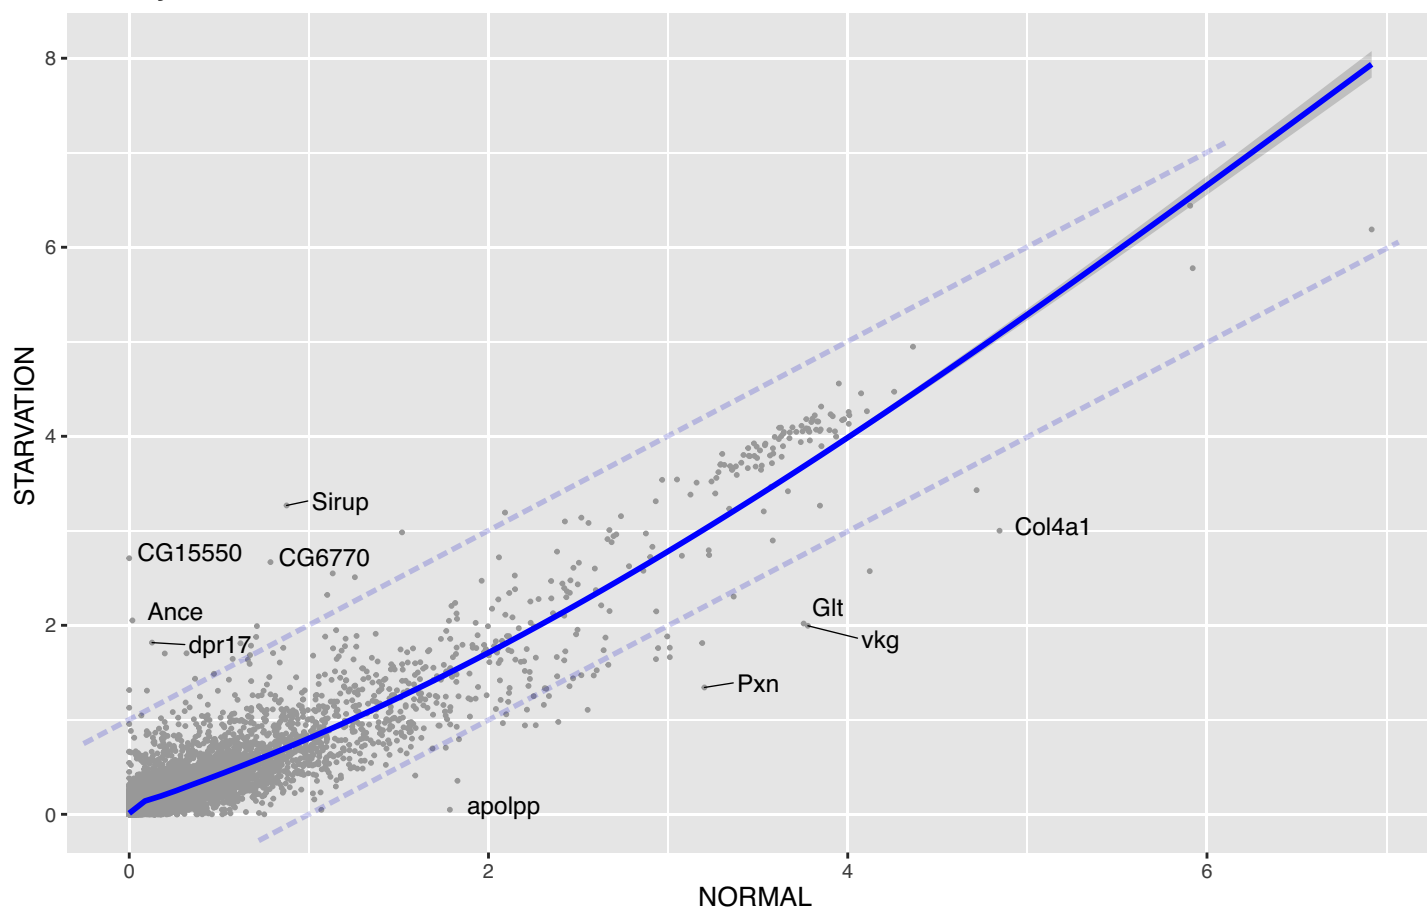

### Monoaminergic neurons

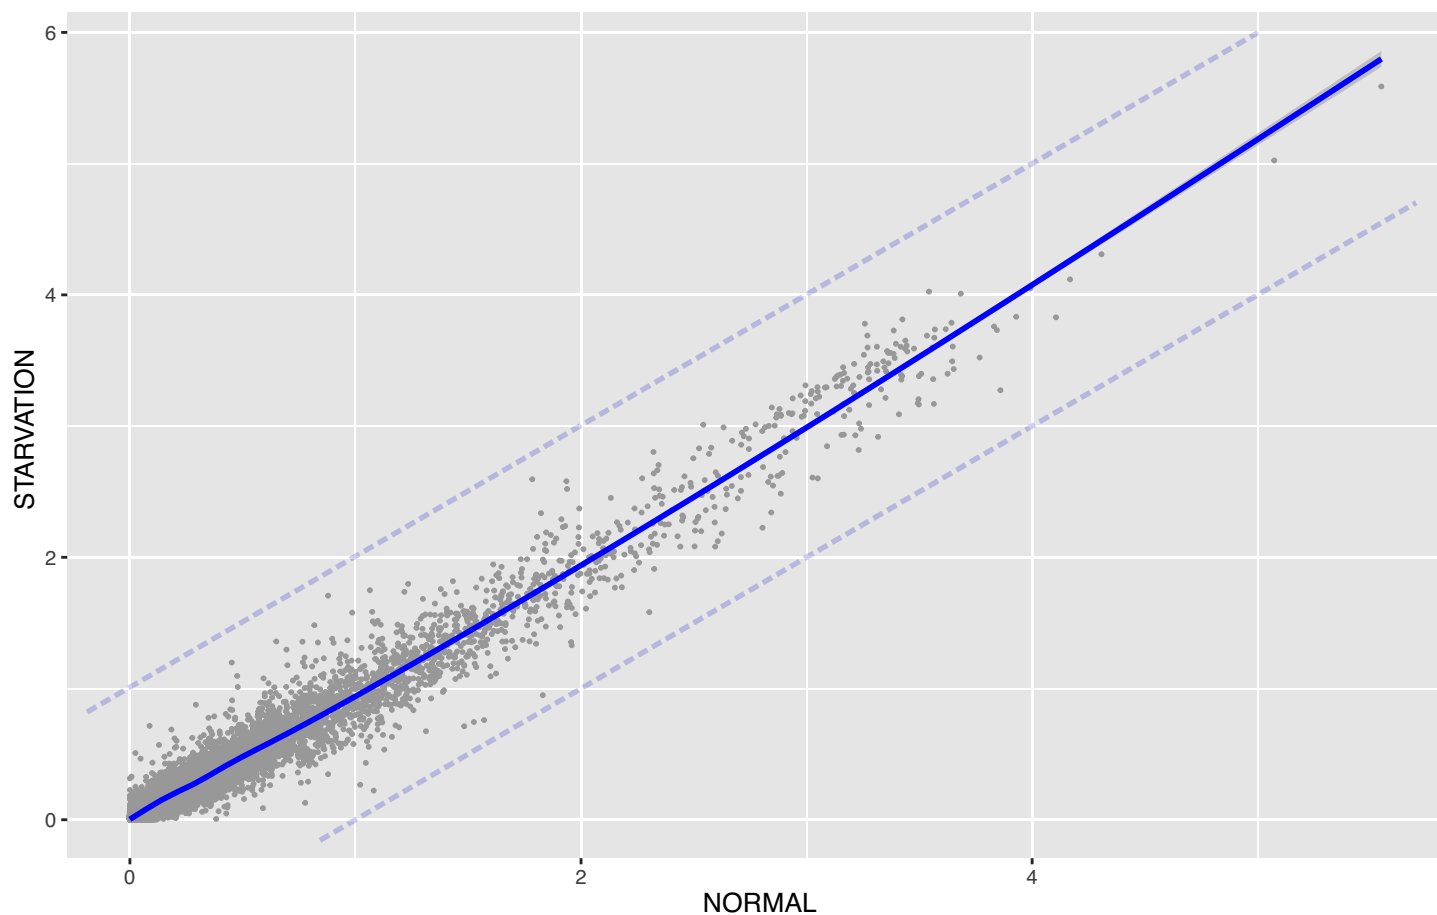

### Muscle cells

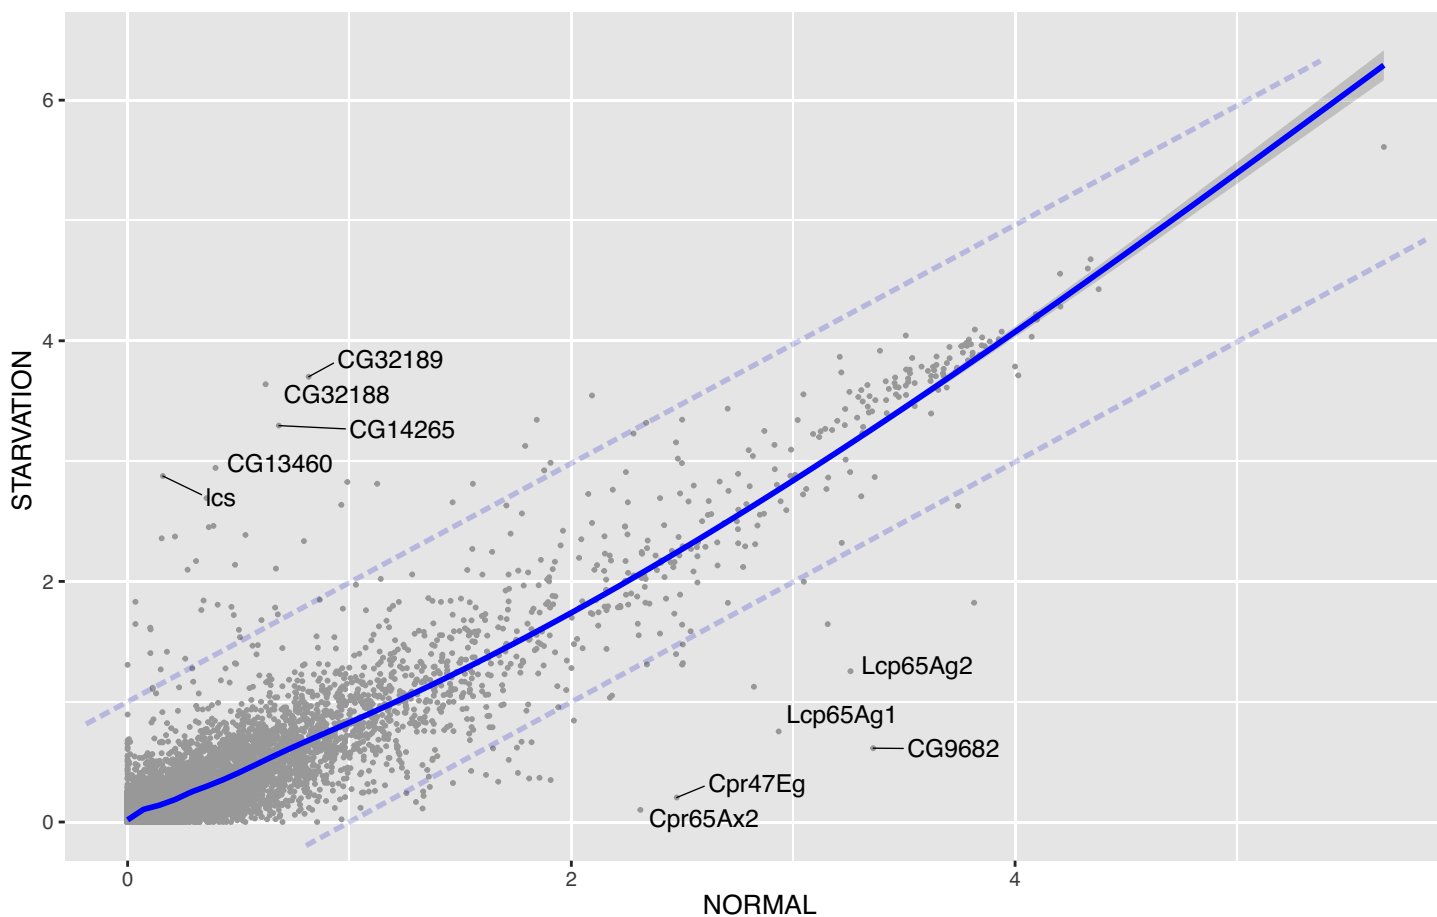

Neurons X

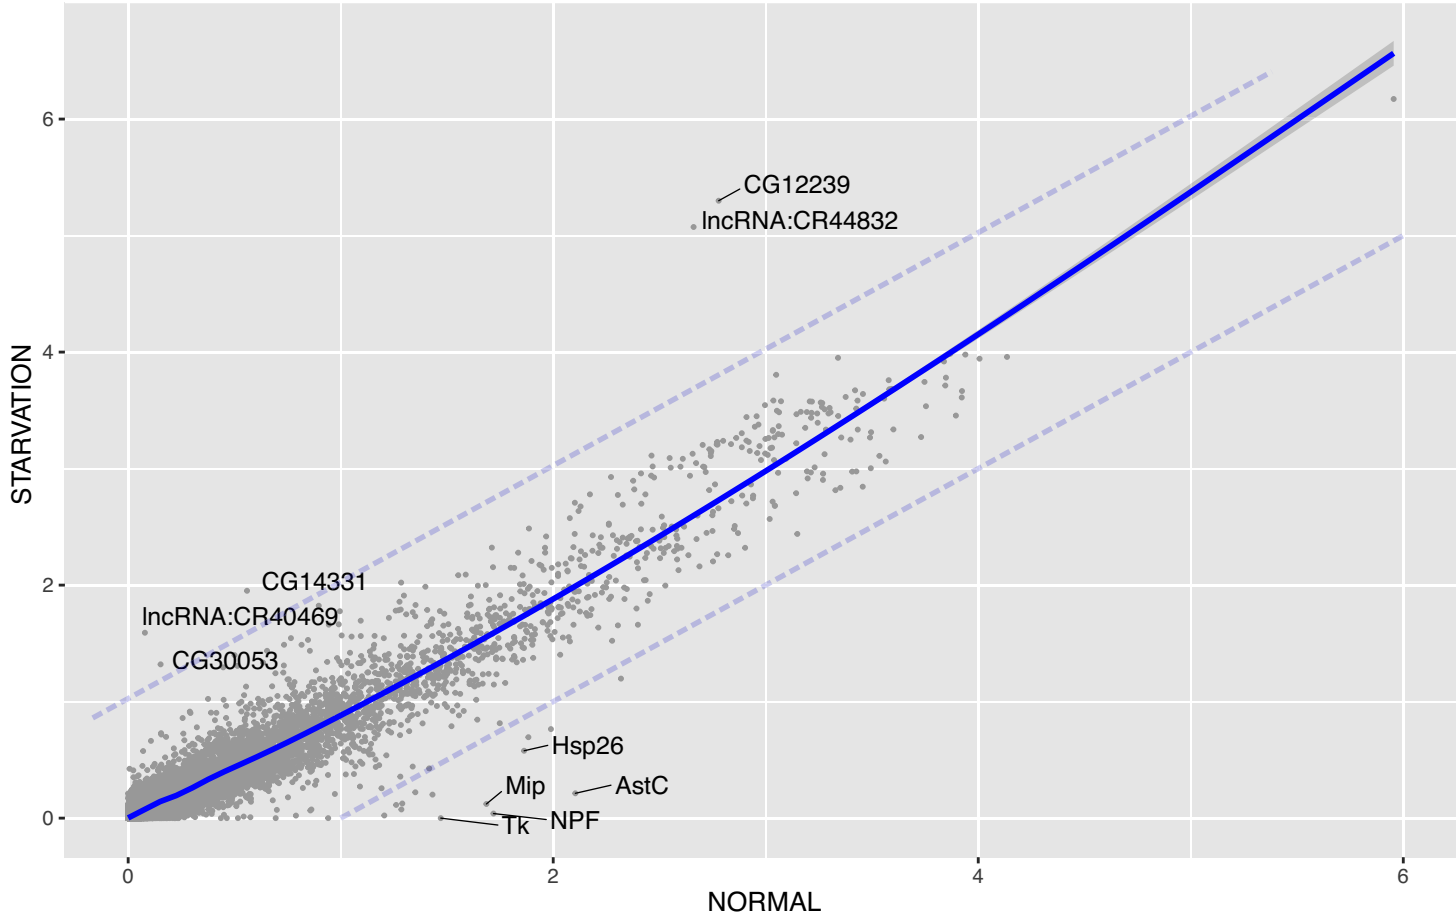

Neuropeptidergic cells

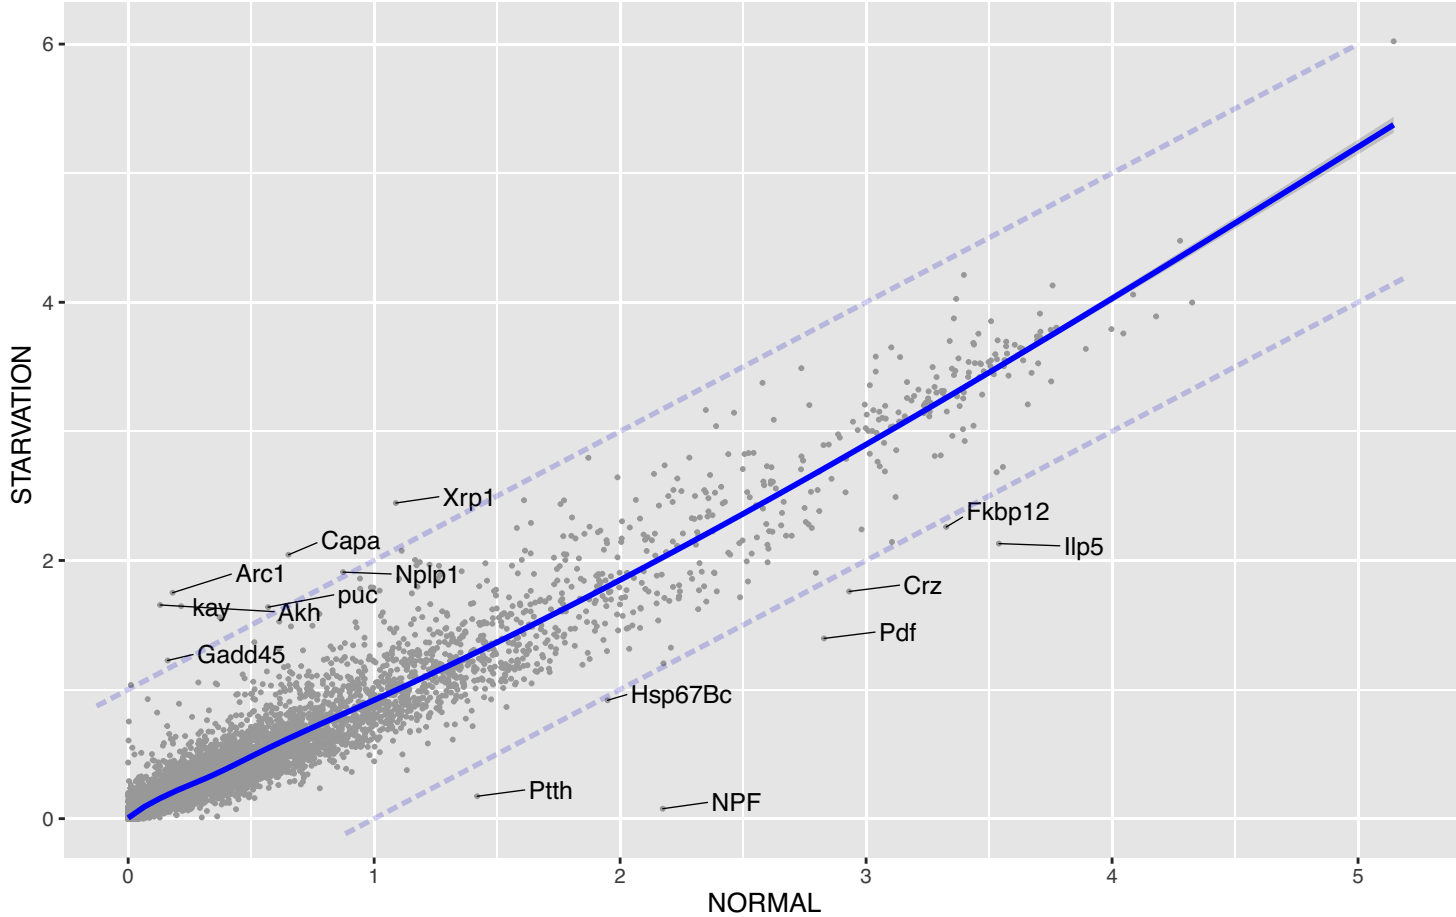

Neural Progenitor Cells - Neuroblasts

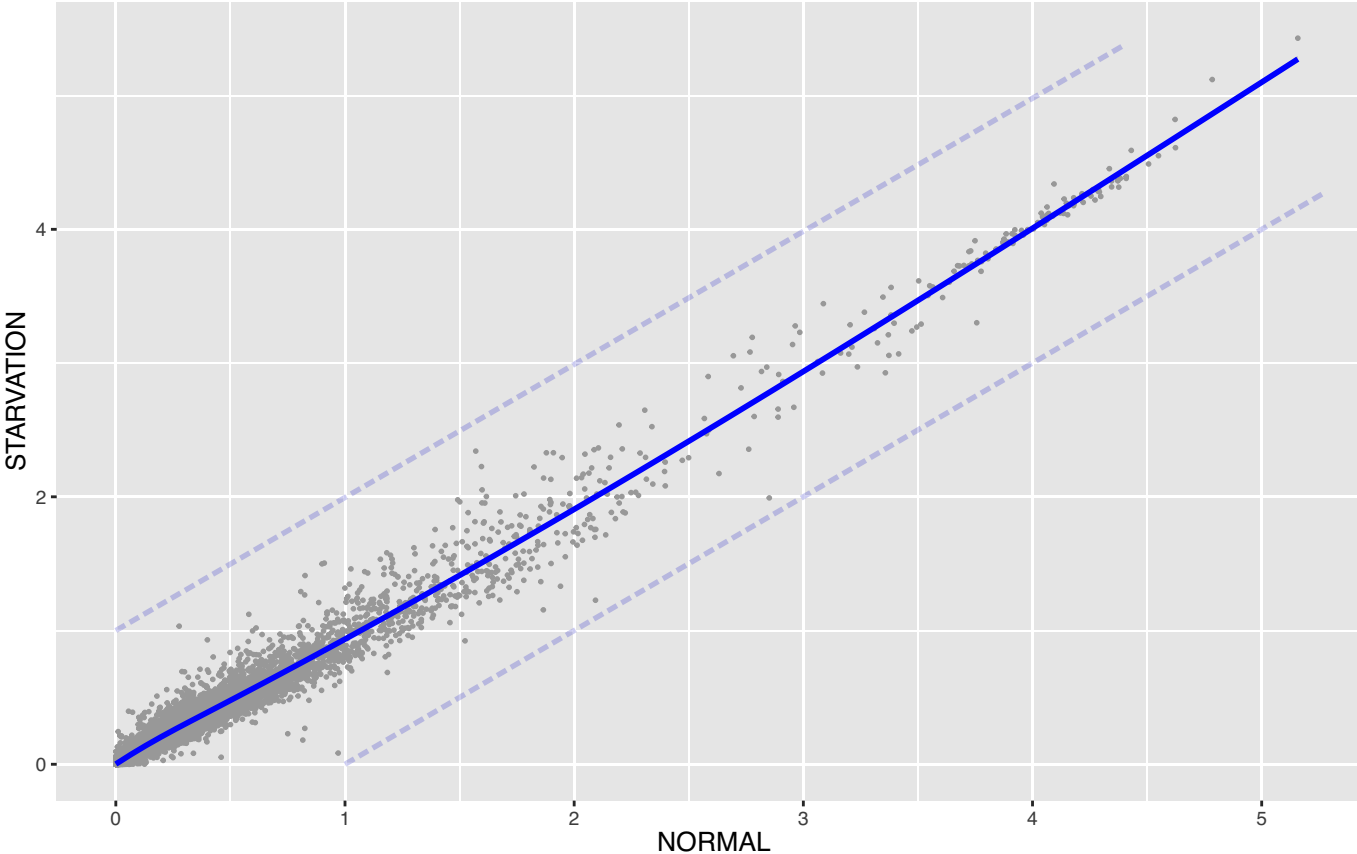

Optic Lobe Epithelium

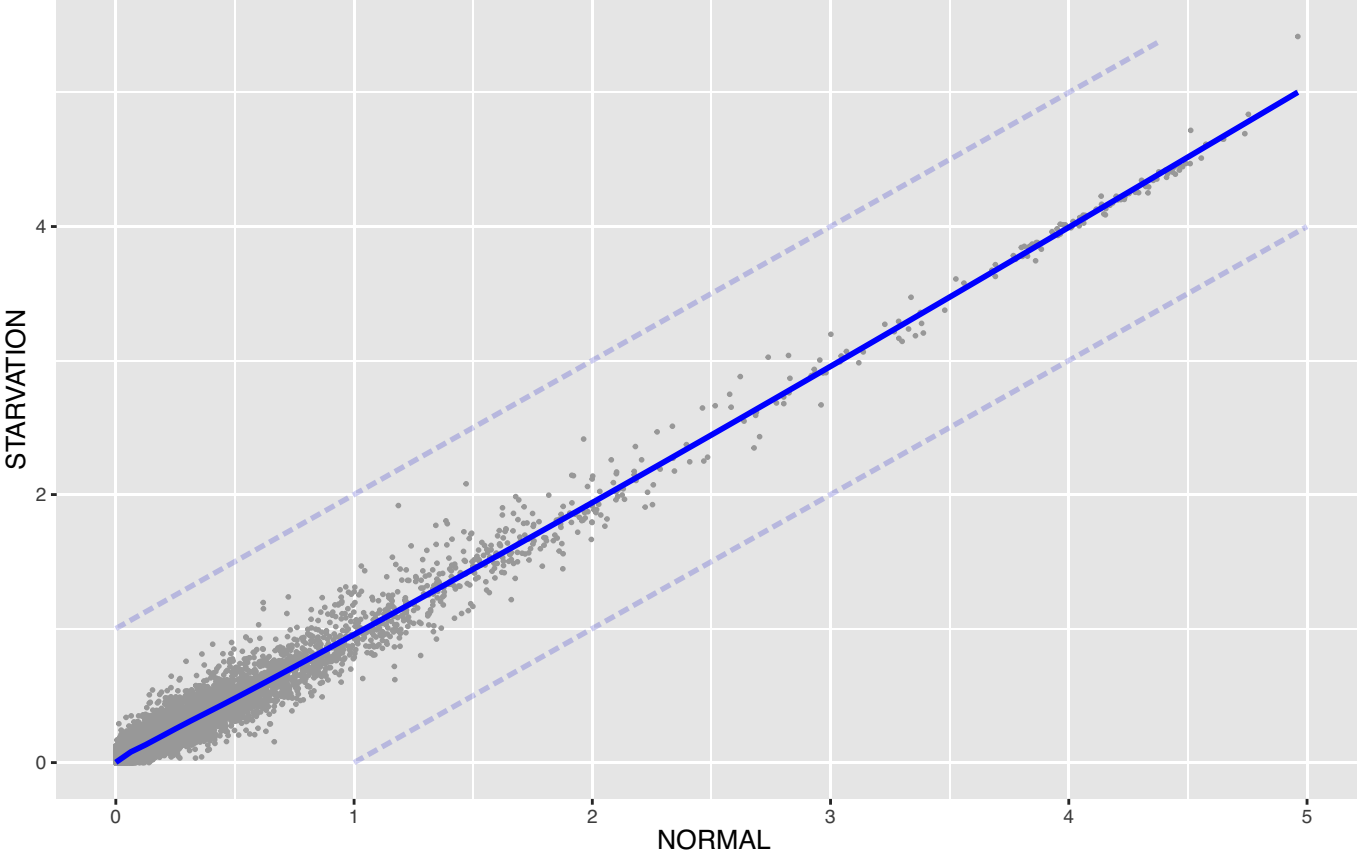

### Prothoracic gland

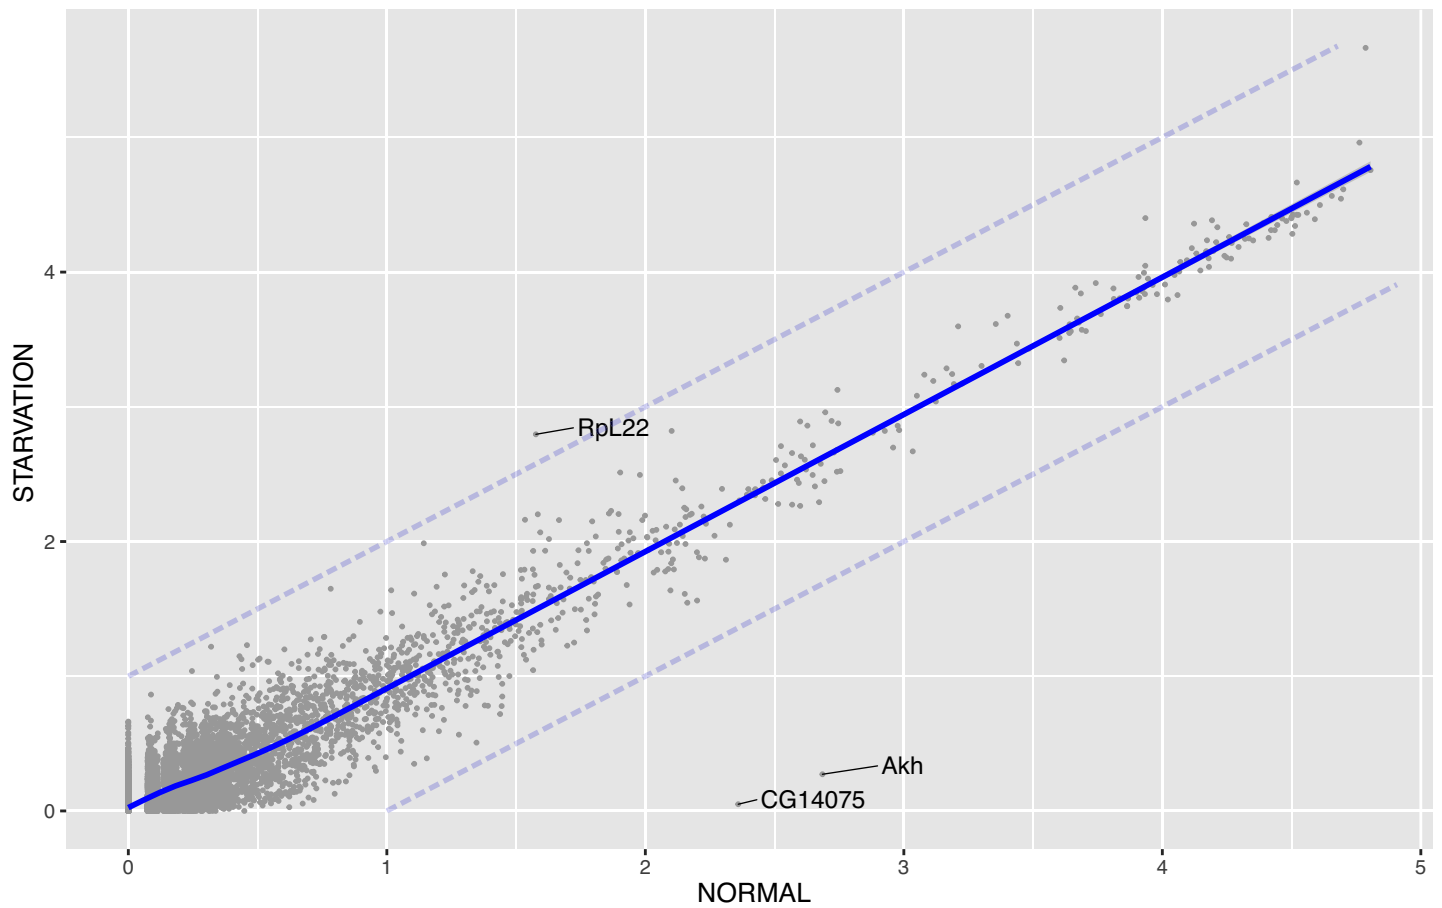

### Undifferentiated neurons 1

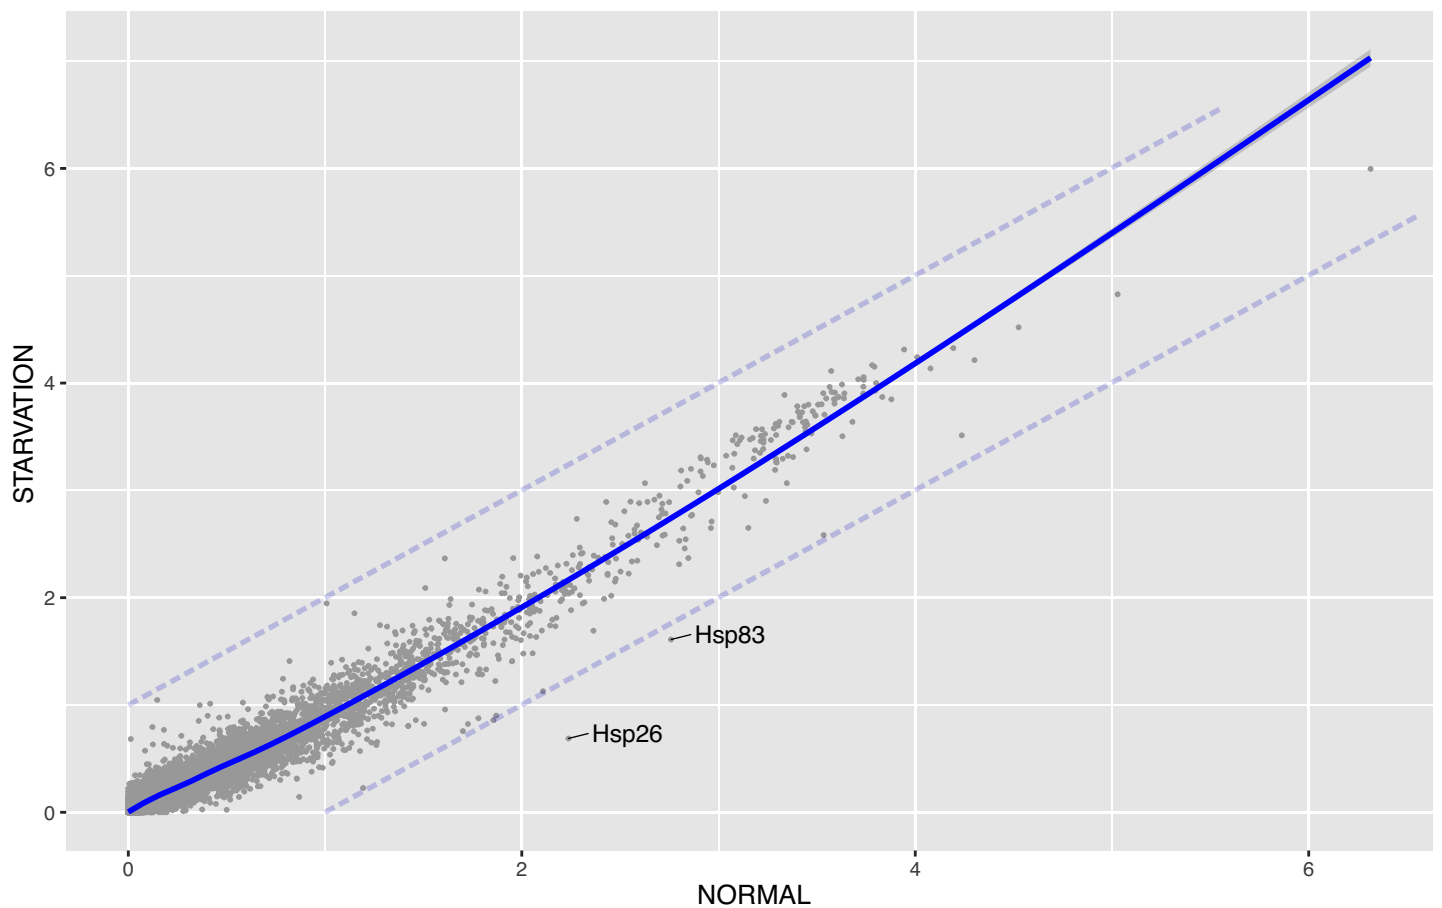

C32

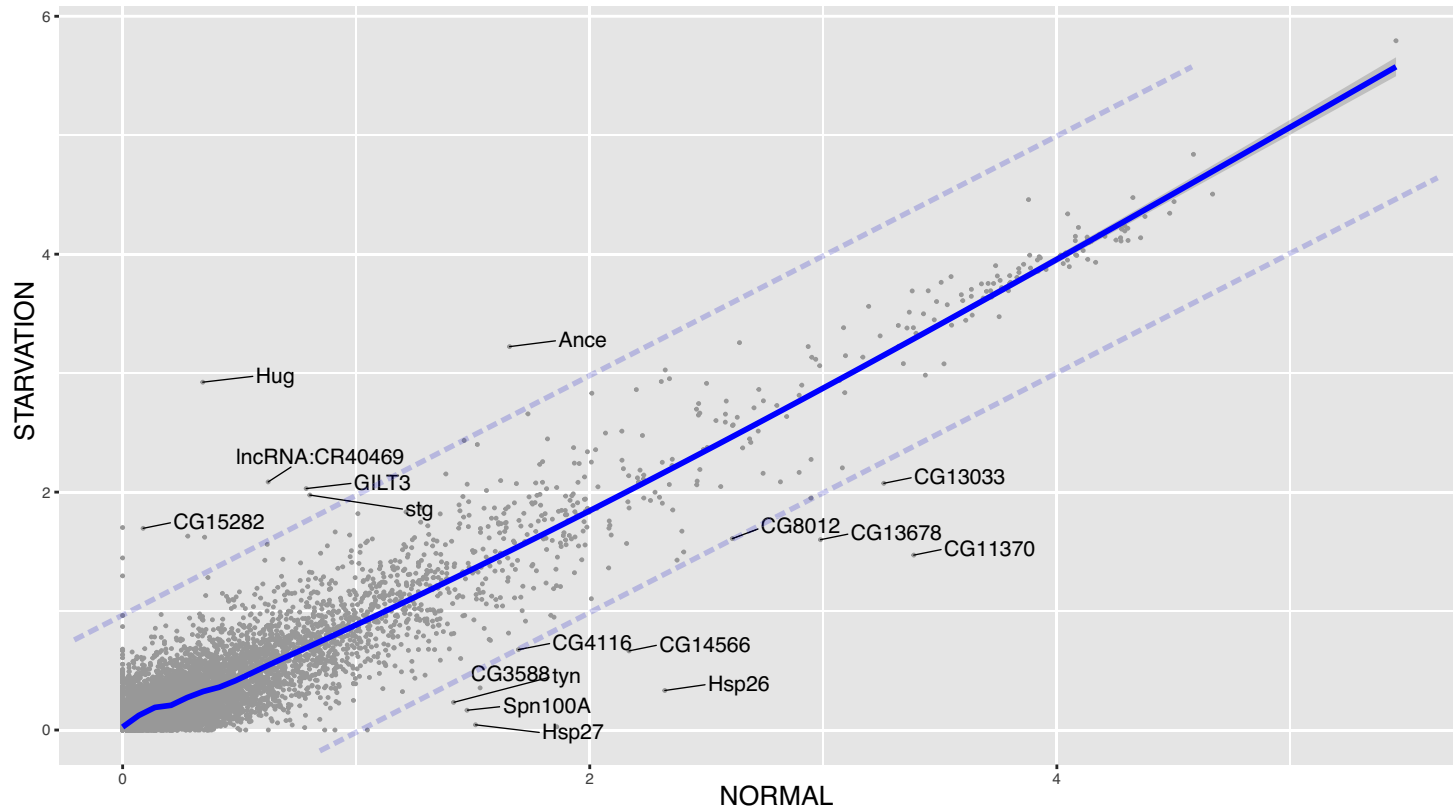

**Supplement:** Supplementary file 2. — Scatter plots illustrating the differentially expressed genes per cluster and per condition. Dark blue: a tendency line. Light-dashed line: FC=±1.

How the deposited data were processed for this re-analysis (not part of the article)

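Single cell transcriptomes were measured in dissociated brains of late first instar larvae that had been fed normally or starved, in 4 normal and 3 starvation libraries. The authors made droplet libraries with a Chromium 3' kit, sequenced them on an Illumina NovaSeq instrument, counted UMIs per gene and cell with Cell Ranger on a FlyBase reference, and deposited the counts of the barcodes called cells, without normalization. Whether the values are raw counts was checked on the files: all were whole numbers, the 7 libraries shared 1 list of 17493 genes, and cells, median genes and median UMIs equalled those of Supplementary file 1 once rounded down. The authors also deposited matrices in which the libraries of 1 condition were aggregated. Their counts did not differ from those of the single libraries at any gene and cell, so no equalisation of depth had been applied, and they served as an alternative. Of the earlier aggregations, without Normal C and Starvation B, only the barcode lists were used, to mark which libraries had been aggregated first. Reads were not analysed here, nor were the immunostainings and EdU counts of the paper.

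The labels give the condition of each library and a number within it, and do not name the experiment. Supplementary file 1 names the experiments, with 2 libraries each for Normal B and Starvation A. A library was linked to its experiment through the entry with the same number of cells and, rounded down, the same median genes and median UMIs within the labelled condition, and each of the 7 libraries matched 1 entry. This link was inferred from values in the files. The grouping into 3 normal and 2 starvation replicates rests on it, and the 7 libraries as separate samples are given as an alternative that needs no such link. The gene totals of Supplementary file 1 equalled those of the files in all libraries but Normal C.

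Cells with 200 to 4500 genes and at most 20% of their UMIs from 37 mitochondrial genes were kept. They were log-normalized to 10000 counts and clustered with Seurat 5.3.0 in R 4.3.3 on 2000 variable genes, with 31 principal components and a resolution of 2 for the normal cells alone and for both conditions. For the latter the 2 conditions were integrated by anchors over 30 dimensions. NPCs with the optic lobe epithelium, glia and mushroom body cells were clustered again on 13, 11 and 10 components at a resolution of 1, and of 0.8 for the mushroom body. The random seed was 42. Clusters were named from markers listed before the counts were seen: at least 3 markers of a class had to be found in 25% or more of the cells, with a mean log2 fold over the other cells of at least 0.4 (5 CPM added) and a lead over every other class of at least 0.3, and the 10 genes with the highest fold could not hold more markers of another class than of its own. A shallow cluster also needed 1 of its own markers among these 10. These thresholds were set after the clusters had been seen. Genes used to name a class are not reported as results of that class, nor, as changes between conditions, are the E(spl) genes of NPCs and the heat shock genes of undifferentiated neurons, which led whole clusters there. Other genes that led a cluster are reported. Those held out of the naming were checked in normal cells clustered without the 31 genes evaluated at the claims that name no class, and those called between conditions in classes clustered without the genes that differ. Subclusters were not checked in this way. No doublets were removed in the analyses reported first. Scrublet in scanpy 1.11.5 was run within each library on Python 3.11.15, with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and called 0.0938% to 1.01351% of the cells of a library. Whether it missed doublets was not tested. Runs without the called cells, and without the 434 cells with the highest 5% of scores in each library, were therefore both made.

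Between conditions, UMI counts were summed per replicate and class, so that cells were never replicates. They were tested with the quasi-likelihood test of edgeR 4.0.16 after TMM normalization, on genes kept by filterByExpr, with limma 3.58.1 beneath it, and p-values were adjusted by Benjamini and Hochberg over all genes of a fit at 0.05. All p-values given as adjusted come from this test, or from DESeq2 1.42.0 where that is named. The spread is pooled over genes and both conditions, so that a condition left with 1 replicate is assumed to vary like the other. Standard errors of log2 fold changes were computed from the same fits. The fit of undifferentiated neurons contains Normal C with 3 cells. Named genes are those the paper names at a claim and, for each fit, the 3 called genes with the largest and the 3 with the smallest log2 fold change, with an average log2 CPM over 3 and with both starvation replicates above or below all normal replicates. This rule was written before the counts were seen. For the genes of a claim the adjusted p over that list alone is given as well. The test was tested on simulated data made from the same libraries, with 200 changed genes per class. Single values per replicate, such as shares of cells, were compared by two-sided exact permutation over the 5 replicates, which give 10 splits and no p under 0.1. The 7 libraries give 35 splits.

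Shares of cells with a transcript depend on depth, and were computed on cells thinned at random to 1000 UMIs, with the unthinned share beside it. Cell cycle phases were scored by CellCycleScoring of Seurat on thinned cells, with fly orthologs of its lists, 38 genes for S and 54 for G2/M, written down by hand, 24 expression bins and genes found in at least 3 cells. Classes with fewer than 10 cells in a replicate were left out of means over replicates. Shares of pooled cells carry Wilson 95% intervals, which cover counting error only, and a count of 0 is given with the share that 3 counts would be. The level of free RNA was judged from muscle, hemocyte and gland cells. Cells rich in a peptide had a log-normalized value over 4. The composition of clusters was taken from a clustering without 117 genes, namely those called in any class and the heat shock and immediate early genes of a fixed list. Barcodes found in several libraries were listed, and a cell whose barcode had over 3 times as many UMIs in another library was treated as a copy. Figures were drawn with matplotlib 3.10.9.

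The cells kept per library numbered 1235 in Normal A, 1066 and 1243 in Normal B.1 and B.2, 805 in Normal C, 1755 and 1704 in Starvation A.1 and A.2, and 888 in Starvation B. Their median depth was 2370, 3636.5, 3070.0, 12296, 6526, 7329 and 5768 UMIs in this order, and the smallest number of UMIs in a deposited cell 1035, 1325, 1210.0, 9337, 2693, 3181 and 1528. The paper gives sequencing saturations of 97.7%, 98.4%, 98.5%, 89.3%, 96.4%, 96.0% and 91.8%, so little depth would be gained by sequencing the same libraries further. In the starvation condition the largest class, neurons, held 2865 cells and NPCs 245.

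Alternatives tried for each comparison were DESeq2, no filter on low counts, the 7 libraries as separate samples, these with a replicate block, the order of aggregation as a batch covariate, the aggregated matrices, cells without Scrublet doublets, cells with 200 genes or more without the other limits, and each replicate left out. For shares, phases and clusters they also were thinning to 2000 UMIs, no thinning of phases, a log-normalized value over 1, a phase score over 0.05, 2 UMIs or more, and a resolution of 1. Added after the data had been seen were runs without thinning of gene shares, without barcode copies, without the 5% highest doublet scores, with clusters integrated over the 5 replicates, without clusters led by E(spl) or heat shock genes, with the optic lobe epithelium, with the unnamed clusters between NPCs and undifferentiated neurons, with clusters formed without the genes that differ or without the genes evaluated at the claims, the search for clusters nearly absent from the normal condition, and the genes of the REPTOR list in glia.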

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

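The tests of explanations in this part, the 27 measures compared over the normal libraries and the runs without barcode copies, without the 5% highest doublet scores, with clusters integrated over 5 replicates and with classes clustered without the genes that differ were chosen only after the results had been seen. The other runs it cites, those that leave out a replicate among them, were planned.

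Among the 4 normal libraries, Normal C stood apart from the other 3 in 6 of 27 measures, with a gap to its nearest neighbour, over the whole range, above Dixon's 95% critical value for 4 samples. Chance alone gives such a gap in about 1 in 20 groups of independent samples. Neither the 27 measures nor the 4 libraries are independent, since Normal B.1 and B.2 come from 1 experiment. The critical value is therefore only a guide. The cells of Normal C that passed the filters had a median of 12296 UMIs and 2668 genes, against 2370, 3636.5 and 3070 UMIs and 1098, 1237 and 1116 genes in Normal A, B.1 and B.2. Undifferentiated neurons made up 0.373% of its cells and 17.5%, 17.0% and 14.7% of the cells of the others. After thinning, 10.4% of its cells held a REPTOR UMI (22.4%, 24.0% and 24.1% in the others), 8.82% an unk UMI (22.9%, 21.4% and 20.9%) and 2.11% a CG11658 UMI (7.13%, 7.97% and 7.40%). One explanation is that shallow cells are missing from this deeper library. Undifferentiated neurons are shallow: in the other normal libraries they had a median of 2053.5 UMIs and the remaining cells 3364. No deposited cell of Normal C had fewer than 9337 UMIs. Among the cells of Normal A, B.1 and B.2 that were as deep, relative to the median of their library, as the smallest cell of Normal C that passed the filters, undifferentiated neurons still made up 15.4%, 5.49% and 9.03%. Among those with at least as many UMIs as that cell they made up 2 of 94, 0 of 197 and 0 of 175. Relative and absolute depth give opposite answers, and missing shallow cells cannot be told apart from other reasons for the few undifferentiated neurons in Normal C. Without undifferentiated neurons, Normal C still had the lowest shares, 10.3% for REPTOR (16.8%, 15.5% and 17.5%), 8.73% for unk (16.7%, 11.5% and 12.3%) and 1.995% for CG11658 (5.40%, 3.95% and 4.34%). The gaps over the range then were 0.713, 0.352 and 0.576, all under the critical value, so a large part of these 3 differences follows from the few undifferentiated neurons. Why the library is deeper was not tested. The paper gives it a sequencing saturation of 89.3%, and of 97.7% to 98.5% for the other normal libraries. It was aggregated later than the others, as was Starvation B, where the smallest cell had 1528 UMIs. No condition of the design separates Normal C from the other normal libraries, so no biological explanation was tested.

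In glia, 4 genes that the paper does not discuss were called by edgeR with large changes, each with both starvation replicates beyond all 3 normal ones. CG32368 rose by 6.33 on the log2 scale (standard error 0.83, adjusted p = 0.0156, and 2.41e-30 to 0.0842 over its 16 alternatives). It had 204 UMIs in 42 cells of Starvation A and 106 UMIs in 4 cells of Starvation B, and 4 UMIs in normal glia, all in Normal C. It was not called without Normal C (0.0842). Prx2540-2 rose by 3.63 (standard error 0.53, adjusted p = 0.01995, and 6.61e-24 to 0.0432 over 16 alternatives, in all of which it was called), with 1520.0 UMIs in 166 of 364 starvation cells and 62 UMIs in 21 of 231 normal cells. CG15784 rose by 4.12 (standard error 0.82, adjusted p = 0.0389, and 1.35e-07 to 0.119 over 15 alternatives), with 146 UMIs in 59 cells and 4 UMIs in 3 cells. It was not called without Normal A (0.0992) or Normal C (0.119), was too low to be tested without Starvation A, and DESeq2 gave it no adjusted p. Hsp26 changed by -3.48 (standard error 0.50, adjusted p = 0.0196, and 7.70e-16 to 0.0935 over 16 alternatives), from 471 UMIs in 121 normal cells to 61 UMIs in 45 starvation cells, and was not called without Normal C (0.0804) or Starvation A (0.0935).

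In neurons, CG13053 rose by 7.56 (standard error 0.74, adjusted p = 0.02695, and 1.77e-81 to 0.149 over 16 alternatives), with 745 UMIs in 117 cells of Starvation A, 424 UMIs in 25 cells of Starvation B and 7 UMIs in 4 normal cells. It was not called without Normal A (0.149), Normal B (0.0958), Normal C (0.0705) or Starvation B (0.0543). CG15784 rose by 5.01 (standard error 0.44, adjusted p = 0.0173, and 6.65e-21 to 0.144 over 16 alternatives), from 11 UMIs in 10 cells to 477 UMIs in 193 cells. It was not called without Normal A (0.122), Starvation A (0.144) or Starvation B (0.0543). For both genes the 2 starvation replicates lay above all normal replicates.

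Prx2540-2 was among the 10 leading genes of a glial cluster and CG13053 of a cluster of peptidergic neurons. In classes clustered without the genes that differ, all 6 changes stayed called, with log2 fold changes of 6.41 for CG32368, 3.69 for Prx2540-2, 4.16 for CG15784 and -3.42 for Hsp26 in glia (edgeR adjusted p = 0.0146, 0.0169, 0.0343 and 0.0169), and 7.56 for CG13053 and 5.01 for CG15784 in neurons (0.0241 and 0.0163).

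Depth does not give these increases, since the deepest library, Normal C, is a normal one and had 3.74 CPM of CG32368 in glia against 67.4 and 246.6 in Starvation A and B, 10.3 CPM of Prx2540-2 against 443 and 414, and 0.844 CPM of CG13053 in neurons against 41.9 and 112. With the order of aggregation as a batch covariate the genes stayed called, with adjusted p of 0.00216 for CG32368, 0.0171 for Prx2540-2, 0.0356 for CG15784 and 0.0226 for Hsp26 in glia, and 0.00385 for CG13053 and 0.0146 for CG15784 in neurons. Free RNA would reach all classes alike. In the starvation cells CG32368 was at 0.170 times its glial level in neurons and Prx2540-2 at 0.0237 times, and CG13053 was at 0.107 times its neuronal level in glia, which argues against free RNA for these 3. CG15784 in neurons was at 0.524 times its glial level, between what free RNA and what expression in glia would give, so the 2 cannot be told apart for glia. Its level in glia was 1.91 times that in neurons, and the optic lobe epithelium had 83.9 CPM of it after starvation and 10.2 CPM before, so its rise in neurons may be free RNA from other cells. Reads shared between Prx2540-2 and its paralog Prx2540-1 were not tested, nor was the effect of the few cells that carry most CG32368 and CG13053 UMIs in Starvation B. The handling of the samples, weighed with the other heat shock genes among the other observations, stays open for Hsp26. A response to the 4 hr of starvation stays open as an untested hypothesis for each of these genes.

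Libraries of separate experiments shared cell barcodes. Of 21 pairs of libraries, the 6 among Normal B.1, B.2 and Starvation A.1, A.2 shared 170.0 to 597 barcodes, the most between Normal B.1 and B.2, and the other 15 pairs 0 to 5. The paper does not report this. In 31.8% of the cells of Normal B.1, 37.8% of Normal B.2, 7.67% of Starvation A.1 and 6.30% of Starvation A.2, the barcode had over 3 times as many UMIs in another library. Over the conditions these were 838 normal cells (17.8%), 450.0 of them with the deeper partner in a starvation library, and 257 starvation cells (5.53%), 165 of them with the deeper partner in a normal library. Transcripts of 1 cell counted under the same barcode in several libraries are a candidate source. The shallower and the deeper cell were in the same class in 98.7% of 558 pairs, and in 98.1% of the 267 pairs outside neurons. Shuffled pairs matched in 33.4% on average and in at most 38.4% over 1000.0 shuffles. Independent cells that meet by barcode would match at the shuffled level. How transcripts passed between these libraries, for example in sequencing them together, was not tested. A biological explanation is not offered by the design, and none was tested. Without the shallower cells, edgeR called 136 genes in glia, 18 in NPCs, 0 in undifferentiated neurons (252 at an unadjusted p under 0.05), 3 in neurons and 0 over all cells (976 at an unadjusted p under 0.05). Whether copies from the other condition hid differences was not tested beyond these counts.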

How the results depend on the processing

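The alternatives were set before the data were examined, apart from the runs without barcode copies, without the 5% highest doublet scores, with clusters integrated over 5 replicates, with or without the E(spl), heat shock and unnamed clusters, with classes clustered without the genes that differ and without thinning of gene shares, and the choice of the REPTOR list in glia, which, like the tests with other splits of the samples, were chosen only after the results had been seen.

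The counts of called genes depended on the settings. In glia edgeR called 87 genes, and between 85 and 129 with DESeq2, the batch covariate, the aggregated matrices, without Scrublet doublets, without the 5% highest doublet scores and in clusters integrated over 5 replicates. It called 396 without a filter on low counts, 468 with the 7 libraries as samples, 171 with cells of 200 genes or more and 136 without barcode copies. In NPCs edgeR called 6 genes (6 higher, 0 lower), DESeq2 26 (17 higher, 9 lower), and edgeR 112 without the filter on low counts, 70 with 7 libraries, 17 with cells of 200 genes or more, 18 without barcode copies, 18 without the 5% highest doublet scores, 48 in classes clustered without the genes that differ (3 of the 6 among them) and 0 without the clusters led by E(spl) genes (365 at an unadjusted p under 0.05, DESeq2 not run there). In undifferentiated neurons edgeR called 3 genes, 13 without the filter, 14 with 7 libraries, 17 with the batch covariate, 38 with cells of 200 genes or more, 2 with DESeq2, and 0 without barcode copies (252 at an unadjusted p under 0.05) and in clusters integrated over 5 replicates (287), where DESeq2 was not run. In neurons edgeR called 3 genes (2 higher, 1 lower), DESeq2 119 (58 higher, 61 lower), and edgeR 324 without the filter, 227 with 7 libraries and 10.0 with the batch covariate. Over all cells edgeR called 0 (922 at an unadjusted p under 0.05), DESeq2 216, and edgeR 169 without the filter and 432 with 7 libraries. Libraries of 1 experiment are not independent, so the counts with 7 libraries overstate the number of samples. For the other settings the cause was not tested.

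Leaving out 1 replicate at a time, edgeR called 1 gene (without Normal C) to 213 (without Normal B) in glia, with 13 without Normal A, 16 without Starvation A and 29 without Starvation B. The counts were 3 (without Normal A or C) to 11 (without Starvation A) in NPCs and 0 to 7 (without Normal B) in undifferentiated neurons, where they were 0 without Normal A, Normal C, Starvation A or Starvation B (112, 367, 208 and 163 at an unadjusted p under 0.05). They were 0 (without Starvation B, 461 at an unadjusted p under 0.05) to 4 in neurons, with 1 without Normal A, and 0 to 1 (without Starvation A) over all cells. DESeq2 was not run without a replicate. Without a starvation replicate, the lone one is assumed to vary like the normal ones.

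With other splits of the 7 libraries into 4 and 3, 1 of 35 splits, the real one, gave as many calls in glia (468, the next 81), NPCs (70, next 4), neurons (227, next 6) and all cells (432, next 55). In undifferentiated neurons 2 of 35 did, the other being Normal B.1, Normal B.2 and Starvation B against the rest, with 14 each. With the 5 replicates as samples, of 10 splits 1 gave as many calls in glia (87, next 15), NPCs (6, next 1) and neurons (3, next 1), 4 in undifferentiated neurons (3, with 25 for Normal A and Normal C against the rest) and 10 over all cells (0, with 3 for that same split). Normal C and Starvation B against the rest, which is the order of aggregation, gave 0 in each of the 5, as many as the real split only over all cells, where the batch covariate left 0 calls (1379 at an unadjusted p under 0.05).

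The labels give libraries of both conditions the numbers 1 to 3. The deviations of same-numbered libraries from their group means correlated by 0.0412, 0.213 and -0.152 over 8478 genes, so the numbers do not pair the samples. With the number as replicate block, edgeR called 157 genes in glia, 22 in NPCs, 15 in undifferentiated neurons, 76 in neurons and 55 over all cells. Under this block CR44832 was at 0.58 in glia and 1.05 in NPCs, REPTOR at -0.0958 in undifferentiated neurons and -0.0941 over all cells, ITP at 0.67, Ilp2 at 1.86 and Ilp5 at 2.73 in neurons.

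Of 969 alternatives for 60.0 single genes, 837 kept the direction and the side of the threshold, 41 lost and 54 gained a call, and 37 reversed, the cause of which was not tested. All reversals were of genes not called in the main setting. CR44832 was at -0.32 in glia, and at -0.34 in NPCs, where it was 0.15 with 7 libraries. Without 1 replicate it ranged from -0.77 to 1.01 in glia and from -1.07 to 0.60 in NPCs, and was positive without Normal A. In undifferentiated neurons REPTOR was at 0.09, at -0.0650 with 7 libraries, at -0.90 with cells of 200 genes or more and at -0.0942 (without Normal A) to 0.32 without 1 replicate, while unk was at -0.0308 and chrb at -0.0478 with cells of 200 genes or more. In neurons SIFa was at -0.83 in clusters integrated over 5 replicates and Ilp2 at 0.0542 with the batch covariate (-0.93 in the main setting). Without 1 replicate, Lk ranged from -0.45 (without Starvation A) to 1.91, Akh from -0.55 (without Starvation B) to 2.66, ITP from -0.97 to 0.47 (positive without Normal B, Normal C or Starvation B), and Ilp2 from -1.60 to 1.89 and Ilp5 from -4.20 to 2.17, both positive without Normal C. Over all cells REPTOR ranged from -0.0439 (without Normal C) to 0.50, raptor from -0.18 to 0.0549 (without Starvation A) and hdc from -0.46 to 0.31 (positive without Normal B or Starvation A), with hdc at 0.0933 for cells of 200 genes or more and at 0.0186 without the 5% highest doublet scores. In glia hdc was at 0.16, from -0.19 (without Starvation B, -0.10 without Normal A) to 0.74 without 1 replicate, at -0.0369 without Scrublet doublets, -0.0808 with cells of 200 genes or more, -0.21 without the 5% highest doublet scores and -0.0306 in clusters integrated over 5 replicates. Of the called genes, whd and pdgy in glia lost their call without Normal A, Normal C or Starvation A, Lip4 without any replicate but Normal B, and CR42491 without Normal C. REPTOR-BP in glia lost it without Normal A, Normal C or Starvation A, and nop5 and CG6770 without any replicate but Normal B. Ptth lost its call without Normal A, Starvation A or Starvation B. It was too low to be tested with 7 libraries, with the block and without Normal C, as CG15784 in glia was without Starvation A, and DESeq2 gave both no adjusted p.

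The share of NPCs in G1 differed by -16.1 percentage points and was 2.47 with the unnamed clusters, and that in G2/M by 26.4 and 6.11. With any other alternative the shares in these phases and in S kept their direction and moved by less than the larger SD of the 2 conditions, 13.7 for G1, 16.1 for G2/M and 12.9 for S. Within that, G2/M ran from 15.0 (without Starvation B) to 38.4 (unthinned), G1 from -25.1 (unthinned) to -8.60 (without Normal A), and S, at -10.3, from -18.4 (without Starvation A) to -2.16 (without Starvation B). The class shares moved by less than that SD as well, but neurons, at 3.54, were at -2.82 without Normal B, and undifferentiated neurons, at -3.48, at 0.615 without Starvation A. Without Normal C, the share of undifferentiated neurons was higher in both remaining normal replicates than in both starvation replicates. The number of nearly absent clusters was 3, 2 at a resolution of 1, 4 without barcode copies and 0 in clusters integrated over 5 replicates. It ranged from 1 without Normal A to 6 without Starvation A. The REPTOR list had 5 genes with a higher share in both starvation replicates, and 3 with 7 libraries, where 3 samples have to lie above 4. The share of neurons with 2 or more neurotransmitter genes was 68.6%, and 33.9% at 2 UMIs or more, 42.03% at a log-normalized value over 1 and 16.4% after thinning, which by construction leave fewer genes per cell. Of the single shares, 129 of 154 alternatives for genes and 81 of 110 for neurotransmitters stayed within the spread, and the others moved.

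Depth limits the genes with few UMIs and the cells of Normal A and B, and the clusterings with 200 genes or more and without barcode copies also change with the numerical library and the number of threads, so their values hold for the fixed setting that was used.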

Differences from the paper's values

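The tests and settings in this part were planned, apart from the counts with unnamed clusters or with clustering without differing genes and the run without barcode copies, which were chosen only after the values had been seen.

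As shares of neurons, the paper gives 24% for VGlut, 24% for VAChT, 17% for Gad1 and 10% for Vmat, and does not state whether neurons with another of these 4 genes count. Here the shares were 67.2%, 59.6%, 37.6% and 39.9% whatever the other genes, and 9.23%, 9.81%, 3.83% and 2.92% with none of the other 3. Of the alternatives set before the data were examined, thinning to 1000 UMIs brought all 4 of the former within the paper's range of 1.5 times or 1 SD (31.0%, 26.1%, 19.0% and 13.6%). So did 2 UMIs or more for Gad1 (19.6%) and a log-normalized value over 1 for Gad1 (24.6%) and Vmat (21.4%, with a larger SD). For neurons with none of the other 3 genes, thinning brought each within that range (19.0%, 17.1%, 12.2% and 6.72%), as did 2 UMIs or more (21.1%) and a log-normalized value over 1 (23.0%) for VAChT. Leaving out a replicate, the aggregated matrix and the removal of Scrublet doublets did not, nor did those 2 cutoffs for the other genes. For 2 genes, the shares were 5.45% for VGlut with Vmat (about 3% in Fig. 3D, read by eye), 14.9% for VGlut with VAChT (about 2% in Fig. 3D, read by eye) and 5.78% for VGlut with Gad1 (about 2% in Fig. 3D, read by eye). The first came within that range with 2 UMIs or more (3.99%), a log-normalized value over 1 (4.82%) and thinning (2.91%), the last with 2 UMIs or more (4.81%) and thinning (2.71%), and VGlut with VAChT with none of these (4.80% after thinning). No other alternative set before the data were examined did so for any of the 3.

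In the normal data alone, 23.4% of NPCs were in S (about 13% in Fig. 2E, read by eye), and of the alternatives set before the data were examined those without Normal B (18.3%), without Normal C (23.3%, with a larger SD) and with a score over 0.05 (16.8%) came within the range, and 7 libraries, without Normal A, unthinned and 2000 UMIs did not. After starvation, 32.5% of NPCs were in G1 (about 61% in Figure 7—figure supplement 3B, read by eye), 47.2% in G2/M (about 6% in Figure 7—figure supplement 3B, read by eye) and 20.3% in S (about 33% in Figure 7—figure supplement 3B, read by eye). Of the alternatives set before the data were examined, only the score over 0.05 (49.9%) came within the range for G1, none for G2/M (the closest 35.8%, without Starvation B), and for S 7 libraries (23.1%), without Starvation B (28.4%), unthinned (18.4%) and 2000 UMIs (22.8%) did, while without Starvation A and the score over 0.05 did not. With the unnamed clusters between NPCs and undifferentiated neurons, chosen after seeing the values, G1 was at 48.4%.

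For cells with a transcript, REPTOR was at 21.4% after starvation (about 36% in Fig. 8D, read by eye), unk at 17.6% in normal cells (about 27% in Fig. 8D, read by eye), foxo at 3.01% in normal (about 7% in Fig. 8D, read by eye) and 3.15% in starvation cells (about 9% in Fig. 8D, read by eye), nop5 at 16.2% (about 25% in Fig. 8D, read by eye) and 6.98% (about 17% in Fig. 8D, read by eye), CG16721 at 2.05% (about 6% in Fig. 8D, read by eye) and 4.66% (about 13% in Fig. 8D, read by eye), and CG11658 at 5.63% (about 11% in Fig. 8D, read by eye) and 8.07% (about 20% in Fig. 8D, read by eye). Of the alternatives set before the data were examined, a log-normalized value over 1 came within the range for all of them (50.9% for REPTOR, 34.2% for unk, 6.19% and 7.79% for foxo, 34.02% and 15.6% for nop5, 3.73% and 8.97% for CG16721, 9.82% and 17.3% for CG11658), and thinning to 2000 UMIs for all but CG16721 (35.3%, 28.7%, 6.17% and 6.01%, 26.5% and 12.3%, 9.75% and 14.6%). With 7 libraries unk (18.5%) and normal nop5 (17.2%) did so, without Normal A normal nop5 (16.9%), and without Normal C unk (22.02%), normal nop5 (17.5%) and normal CG11658 (7.40%). The other alternatives without a replicate, and 7 libraries for the other genes, did not. Without barcode copies, chosen after seeing the values, unk was at 19.8%.

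The paper's supplement gives 569 NPCs after starvation, and 245 were named here. Resolution 1 (245) and the removal of Scrublet doublets (242), both set before the data were examined, did not reach the paper's number. With the unnamed clusters the count was 566, and with clustering without differing genes 468, both chosen after seeing the values. The paper's supplement has 3 starvation cells in the undifferentiated neuron cluster that was nearly absent, against 8 here. Of the alternatives set before the data were examined, resolution 1 and leaving out Normal B or Normal C gave 8, the removal of Scrublet doublets 7 and leaving out Starvation B 7, and 1 was left without Starvation A, none of them within 1.5 times of it.

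In the phases of NPCs, the paper describes fewer cells in G2/M and more in G1 and S after starvation. Here G2/M was higher by 26.4 percentage points, and G1 and S changed by -16.1 and -10.3. The paper names only a pair of clusters as nearly absent after starvation, and 3 met the rule here. At a resolution of 1, set before the data were examined, 2 met it, 1 of neurons and 1 of undifferentiated neurons, with 807 normal and 60 starvation cells together. Of the 6 peptides that the paper names as changed in neurons, Lk, Akh, Hug and SIFa were higher and AstA lower here, as in the paper, and ITP, which it lists as higher, was at -0.07. edgeR called none of the 6 at an adjusted p of 0.05, and without a filter on low counts called all but ITP. Of the lncRNAs, edgeR did not call CR40469 or CR42862 in glia or NPCs, CR42491 in NPCs or CR44832 in either. CR42862 was called in both without a filter and with 7 libraries, and in glia also with cells of 200 genes or more and without Normal B. CR40469 was called in glia without a filter and without Normal B, and CR42491 in NPCs under 5 of the alternatives set before the data were examined, DESeq2, no filter, 7 libraries, cells of 200 genes or more and without Normal B, as well as under the replicate block and under 4 chosen after seeing the values. Of Thor, unk and br, which the paper gives as enriched in undifferentiated neurons and which did not name clusters here, Thor and unk were, and br was at 247 CPM there against 327 CPM in neurons. Neurons rich in Pdf are glutamatergic for the most part in the paper, and VGlut was found in 3 of 9 here. Not all of its mushroom body and glial subclusters were named here in the normal data alone. For Normal C, its supplement lists 13486 genes in total, a number equal here to the median UMIs of the library, while 11835 genes had a UMI.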

Other observations

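Of the tests in this part, those of a single normal replicate and of heat shock for the nearly absent clusters, of depth for the REPTOR pathway genes as a group and for the NPC phases, of a single library for the phases, and of free RNA for the peptide genes as a group were written down first, although the last was at first to be decided by a median ratio and was decided by a count of genes after that ratio had been seen. The levels at which a test decides, and all the other tests and the wider NPC class, were chosen only after the results had been seen.

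In each of the 3 clusters that were nearly absent after starvation, at least 96.8% of the normal cells came from 1 normal replicate, Normal A for the largest neuron cluster and the UN-like cluster and Normal B for the third. With all normal replicates alike, each would have given such a cluster a similar share of its cells. The clusters may therefore mark single replicates more than the condition, and 0 clusters met the rule when the 5 replicates were integrated. Of the cells of the cluster from Normal B, 87.2% carried a barcode with over 3 times as many UMIs in another library. A stress response to dissociation was tested with 17 heat shock genes. In the largest neuron cluster they were at 1.09 times, and in the cluster from Normal B at 0.984 times, their level in the other neurons of the same replicate. Stress of a whole library would raise both alike, so this ratio does not exclude it. In the UN-like cluster they were at 2.67 times that level, which restates that heat shock genes lead this cluster. Stress and other differences between the replicates therefore cannot be told apart. A loss of these cells through starvation would leave them in all normal replicates. Of the cells of Normal B and Normal C, 0.260% and 0.373% lay in the largest cluster, against 0.896% and 2.36% of those of Starvation A and B. The UN-like cluster held 0.173% and 0.373%, against 0.202% and 0.113%, and the third 0.0810% of Normal A and 0% of Normal C, against 0.173% and 0.338%. These values argue against such a loss as the source of these clusters. They do not bear on the paper's counts of hdc-positive cells in immunostained brains, which fell after starvation and were not analysed here.

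Of the 17 heat shock genes, 12 were higher over all cells in every normal replicate than in both starvation replicates, 0 were lower and 5 overlapped. Chance gives a single gene such an order in 10% of cases for each direction, and heat shock genes move together. Their sum was 5641 ± 535 CPM (SD, n = 3) in normal and 2639 ± 489.5 (n = 2) in starvation replicates (two-sided exact permutation p = 0.1, the smallest that these replicates allow). The cells of the cluster led by heat shock genes do not account for this: without it the sums were 5373 ± 635 and 2640.1 ± 489 (exact p = 0.1), and in glia, which hold no such cluster, the normal mean was 3.42 times the starvation mean (3339 ± 770.4 and 977 ± 52.6 CPM, exact p = 0.1). NPCs had 9227 ± 552 and 5038 ± 273 CPM (exact p = 0.1) and neurons 4289.9 ± 767 and 2175 ± 703 (exact p = 0.2). Differences in handling between the experiments and a response to starvation cannot be told apart, because each replicate belongs to 1 condition and 5 replicates give no p under 0.1.

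More depth in the starvation libraries is an explanation for more cells with a transcript. After thinning to 1000 UMIs, 5 of 10 genes of the REPTOR list still had a higher share in both starvation replicates than in every normal replicate, and 2 a lower one, where chance gives 10% of genes in each direction. Depth is thus excluded as the whole source of the difference over the list. For REPTOR itself the difference fell from 14.7 percentage points unthinned to 2.43 (two-sided exact permutation p = 1), within the SD of 7.43 of the normal replicates, and was -1.84 without Normal C, so depth may account for it. A biological explanation for the other genes, a response to starvation, is a hypothesis that these data did not test further.

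The shift of NPCs towards G2/M after starvation was 26.4 percentage points after thinning and 38.4 without it, so depth is not its whole source. Leaving out 1 of the 7 libraries at a time, the smallest difference was 15.7 points, without Starvation B, which argues against 1 deviating library as its whole source. With the unnamed clusters between NPCs and undifferentiated neurons counted as NPCs the difference was 6.11 points, within the SD of 8.99 of the normal replicates. Where the class is bounded may therefore account for most of the shift. A change in the cell cycle of NPCs stays open as an untested hypothesis.

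Peptide transcripts were found in a large share of cells. In 190 muscle, hemocyte and gland cells of the normal data, thinned to 1000 UMIs, the share of cells with a UMI was 0.709 times that of neurons in the median of 16 peptide genes, with a range of 0 to 1.45. It was over that of neurons for 7 genes. For 3 genes, Dh44 (0.160), sNPF (0.285) and Proc (0.130), it was under 0.333 times that of neurons and its exact upper 95% limit (3.75%, 7.44% and 3.75%) under the share of neurons (6.56%, 12.9% and 8.10%), so free RNA is not the whole source of the peptide transcripts in neurons for these. For Dh31, Ilp2, Ilp5 and SIFa the upper limit (11.4%, 17.0%, 12.7% and 8.80%) was also under the share of neurons (18.8%, 24.4%, 14.2% and 10.3%). Their ratios were over 0.333, a cut set after the data were seen, so free RNA was not judged for them. For Ptth the share was 0 of 190 cells where 2.84 were expected, which decides nothing. Peptides made by the gland cells themselves were not told from free RNA here. Many of these reference cells, 91.7% of the prothoracic gland-like and 30.2% of the muscle-like ones, carried a barcode with over 3 times as many UMIs in another library. For Pdf the ratio was 1.34, as free RNA would give, and free RNA may be the source of Pdf UMIs in cells other than neurons. Median depth before thinning was 6153 UMIs in neurons and 2776 in the other cells.

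The fall of NPF in neurons after starvation may reflect how few NPF-rich cells were captured, 5 in the normal and 1 in the starvation condition. Outside these cells NPF was at 56.5 ± 49.1 CPM (SD, n = 3) in normal and 8.51 ± 2.11 (n = 2) in starvation neurons, a difference of 48.0 CPM (47.98) that is about its spread (two-sided exact permutation p = 0.3). A lower number of captured cells and a lower level of NPF cannot be told apart with so few rich cells, and a response of NPF to starvation stays untested.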
